# Transcriptome signatures of class I and III stress response deregulation in *Lactobacillus plantarum* reveal pleiotropic adaptation

**DOI:** 10.1186/1475-2859-12-112

**Published:** 2013-11-18

**Authors:** Hermien Van Bokhorst-van de Veen, Roger S Bongers, Michiel Wels, Peter A Bron, Michiel Kleerebezem

**Keywords:** CtsR, HrcA, *Lactobacillus plantarum*, Heat, Stress regulons

## Abstract

**Background:**

To cope with environmental challenges bacteria possess sophisticated defense mechanisms that involve stress-induced adaptive responses. The canonical stress regulators CtsR and HrcA play a central role in the adaptations to a plethora of stresses in a variety of organisms. Here, we determined the CtsR and HrcA regulons of the lactic acid bacterium *Lactobacillus plantarum* WCFS1 grown under reference (28°C) and elevated (40°C) temperatures, using *ctsR*, *hrcA*, and *ctsR*-*hrcA* deletion mutants.

**Results:**

While the maximum specific growth rates of the mutants and the parental strain were similar at both temperatures (0.33 ± 0.02 h^-1^ and 0.34 ± 0.03 h^-1^, respectively), DNA microarray analyses revealed that the CtsR or HrcA deficient strains displayed altered transcription patterns of genes encoding functions involved in transport and binding of sugars and other compounds, primary metabolism, transcription regulation, capsular polysaccharide biosynthesis, as well as fatty acid metabolism. These transcriptional signatures enabled the refinement of the gene repertoire that is directly or indirectly controlled by CtsR and HrcA of *L. plantarum*. Deletion of both regulators, elicited transcriptional changes of a large variety of additional genes in a temperature-dependent manner, including genes encoding functions involved in cell-envelope remodeling. Moreover, phenotypic assays revealed that both transcription regulators contribute to regulation of resistance to hydrogen peroxide stress. The integration of these results allowed the reconstruction of CtsR and HrcA regulatory networks in *L. plantarum*, highlighting the significant intertwinement of class I and III stress regulons.

**Conclusions:**

Taken together, our results enabled the refinement of the CtsR and HrcA regulatory networks in *L. plantarum*, illustrating the complex nature of adaptive stress responses in this bacterium.

## Background

Lactic acid bacteria (LAB) are Gram-positive bacteria that occupy a variety of habitats. LAB are acid tolerant and produce lactate as a major metabolic end-product, thereby generating preservative characteristics to fermented foods and beverages. Due to their long history of use in food products, LAB are generally regarded as safe (GRAS) [1,2]. Next to their prominent role in food fermentation, LAB can be found on plant materials and are among the natural inhabitants of the gastrointestinal (GI) tract of animals and humans [3-5]. Specific *Lactobacillus* strains are marketed as probiotics which are defined as ‘live microorganisms which when administered in adequate amounts confer a health benefit on the host’ [6]. The gastrointestinal tract is the site of action where probiotics are predominantly considered to confer these health benefits, where they may inhibit colonization and infection by pathogens, or may strengthen the intestinal epithelial barrier, or modulate immune responses [7]. Probiotics encounter a variety of stresses during industrial production and storage, e.g. temperature shifts and low water availability during freeze- or spray-drying, or acid stress during storage. Moreover, during GI passage probiotic bacteria are exposed to acid stress in the stomach, as well as exposure to bile salts and digestive enzymes, while they also have to cope with severe nutrient-competition with the endogenous gut microbiota [8].

To persist under stress conditions, probiotics and LAB in general have an arsenal of molecular defense mechanisms [9-12]. Many stress conditions induce protein denaturation and aggregation, and bacteria, including lactobacilli, possess conserved chaperones and proteases to restore or remove misfolded or denatured proteins. This process has extensively been studied in the paradigm Gram-positive bacterium *Bacillus subtilis* using abruptly or constantly elevated temperatures as the inducing stress condition. The repertoire of heat shock responses in *Bacillus subtilis* was stratified in six classes depending on their mode of transcriptional regulation [13-15]. Several of these stress response classes observed in *Bacillus subtilis* are conserved among the LAB, including the highly conserved Class I regulon. Expression of the Class I stress regulon members is controlled by the repressor HrcA, which specifically binds to the inverted repeat element, CIRCE (**c**ontrolling **i**nverted **r**epeat for **c**haperon **e**xpression), under non-stressed conditions. The highly conserved CIRCE element (TTAGCACTC-N9-GAGTGCTAA) is typically found in the promoter regions of the *groE* and *dnaK* operons, which encode the two chaperon complexes GroES-GroEL and HrcA-DnaK-GrpE-DnaJ, respectively [16]. The *hrcA* gene is commonly part of the *dnaK* operon, placing this gene under autorepression control. HrcA-repression is dependent on the availability of the GroELS complex and is relieved when the GroELS chaperon complex is not available, i.e. during stress conditions when non-native proteins arise [13]. The HrcA regulon is not only induced during heat shock, but is also activated by a variety of other stress conditions, including acid, bile, and salt stress [9-11,17]. The genes encompassed within the class III stress regulon appear to be less conserved among LAB, although the class III stress regulon repressor CtsR (**c**lass **t**hree **s**tress gene **r**epressor) appears to be quite consistently present in these bacteria. However, LAB appear to consistently lack the regulatory adaptor genes encoding for McsB and McsA [18,19]. CtsR specifically binds to a heptanucleotide repeat (A/GGTCAAA/T), referred to as the CtsR box [20]. This *cis*-acting regulatory element is commonly encountered in the promoter regions of *clpP* and several other, but not all, *clp* genes, which encode Clp-proteases that are involved in protein quality control during both stress and non-stress conditions [21]. ClpP mediated proteolysis removes misfolded proteins from the cell, but Clp proteases can also function in cellular differentiation processes [21]. In some organisms other transcription regulators, including HrcA, are involved in co-regulation of the CtsR target genes [21,22]. In conclusion, HrcA and CtsR are key components in stress response regulation, which may include cross-regulation between their respective regulons.

*Lactobacillus plantarum* is encountered in several environmental niches, including fermented foods and the human GI tract, and specific strains are marketed as probiotics [23]. *L. plantarum* WCFS1, a single colony isolate of strain NCIMB 8826, has been shown to actively survive passage through the human digestive tract [24,25], and it was the first *Lactobacillus* species of which the complete genome sequence was determined [26]. Besides the genome sequence, advanced functional annotations, as well as sophisticated bioinformatics and mutagenesis tools have been developed, enabling the investigation of gene-regulatory mechanisms at the molecular level [27-29]. For example, the *hrcA* and *ctsR* regulon members could be predicted on basis of the conserved *cis*-acting elements involved, which has in part been confirmed experimentally [11,30-33]. Some of the HrcA and CtsR regulon members in *L. plantarum* WCFS1 have been detected through phylogenetic footprinting [32], large scale analysis of co-regulation of expression [33], or via DNA binding assays [30,31]. Moreover, gene-expression responses in *L. plantarum* have been unraveled for various stress conditions, including lactate [34], low pH [34], oxidative [35,36], solvent [37,38], bile [39], cold [37], and heat stress [37]. Analysis of available transcriptome data indicates that some but not all of the predicted HrcA and CtsR regulon members of *L. plantarum* WCFS1 are differentially expressed during these different stress challenges [33]. Despite the characterization of these stress responses, the exact regulons of HrcA and CtsR in *L. plantarum* remain not completely determined.

This paper describes the regulons of CtsR and HrcA at reference and elevated growth temperatures by determination of the whole-genome transcriptome patterns of *ctsR*, *hrcA*, and *ctsR*-*hrcA* deletion mutants [38]. The data revealed that the CtsR or HrcA deficient strains displayed altered transcription patterns of genes encoding functions involved in transport and binding of sugars and other compounds, primary metabolism, as well as cell envelope remodeling. Moreover, deficiency of both transcription factors elicited temperature-dependent and pleiotropic transcriptional adaptation of the cell. Finally, stress-phenotyping of the mutants revealed a role of both regulators in the regulation of oxidative stress tolerance.

## Materials and methods

### Strains and growth conditions

*L. plantarum* WCFS1 [26], Δ*ctsR* (NZ3410) [38], Δ*hrcA*::*cat* (NZ3425^CM^) [38], and Δ*ctsR*Δ*hrcA*::*cat* (NZ3423^CM^) [40] were grown in MRS (de Man-Rogosa-Sharpe) broth (Difco, West Molesey, United Kingdom) in pH-controlled batch fermentations at 0.5 L scale in a Multifors mini-in parallel fermentor system (Infors-HT Benelux, Doetinchem, the Netherlands). A single colony isolate of *L. plantarum* WCFS1 or its derivatives was used to inoculate 5 mL of MRS followed by overnight growth at 37°C. The full-grown culture was used to prepare a dilution range from 10^-1^ to 10^-6^ in fresh medium and these dilutions were grown overnight. Subsequently, the culture density was assessed by determination of the optical density at 600 nm (OD_600_) and the culture that had an OD_600_ closest to 1.5 (representing logarithmically growing cells) was used to inoculate the fermentors at an initial OD_600_ of 0.1. During fermentation the cultures were stirred at 125 rpm, the pH of the culture was maintained at 5.8 by titration of 2.5 M NaOH, and temperature was set at 28°C or 40°C. A biologically independent duplicate; i.e., derived from independent colonies and performed on separate days, was included for all strains and temperatures. Cells were harvested at an OD_600_ of 1.0 for RNA isolation.

### RNA isolation and microarray analysis

RNA extraction, labeling and hybridization, as well as data analysis were performed as described previously [41,42]. Briefly, following quenching and cell disruption by bead beating, RNA was isolated using the High Pure kit including 1 h treatment with DNaseI (Roche Diagnostics, Mannheim, Germany). The resulting RNA was reverse transcribed to obtain cDNAs which were labeled using Cyanine 3 or Cyanine 5 labels (AmershamTM, CyTMDye Post-labelling Reactive Dye Pack, GE Healthcare, UK). The cDNAs were hybridized (Additional file 1: Figure S1) on WCFS1-specific, custom-made Agilent arrays. Each microarray contained at least 2, but mostly 3 distinct probes for all of the genes detected within the genome. These probes were spotted in duplicate on each array, which was based on the Agilent 15 k format (GEO accession number GPL13984; http://www.ncbi.nlm.nih.gov/geo/). Subsequently, the slides were washed and scanned using routine procedures [41,42] and the obtained transcriptome profiles were normalized using Lowess normalization [43]. The data were corrected for inter-slide differences on the basis of total signal intensity per slide using Postprep [44]. The median intensity of the different probes per gene was selected as the gene expression intensity. This analysis resulted in genome-wide, gene expression levels for *L. plantarum* WCFS1, NZ3410, NZ3423^CM^, and NZ3425^CM^. CyberT was used to compare the different transcriptomes [45]. This analysis resulted in a gene expression ratio and false discovery rate (FDR) for each gene. Genes were considered significantly differentially expressed when FDR-adjusted p-values were < 0.05. The DNA microarray data is available under GEO accession number GSE31253.

### Data analysis tools

Visualization of the genes displaying differential expression in the mutants as compared to the wild-type was performed by loading Excel files into the Cytoscape software suite [46]. Data were first ordered using the spring embedded sorting algorithm in the Cytoscape tool. Coloring of the edges (up- or downregulation of the mutants over wild type) and nodes (annotated main class) and structuring of the network were performed manually. The SimPheny™ software package (Genomatica InC., San Diego, USA) loaded with the *L. plantarum* WCFS1 genome-scale model [28] was used to visualize differentially expressed genes that encode enzymes in metabolic pathways. Over-represented main classes and subclasses in the transcriptome data were identified using the Biological Networks Gene Ontology (BiNGO) [47] Cytoscape plugin. MEME software [48] was used with default settings to predict conserved *cis*-acting motifs from 300 nt upstream regions preceding the predicted translation start of the first genes of the operons of all genes. Subsequently, MAST [49] was used to perform genome-wide searches for the MEME-predicted *cis*-acting elements of HrcA and CtsR [32,33].

### Phenotypic assays

To determine growth efficiency of the different mutant strains, *L. plantarum* WCFS1 or its derivatives were grown in MRS at 28°C, 37°C, 40°C, or 42°C, and growth was monitored by OD_600_ measurement during 72 hours (SPECTRAmax PLUS384, Molecular Devices, UK). The maximum specific growth rate was determined by taking the slope of 5 consecutive ln transferred OD data points that gave the highest number. To quantify the colony forming capacity at elevated temperature, the wild type and gene deletion derivatives were grown at 30°C, serially diluted on MRS agar plates, and incubated for 1 week at 30°C or 42°C. Hydrogen peroxide stress tolerance was measured as described before [38]. In short, PBS washed cultures (OD_600_ = 1.0) were resuspended in PBS containing 40 mM hydrogen peroxide at RT and samples were taken from this suspension, every 5 min for 60 min, and colony forming units were enumerated by plating of serial dilutions. Bile resistance was monitored as described before [50]. Briefly, cultures were inoculated in MRS containing 0.1% porcine bile (Sigma, Zwijndrecht, The Netherlands) at 28°C and growth was monitored by OD_600_ determination (SPECTRAmax PLUS384, Molecular Devices, UK). H_2_O_2_ inactivation data were compared by fitting a reparameterized Weibull model according to Metselaar *et al*. [51]:

$$\mathrm{lo}g_{10}\left(N_{t}\right)=\mathrm{lo}g_{10}\left(N_{0}\right)-\Delta {\left(\frac{t}{t_{\mathrm{\Delta D}}}\right)}^{\beta }$$

in which *Δ* is the number of decimal reductions, *t*_*ΔD*_ the time needed to reduce the initial number of microorganisms with *Δ* decimals (min), and *β* a fitting parameter that defines the shape of the curve. *Δ* was set at 4 and the other parameters were estimated using Excel 2010. Two-sided Student’s *t*-test was used for statistical analysis and *p* < 0.05 was considered significant.

## Results

### HrcA and CtsR are involved in the heat stress response of *L. plantarum*

HrcA and CtsR are regulators of class I and class III stress responses, respectively, including heat induced stress [13]. The role of these repressors at reference and elevated temperature was investigated in *L. plantarum* and its previously constructed derivatives that are deficient in either CtsR or HrcA alone, or both [38]. The maximum specific growth rate of the Δ*ctsR*, Δ*hrcA*::*cat*, and Δ*ctsR*Δ*hrcA*::*cat* strains at 28, 37, and 40°C did not differ from the *L. plantarum* WCFS1 wild-type strain (Figure 1). These findings expand earlier observations demonstrating unaltered growth characteristics of another *L. plantarum ctsR* mutant relative to its parental strain at 28°C [31]. However, although the maximum specific growth rate of Δ*hrcA*::*cat* was comparable to the wild-type at 42°C, the Δ*ctsR* and Δ*ctsR*Δ*hrcA*::*cat* mutants displayed 2.0- and 4.1-fold (*p* < 0.001; Figure 1) decreased specific growth rates, respectively. This result indicates that CtsR is required to sustain normal specific growth rates at 42°C. When serial dilutions of stationary phase cultures grown at 30°C were spotted on MRS plates, followed by continued incubation at 30°C, the wild-type and mutant strains gave approximately equal numbers of colonies, which were in all cases within the range anticipated for full-grown cultures. This observation indicates that HrcA and CtsR do not influence the colony forming unit (CFU) numbers of *L. plantarum* WCFS1 at 30°C. Notably, when the plates were incubated at 42°C, the wild type strain generated approximately 100-fold lower CFU as compared to incubation at 30°C (*p* < 0.001). Importantly, the CFU numbers obtained with the Δ*ctsR* mutant were even stronger reduced at 42°C (*p* < 0.001), and this effect was even more pronounced for the Δ*ctsR*Δ*hrcA*::*cat* mutant (Figure 2). Conversely, CFU numbers for the mutant lacking a functional *hrcA* were not significantly different at 30°C, and 42°C, indicating that this mutation contributes to increased robustness as compared to the wild-type at this elevated temperature (Figure 2).

**Figure 1:**
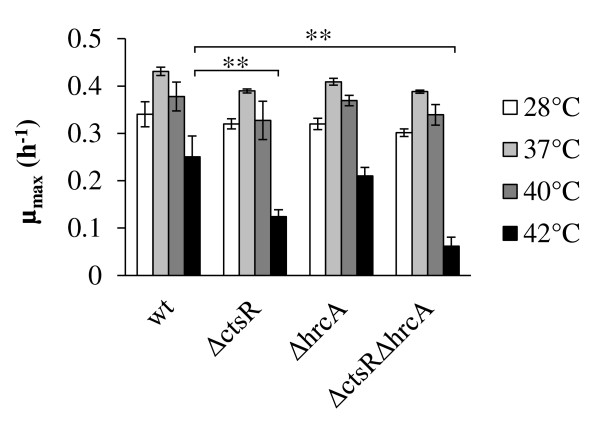
**Maximum specific growth rates of *L*. *plantarum *WCFS1 (wt), NZ3410 (Δ*ctsR*), NZ3425**^**CM **^**(Δ*hrcA*), and NZ3423**^**CM **^**(Δ*ctsR*Δ*hrcA*).** Specific growth rates are shown for reference (28°C) and elevated (37°C, 40°C, and 42°C) temperatures as indicated in the figure legend. Asterisks indicate *p*-value < 0.001. Data shown are mean ± standard deviation of 3 independent experiments.

**Figure 2:**
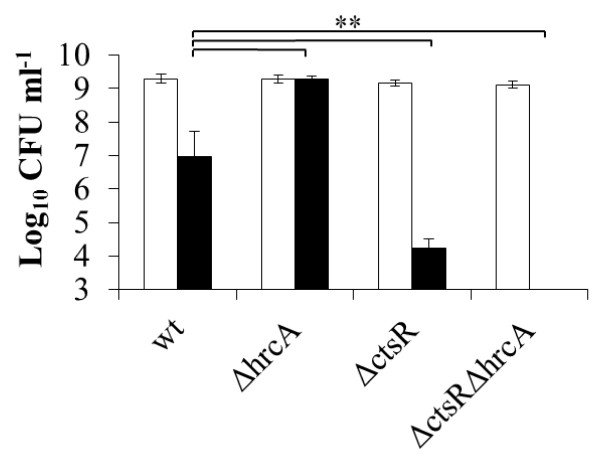
**Involvement of CtsR and HrcA in the ability to form colonies at elevated temperature.***L. plantarum* WCFS1 (wt), NZ3410 (Δ*ctsR*), NZ3425^CM^ (Δ*hrcA*), and NZ3423^CM^ (Δ*ctsR*Δ*hrcA*) cultures were serial diluted on MRS plates and incubated at control (30°C; white bars) or elevated temperature (42°C; black bars). Asterisks indicate *p*-value < 0.001. Data shown are mean ± standard deviation of 3 independent experiments.

### Transcriptional response of L. *plantarum* during heat stress

To investigate the transcriptional response of *L. plantarum* to elevated temperature and the role of CtsR and HrcA herein, transcriptome profiles of *L. plantarum* WCFS1 at control and elevated temperatures were determined. 

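Transcript levels of wild-type *L. plantarum* WCFS1 were measured in 2 independent cultures at 28 °C and 2 at 40 °C, grown as pH-controlled batch fermentations in MRS medium and harvested at the same optical density. Fluorescently labelled cDNA was hybridised to custom oligonucleotide arrays with 9271 probes, in most cases 3 per gene. Each of the 16 cultures of the study, from 4 strains at both temperatures, was measured in 3 hybridisations. The 24 arrays, on 3 slides of 8, compared pairs of these cultures directly with Cy3 and Cy5, without a common reference. The median probe signal was 4.45 times its local background over the 6 hybridisations of the wild type at 28 °C (2.97 to 4.92) and 3.94 times at 40 °C (2.42 to 6.74).

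The authors' methods name Lowess normalisation, a correction by total signal intensity per slide and the median over the probes of a gene. Here loess within arrays, scaling to equal total intensity between arrays and the median over probes were applied to the deposited spot signals after a normexp background correction with an offset of 50, and a gene's mean difference between the dyes was removed. Values are log2 signal intensities of 3076 genes per culture. For 18 arrays the culture numbers follow from the labels and the hybridisation scheme (Figure S1). In 3 pairs of arrays they stay open, so these arrays enter the mean of their condition but not the difference between its cultures. Arrays were matched to the scheme by strain, temperature and dye, as its hybridisation numbers do not match those of the deposited titles. Groups were compared with limma over all 16 cultures (8 residual degrees of freedom), with p-values adjusted over all genes by Benjamini-Hochberg and a threshold of 0.05. All probes of 267 genes at 28 °C and of 157 at 40 °C carried spot flag 2, read here as near background, in all 6 hybridisations of the wild type. The flag was almost always the same for both dyes of a spot, so it also depends on the strain hybridised alongside. For the 132 genes flagged in this way at both temperatures a change may have gone undetected. The spread pooled over all 16 cultures limits the precision. On simulated cultures with that spread, the test recovered 58 of 100 genes with a log2 change of 1 and 90 of 100 with a change of 2. The cultures of Δ*ctsR* at 40 °C, which differ widely, enter this spread. Without them, a setting chosen after the values were seen, 429 rather than 327 of the 488 genes of the paper's Table S1 passed in the wild type.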

The control temperature of 28°C and elevated temperature of 40°C were selected since *L. plantarum* wild type displays similar specific growth rates at these temperatures as compared to the CtsR and HrcA deficient derivatives (see above). This prevents blurring of the results by genes responding to differential specific growth rates. 

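Genes of transport proteins were among those that changed most in the wild type between 28 and 40 °C. lp_3101, annotated as a transport protein, was higher at 40 °C with a log2 fold change of 4.64 (standard error 0.38, adjusted p = 3.6e-05, n = 2 cultures per temperature). The ABC transporter genes lp_2773 and lp_2774 were higher by 3.48 (standard error 0.20) and 3.29 (standard error 0.25), and *sacK1*, for a fructokinase, by 4.24 (standard error 0.54). The manganese transporter gene *mntH2* was lower, with a log2 fold change of -3.13 (standard error 0.28), as were all 4 genes of manganese transport. *purA* and *purB*, of purine nucleotide synthesis, were lower with log2 fold changes of -2.10 (standard error 0.20) and -1.56 (standard error 0.25).

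Of 3076 genes, 625 passed the threshold, 338 higher and 287 lower at 40 °C, and 333 of these differed at least 2-fold (181 higher, 152 lower). The manganese transport genes had a median log2 fold change of -1.63 (camera adjusted p = 0.000192, adjusted p = 0.169 with an estimated correlation). Of 4 purine genes, 3 were lower (all 4 when adjusted over the list alone), with a median of -1.83 and the same adjusted p-values. Of 34 ABC transporter genes, 11 were higher and 13 lower (14 and 14 when adjusted over the list alone), and the list did not shift as a whole (adjusted p = 0.615). The members of these lists come from the paper's own table of temperature-regulated genes, so their direction is not independent evidence. The count of 625 fell to 338, 356 or 386 without culture 2 at 40 °C, culture 2 at 28 °C or culture 1 at 28 °C, and it ranged from 296 without scaling between arrays to 1302 with a CyberT-style test.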

When comparing the transcriptomes obtained for the wild-type strain at the two temperatures, more than 1000 genes were significantly differentially expressed and 488 genes (exclusive genes with phage and prophage related functions) were more than 2-fold upregulated or downregulated (Additional file 2: Table S1). 

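*groEL* and *groES*, which encode the GroESL chaperonin, had higher mean signals at 40 °C than at 28 °C in the wild type, and *hrcA*, which encodes the repressor of the class I heat shock genes, a lower one, but none of the 3 differences passed the adjusted threshold. The log2 signal of *groEL* was 14.63 ± 1.23 (SD, n = 2 cultures) at 28 °C and 15.49 ± 0.09 at 40 °C. This is a log2 fold change of 0.85 (standard error 0.50, adjusted p = 0.29). *groES* went from 14.77 ± 0.91 to 15.58 ± 0.07, a log2 fold change of 0.81 (standard error 0.38, adjusted p = 0.18). *hrcA* had a log2 signal of 15.48 ± 0.13 at 28 °C and 14.88 ± 0.03 at 40 °C, with a log2 fold change of -0.59 (standard error 0.19, adjusted p = 0.052).

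The wild-type cultures at 28 °C differed in *groEL*, with 13.76 in culture 1 and 15.50 in culture 2. Without culture 2 its log2 fold change was 1.86 and that of *groES* 1.51. In *groEL*, culture 2 at 28 °C lay between the cultures at 40 °C (15.42 and 15.55). The higher mean of *groEL* at 40 °C thus rests on culture 1 at 28 °C. *groES* was near the scanner ceiling in 4 of the 6 hybridisations at 40 °C and *hrcA* in 4 of the 6 at 28 °C. Near the ceiling is taken here as a signal over 45000, where further differences may be compressed, which was not tested.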

At 40°C *hrcA* expression was reduced, while that of *groEL* and *groES* were induced. In addition, *clpP*, *clpB*, and *clpE*, expression levels were induced at the elevated temperature. 

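*clpE*, which encodes a Clp ATPase, was higher at 40 °C than at 28 °C in the wild type, with a log2 signal of 13.89 ± 0.13 (SD, n = 2 cultures) at 28 °C and 14.99 ± 0.20 at 40 °C. Its log2 fold change was 1.10 (standard error 0.30, adjusted p = 0.024). *clpP*, for the proteolytic subunit of the Clp protease, had a log2 fold change of 0.70 (standard error 0.29) and did not pass the threshold (adjusted p = 0.13). *clpB*, for an ATPase that dissolves protein aggregates, also had 0.70, with a larger standard error of 0.34 (adjusted p = 0.20). Of the 6 genes of Clp and Hsl proteases only *clpE* passed, and the list as a whole had a median of 0.37 (camera adjusted p = 0.567). *clpE* lost its call without either culture at 40 °C (log2 fold change 1.06 without culture 1 and 0.78 without culture 2) or without culture 2 at 28 °C (1.22), where leaving out a culture also left out the hybridisations of that strain and temperature whose culture number is open. The CyberT-style test called all 3 genes.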

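The small heat shock protein gene *hsp1* had by far the largest temperature response of the predicted regulon members in the wild type. Its log2 signal was 11.82 ± 0.67 (SD, n = 2 cultures) at 28 °C and 14.71 ± 0.06 at 40 °C, a log2 fold change of 2.89 (standard error 0.60, adjusted p = 0.0056). Of 24 genes with a predicted CtsR element, *clpE*, *hsp1* and the LysR family regulator gene lp_2842 (log2 fold change 1.52) were higher, and lp_2451, lp_2541, lp_2542 and lp_2543 were lower, with log2 fold changes from -1.51 to -1.00. Of 21 genes with a predicted HrcA element, *hsp1* was higher and the integrase gene lp_1268 lower (log2 fold change -0.77, standard error 0.22).

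When adjusted over the list alone, 4 CtsR genes were higher and 5 lower, and 1 HrcA gene was higher and 0 lower. Neither list shifted as a whole (camera adjusted p = 0.938 for both). The CtsR median of 0.05 turned to -0.02 without scaling between arrays. Among 7 chaperone genes, *hsp1* and *hsp3* (log2 fold change 1.13, standard error 0.26) rose, with a list median of 0.81 that did not pass (adjusted p = 0.063). *hsp1* did not pass without culture 1 at 28 °C (log2 fold change 2.46).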

Of the other (predicted) HrcA or CtsR regulon members (see Table 1) only *hsp1* (small heat shock protein 1, which has been shown to be regulated by CtsR [31] and is also predicted to be regulated by HrcA [11]) was induced. In addition, at 40°C many genes coding for proteins with regulatory functions were transcribed at an elevated level, suggesting that their regulons contribute to maintenance of normal specific growth rates at this elevated growth temperature, while genes coding for proteins involved in degradation of proteins, peptides, and glycopeptides were repressed. 

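Genes of transcription regulators were mostly higher at 40 °C in the wild type, while genes of peptidases went both ways. Of 54 regulator genes, 36 rose and 6 fell (39 and 8 when adjusted over the list alone), with a median log2 fold change of 1.36. lp_3013, of the MerR family, rose by 3.42 (standard error 0.25, adjusted p = 1.8e-05, n = 2 cultures per temperature). lp_2902 and lp_3119, both of the TetR family, rose by 2.99 (standard error 0.22) and 2.88 (standard error 0.47), and lp_1922, of the MarR family, by 2.76 (standard error 0.21). Of 9 peptidase and protease genes, 4 were higher and 4 lower, with the same counts when adjusted over the list alone. *pepE* and *pepP*, for intracellular peptidases, were lower with log2 fold changes of -1.45 (standard error 0.37) and -1.01 (standard error 0.26), and *pepR2* with -0.49 (standard error 0.14). *sip2*, for a signal peptidase, was higher by 0.77 (standard error 0.18).

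The shift of the regulators had a camera adjusted p of 2.96e-12, with adjusted p = 0.169 with an estimated correlation, and the peptidases did not shift as a whole (adjusted p = 0.993). Both lists hold genes that the paper selected on these arrays, so their direction is not independent evidence.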

Other transcriptional changes observed at elevated temperature were the downregulation of the capsular polysaccharide (*cps*)-clusters *1*, *3*, and *4*, while many cell surface proteins, including *cscII*, encoding one of 9 cell surface complexes (*lp*_*2173*-*lp*_*2175* (50)) were upregulated. Moreover, the majority of genes required for membrane lipid biosynthesis were down-regulated, including genes encoding fatty acid elongation proteins (*fab*), acyl carrier proteins (ACP), and acetyl-CoA carboxylases (ACC). 

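The capsular polysaccharide genes of *cps3* and *cps4* were lower at 40 °C in the wild type, those of *cps1* did not pass the test, and many cell surface protein genes were higher. In *cps3*, 9 of 11 genes fell and none rose, with a median log2 fold change of -2.07. *cps3J* and *cps3H*, which both fell, had log2 fold changes of -2.34 (standard error 0.37, adjusted p = 0.0013, n = 2 cultures per temperature) and -2.26 (standard error 0.25). In *cps4*, 5 of 10 genes fell (8 when adjusted over the list alone), with a median of -1.44, among them *cps4J* at -2.07 (standard error 0.27). The 10 genes of *cps1* all had negative values, from -0.75 to -0.32, with none past the threshold (the list's camera adjusted p = 0.063). In *cps2*, 2 of 14 genes fell and the median was 0.20 (adjusted p = 0.771).

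Of 27 cell surface protein genes, 15 rose and 3 fell (17 and 4 when adjusted over the list alone). Of the 3 genes of *cscII*, a cell surface complex, lp_2175 rose by 0.82 (standard error 0.20, adjusted p = 0.013), and lp_2174 and lp_2173 had 0.61 and 0.19 without passing (2 of 3 passed when adjusted over the list alone). The camera adjusted p was 3.41e-07 for *cps3* (adjusted p = 0.230 with an estimated correlation), 0.000192 for *cps4* (adjusted p = 0.639 with an estimated correlation) and 0.000513 for the surface proteins (adjusted p = 0.169 with an estimated correlation). The surface protein list was drawn from the paper's table and is not independent evidence of its direction.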

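The genes of fatty acid synthesis had lower mean signals at 40 °C than at 28 °C in the wild type. The spread pooled over all groups of cultures, wider than that of the wild type, left each gene short of the threshold. *fabF*, for the condensing enzyme of chain elongation, had a log2 fold change of -2.11 (standard error 0.79, adjusted p = 0.088, n = 2 cultures per temperature). The acyl carrier protein gene *acpA2* had -1.73 (standard error 0.66, adjusted p = 0.093). The acetyl-CoA carboxylase genes *accB2* and *accC2* had -2.16 (standard error 0.81, adjusted p = 0.092) and -2.02 (standard error 0.65, adjusted p = 0.052). *fabF* passed the threshold under 4 of the 8 assignments of the open culture numbers, with the deposited log ratios and with the CyberT-style test.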

The *fab*-locus encompasses 13 genes, which were all repressed at least 3.3-fold. In addition, expression levels of *dak1A*, involved in glycerolipid metabolism, and cyclopropane-fatty-acyl-phospholipid synthase (*cfa*-*1*) were increased, while its paralogue *cfa*-*2* was repressed. These results strongly suggest that *L. plantarum* adapts its cell envelope in response to growth at elevated temperature.

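All 13 genes of the *fab* locus were lower on average in the wild type at 40 °C, with log2 fold changes from -2.16 in *accB2* to -1.45 in lp_1682, a phosphopantetheinyltransferase gene that provides the prosthetic group of acyl carrier proteins. The mean log2 signal of the 13 genes was 12.28 and 12.60 in the cultures at 28 °C and 10.74 and 10.62 in those at 40 °C, so both cultures at 40 °C lay below both at 28 °C. The median log2 fold change was -1.80.

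No single gene passed the threshold over all genes in limma, and 8 of the 13 fell when adjusted over the list alone. The shift of the locus had a camera adjusted p of 0.000513, with adjusted p = 0.639 with an estimated correlation, the genes of one locus being strongly correlated. The standard error of each gene pools the spread of all 8 groups of cultures, and cultures of the other groups differ in this locus by up to 2.08 on the log2 scale.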

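*cfa1*, which encodes a cyclopropane-fatty-acyl-phospholipid synthase that modifies membrane lipids, was higher at 40 °C in the wild type with a log2 fold change of 1.77 (standard error 0.15, adjusted p = 4.7e-05, n = 2 cultures per temperature). *dak1A*, for a dihydroxyacetone kinase of glycerolipid metabolism, was higher by 0.77 (standard error 0.20, adjusted p = 0.019). Its log2 signal was 10.89 ± 0.03 (SD) at 28 °C and 11.66 ± 0.32 at 40 °C. The paralogue *cfa2* had a log2 fold change of -0.46 (standard error 0.25) and did not pass the threshold (adjusted p = 0.26). Of the 4 genes of the *dak* locus, *dak1A* alone passed, and the median of the locus was 0.14 (camera adjusted p = 0.567). The list of other membrane lipid genes held *cfa1* and *cfa2* alone, too few for a test of the list. *dak1A* lost its call without culture 1 at 40 °C (log2 fold change 0.47) and without either culture at 28 °C (0.79 without culture 1 and 0.75 without culture 2).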

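The capsule loci *cps1*, *cps3* and *cps4* and the *fab* genes had negative medians, and cell surface protein and regulator genes positive ones, on each of the 3 slides taken separately. The slides hold hybridisations of the same wild-type cultures, so they are not independent replicates. The capsule genes of *cps3* had median log2 fold changes of -1.96, -2.10 and -1.75 on the slides, those of *cps4* -1.41, -1.54 and -1.25, those of *cps2* 0.46, 0.04 and 0.17, and the 13 *fab* genes -1.63, -2.07 and -1.50. The cell surface protein genes had 0.67, 0.68 and 0.79, and the regulator genes 1.39, 1.20 and 1.44. Across all genes, the fold changes of a slide correlated with those over all slides with r = 0.958, 0.966 and 0.939, where genes are not independent replicates and each slide is part of the whole. Other lists varied in sign between slides, with medians of 0.09, -0.05 and -0.04 for the CtsR genes, -0.08, 0.07 and -0.25 for the HrcA genes, 0.19, -0.12 and 0.78 for the Clp and Hsl proteases, -0.45, 0.14 and 0.03 for the ABC transporters and 0.13, -0.03 and 0.65 for the *dak* locus. From the changes in capsule, cell surface protein and membrane lipid genes, the paper proposes that *L. plantarum* adapts its cell envelope in response to growth at elevated temperature.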

**Table 1:** **Fold-changes of predicted and verified CtsR and HrcA regulon members**^**a **^**in the NZ3410 (Δ *ctsR *), NZ3425**^**CM **^**(Δ *hrcA *:: *cat *), and NZ3423**^**CM **^**(Δ *ctsR *** **Δ *hrcA *:: *cat *) strains compared with the wild type**

**ID**^**b**^	**Name**	**Function**	***p*-value**^**c**^	**28°C**			**40°C**		
				**Δ** ***ctsR***	**Δ** ***hrcA***	**Δ** ***ctsR *** **Δ** ***hrcA***	**Δ** ***ctsR***	**Δ** ***hrcA***	**Δ** ***ctsR *** **Δ** ***hrcA***
**CtsR**									
lp_0786	*clpP*	Endopeptidase Clp, proteolytic subunit		**2.42**^**d**^	−1.09	**2.33**	1.27	−1.29	1.12
lp_1269	*clpE*	ATP-dependent Clp protease, ATP-binding subunit ClpE	2.0·10^-10^	**2.27**	−1.02	**2.12**	−1.01	−1.20	−1.12
lp_1903	*clpB*	ATP-dependent Clp protease, ATP-binding subunit ClpB	5.0·10^-10^	**7.01**	1.00	**6.92**	**4.24**	−1.33	**3.71**
lp_1018	*ctsR*	transcription repressor of class III stress genes		**−696**	−1.15	**−984**	**−526**	−1.31	**−161**
lp_1019	*clpC*	ATP-dependent Clp protease, ATP-binding subunit ClpC		**1.92**	−1.09	**1.84**	**1.76**	−1.30	**1.58**
lp_0129	*hsp1*	Small heat shock protein	3.9·10^-11^	**5.57**	**3.16**	**12.70**	1.12	**−1.38**	1.21
lp_2945	*lp*_*2945*	Aromatic acid carboxylyase, subunit C (putative)	3.5·10^-10^	1.27	−1.08	1.57	1.21	1.20	1.46
lp_2451	*lp*_*2451*	Prophage P2a protein 6; endonuclease	4.9·10^-7^	1.05	1.11	1.12	1.03	**1.40**	1.32
lp_2926	*lp*_*2926*	Unknown	2.8·10^-6^	1.08	−1.08	−1.10	1.30	−1.19	1.05
lp_2426^e^	*lp*_*2426*	Prophage P2a protein 31; phage transcriptional regulator, ArpU family	2.8·10^-6^	−1.18	−1.56	−2.07	**8.85**	−1.87	1.31
lp_2540	*lp*_*2540*	Unknown	4.0·10^-6^	1.09	−1.31	4.11	−1.27	1.27	−1.14
lp_2541	*lp*_*2541*	ABC transporter, substrate binding protein	4.0·10^-6^	−1.15	−1.03	1.01	1.07	1.31	**1.44**
lp_2542	*lp*_*2542*	ABC transporter, permease protein (putative)	4.0·10^-6^	−1.03	−1.12	−1.06	−1.02	1.09	1.15
lp_2543	*lp*_*2543*	ABC transporter, ATP-binding protein	4.0·10^-6^	−1.18	1.02	**1.27**	−1.14	1.15	1.01
lp_3530	*treP*	Trehalose phosphorylase	4.0·10^-6^	−1.20	−1.25	−1.05	2.30	−1.32	−1.13
lp_2061	*lp*_*2061*	Unknown	4.0·10^-6^	**1.38**	**1.53**	**1.47**	−1.21	1.10	1.07
lp_2029	*hrcA*	Heat-inducible transcription repressor HrcA	5.8·10^-6^	−1.32	**−241**	**−147**	1.15	**−176**	**−145**
lp_2028	*grpE*	Heat shock protein GrpE	5.8·10^-6^	−1.04	1.48	1.23	−1.21	1.26	−1.27
lp_2027	*dnaK*	Chaperone, heat shock protein DnaK	5.8·10^-6^	−1.23	1.30	1.16	−1.28	1.09	**−1.43**
lp_2842	*lp*_*2842*	Transcription regulator, LysR family	6.7·10^-6^	1.08	1.14	−1.04	−1.17	−1.34	1.03
lp_1843	*lp*_*1843*	Aldose 1-epimerase family protein	9.8·10^-6^	−1.06	−1.14	1.06	**1.50**	1.19	1.20
lp_1845	*hslU*	ATP-dependent Hsl protease, ATP-binding subunit HslU	9.8·10^-6^	1.10	−1.02	1.23	**1.65**	1.08	**1.44**
lp_1846	*hslV*	ATP-dependent protease HslV	9.8·10^-6^	1.16	1.14	**1.31**	**1.78**	1.11	**1.50**
lp_1847	*lp*_*1847*	Integrase/recombinase, XerC/CodV family	9.8·10^-6^	1.22	1.22	**1.36**	**1.73**	1.11	**1.36**
**HrcA**									
lp_0727	*groEL*	GroEL chaperonin	5.9·10^-9^	−1.19	**2.00**	**1.59**	−1.46	1.06	−1.50
lp_0728	*groES*	GroES co-chaperonin	5.9·10^-9^	−1.21	**2.13**	**1.62**	−1.55	1.14	−1.50
lp_2029	*hrcA*^*f*^	Heat-inducible transcription repressor HrcA	2.9·10^-14^	−1.32	**−241**	**−147**	1.15	**−176**	**−145**
lp_2028	*grpE*	Heat shock protein GrpE	2.9·10^-14^	−1.04	1.48	1.23	−1.21	1.26	−1.27
lp_2027	*dnaK*	Chaperone, heat shock protein DnaK	2.9·10^-14^	−1.23	1.30	1.16	−1.28	1.09	**−1.43**
lp_2026	*dnaJ*	Chaperone protein DnaJ		−1.13	1.05	1.17	−1.07	1.08	1.14
lp_0726	*lp*_*0726*	Membrane-bound protease, CAAX family	1.0·10^-7^	**1.90**	−1.07	**1.56**	**2.26**	−1.22	**2.44**
lp_0129	*hsp1*	Small heat shock protein		**5.57**	**3.16**	**12.70**	1.12	**−1.38**	1.21
lp_0413	*plnQ*	Plantaricin biosynthesis protein PlnQ	6.9·10^-7^	−1.03	1.23	1.51	−2.14	−1.16	1.16
lp_3578	*kat*	Catalase	1.0·10^-6^	1.02	1.02	1.03	1.28	−1.20	−1.13
lp_3617	*tal3*	Transaldolase	1.7·10^-6^	−1.19	−1.04	1.22	1.26	1.14	−1.28
lp_3618	*pts37A*	Sorbitol PTS, EIIA	1.7·10^-6^	1.03	1.02	1.33	**4.51**	1.33	1.26
lp_3619	*pts37BC*	Sorbitol PTS, EIIBC	1.7·10^-6^	2.15	1.31	2.50	2.68	−1.40	−1.23
lp_3620	*pts37C*	Sorbitol PTS, EIIC	1.7·10^-6^	1.00	−1.33	−1.10	1.88	1.19	1.46
lp_3621	*srlM1*	Sorbitol operon activator	1.7·10^-6^	1.39	1.17	2.13	2.22	1.08	1.40
lp_3622	*srlR1*	Sorbitol operon transcription antiterminator, BglG family	1.7·10^-6^	−1.36	−1.13	−1.05	2.17	1.01	1.30
lp_3623	*srlD1*	Sorbitol-6-phosphate 2-dehydrogenase (EC 1.1.1.140)	1.7·10^-6^	−1.10	−1.35	−1.43	1.37	−1.16	1.88
lp_1268	*lp*_*1268*	Integrase/recombinase	3.7·10^-6^	**−2.21**	−1.10	**−1.56**	**−3.07**	1.49	**−3.38**
lp_0387	*lp*_*0387*	Unknown	2.4·10^-6^	1.18	1.04	1.25	1.06	−1.00	1.35
lp_1879	*hbsU*	DNA-binding protein	9.9·10^-6^	−1.14	1.04	−1.14	−1.23	1.04	**−1.27**
lp_1880	*lp*_*1880*	Unknown	9.9·10^-6^	−1.13	1.11	−1.14	**−1.59**	1.20	**−1.71**

^a^Adapted from [1].

^b^The lp_number indicates gene number on *L. plantarum* WCFS1 chromosome [2].

^c^*p*-value of the best match on the upstream sequence after comparing the canonical regulatory factor binding site. Values lower than 1.0·10^-5^ were included.

^d^Fold-changes in bold are significant (FDR adjusted *p*-value < 0.05).

^e^The *cis*-element is predicted to be in front of this operon that contains *lp*_*2426* until *lp*_*2431*, which all encode proteins of prophage P2a. Fold-changes are only given for *lp*_*2426*.

^f^The upstream region of *hrcA* contains two CIRCE elements. The second has a *p*-value of 8.3·10^-9^.

### Impact of CtsR and HrcA deficiency on expression of their predicted regulons members

To unravel the role of HrcA and CtsR regulation in adaptation to growth at elevated temperatures, we evaluated the transcriptome profiles of the Δ*ctsR*, Δ*hrcA*::*cat*, and Δ*ctsR*Δ*hrcA*::*cat* mutants grown at 28°C and 40°C (Figure 3). 

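Each mutant was measured like the wild type, in 2 independent cultures at 28 °C and 2 at 40 °C with 3 hybridisations per culture, on the same 24 arrays. The median signal over background of the 6 hybridisations was 4.48 (2.93 to 7.11) for Δ*ctsR* at 28 °C and 5.86 (3.49 to 6.72) at 40 °C. It was 3.63 (2.45 to 6.29) and 3.52 (2.19 to 6.53) for Δ*hrcA*::*cat*, and 4.59 (2.18 to 5.73) and 4.34 (3.61 to 6.60) for Δ*ctsR*Δ*hrcA*::*cat*. Each mutant was compared with the wild type at the same temperature in one limma model, so the 3 comparisons at a temperature share the same 2 wild-type cultures. At 28 °C, 14 genes passed the threshold in Δ*ctsR* (12 higher, 2 lower) and 3 in Δ*hrcA*::*cat* (2 higher, 1 lower). At 40 °C, 16 passed in Δ*hrcA*::*cat*, all of them lower. The 14 fell to 7 without culture 2 of Δ*ctsR*, 8 without culture 1 of the wild type and 9 without its culture 2. The 16 fell to 4 and 6 without culture 2 or 1 of Δ*hrcA*::*cat* and to 5 and 6 without culture 1 or 2 of the wild type. They became 39 (15 higher, 24 lower) in a model of only the cultures compared, and 75 (11 higher, 64 lower) without both cultures of Δ*ctsR* at 40 °C, a setting chosen after the values were seen.

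The cultures of Δ*ctsR* at 40 °C differed by more than 2-fold in 601 genes, against 12 to 41 genes in the other groups. Culture 2 is the one that stood apart from the wild type, with 432 genes more than 2-fold higher and 193 lower, against 88 and 8 in culture 1. Scaling to equal total intensity sets the median of all genes close to 0. Without it the median of all genes moved to a log2 value of 0.26 for Δ*ctsR* at 28 °C and 0.31 at 40 °C, to -0.21 and -0.20 for Δ*hrcA*::*cat*, and to 0.55 for Δ*ctsR*Δ*hrcA*::*cat* at 40 °C, and gene families with smaller changes than these are read relative to the scaled median.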

Relative to the wild-type strain, the expression of the *ctsR* gene was dramatically decreased in the mutants that lack a functional *ctsR* gene copy (161- to 984-fold), irrespective of the temperature of growth, confirming the integrity of the *ctsR* mutation in these strains (Table 1). Similarly, *hrcA* was decreased in the Δ*hrcA*::*cat*, and Δ*ctsR*Δ*hrcA*::*cat* mutants as compared to the wild type (145- to 241-fold; Table 1). 

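*ctsR*, which encodes the repressor of the class III heat shock genes, had a low signal in both strains that lack it. Its log2 signal in the wild type was 14.41 ± 0.03 (SD, n = 2 cultures) at 28 °C and 14.51 ± 0.24 at 40 °C. In Δ*ctsR* it was 8.24 ± 0.07 and 8.27 ± 0.21, and in Δ*ctsR*Δ*hrcA*::*cat* 8.38 ± 0.29 and 8.43 ± 0.27. The log2 fold changes were -6.17 (adjusted p = 3.7e-08) and -6.24 (adjusted p = 3.3e-08) in Δ*ctsR* at 28 and 40 °C, and -6.04 and -6.08 in the double mutant, each with a standard error of 0.21. These are decreases by factors of 72.2, 75.7, 65.6 and 67.7. In Δ*hrcA*::*cat*, *ctsR* had log2 fold changes of -0.19 at 28 °C and -0.28 at 40 °C, which did not pass. All probes of *ctsR* carried flag 2, read as near background, in 5 and 3 of the 6 hybridisations of Δ*ctsR* and 4 and 2 of those of the double mutant. The flag was almost always shared by both dyes of a spot, so it also depends on the strain hybridised alongside. An unflagged spot thus does not place the signal of the deleted gene above background. With signals this low, the size of the folds depends on the background correction.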

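*hrcA* had a low signal in Δ*hrcA*::*cat* and in the double mutant. Its log2 signal was 8.48 ± 0.08 (SD, n = 2 cultures) at 28 °C and 8.38 ± 0.07 at 40 °C in Δ*hrcA*::*cat*, and 8.74 ± 0.34 and 8.38 ± 0.02 in Δ*ctsR*Δ*hrcA*::*cat*. Relative to the wild type, the log2 fold changes were -7.00 (adjusted p = 4.0e-09) and -6.50 in Δ*hrcA*::*cat* and -6.74 and -6.51 in Δ*ctsR*Δ*hrcA*::*cat*, at 28 and 40 °C respectively, each with a standard error of 0.19. The corresponding factors of decrease were 128, 90.4, 107 and 91.0. In these strains all probes of *hrcA* carried flag 2 in 1, 4, 2 and 3 of the 6 hybridisations in the order Δ*hrcA*::*cat* and double mutant at 28 and 40 °C as above. As for *ctsR*, these counts also depend on the strain hybridised alongside. With the local background subtracted instead, *hrcA* in the double mutant at 28 °C no longer passed the threshold, and the cause was not tested.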

The predicted HrcA and CtsR promoter binding motifs (*cis*-elements) [32,33] were used for MAST [49] analyses to predict the members of the HrcA and/or CtsR regulons, revealing several genes that appear to harbor the *cis*-acting motif of at least one of the transcription regulators (Table 1). 

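*clpB* was the regulon member of CtsR with the clearest change at 28 °C. Its log2 signal was 12.40 ± 0.41 (SD, n = 2 cultures) in the wild type, 15.17 ± 0.24 in Δ*ctsR* and 15.16 ± 0.38 in Δ*ctsR*Δ*hrcA*::*cat*, log2 fold changes of 2.77 (standard error 0.34, adjusted p = 0.0032) and 2.76 (adjusted p = 0.0020). It had -0.01 in Δ*hrcA*::*cat*. *clpE* and *clpP*, for a Clp ATPase and the Clp proteolytic subunit, were higher on average in Δ*ctsR* by 1.38 (adjusted p = 0.13) and 1.26 (adjusted p = 0.19) and in the double mutant by 1.54 (adjusted p = 0.046) and 1.39 (adjusted p = 0.082). The ATPase gene *clpC* had 0.91 (adjusted p = 0.13) in Δ*ctsR* and 0.87 (adjusted p = 0.11) in the double mutant. *hsp1* passed in the double mutant with a log2 fold change of 3.79 (standard error 0.60, adjusted p = 0.012).

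Of 23 CtsR genes of Table 1 other than *ctsR* itself, *clpB* alone passed in Δ*ctsR* (5 genes when adjusted over the list alone), and of 22 in the double mutant, where *hrcA* is left out as well, 3 passed (5 when adjusted over the list alone). The list's camera adjusted p was 0.0051 in Δ*ctsR* (adjusted p = 0.0937 with an estimated correlation) and 8.46e-05 in the double mutant, where the call held with an estimated correlation (adjusted p = 0.0379). The 6 Clp and Hsl protease genes had medians of 1.09 (camera adjusted p = 1.93e-11, adjusted p = 0.0595 with an estimated correlation) and 1.13 (1.13e-09, adjusted p = 0.0484 with an estimated correlation). *clpB*, *clpE* and *clpP* were near the scanner ceiling in 3, 4 and 2 of the 6 hybridisations of Δ*ctsR* at 28 °C. In the plot of culture values, the *ctsR*-deficient cultures of *clpB* lie above those of the wild type at both temperatures.

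**Figure D1:**
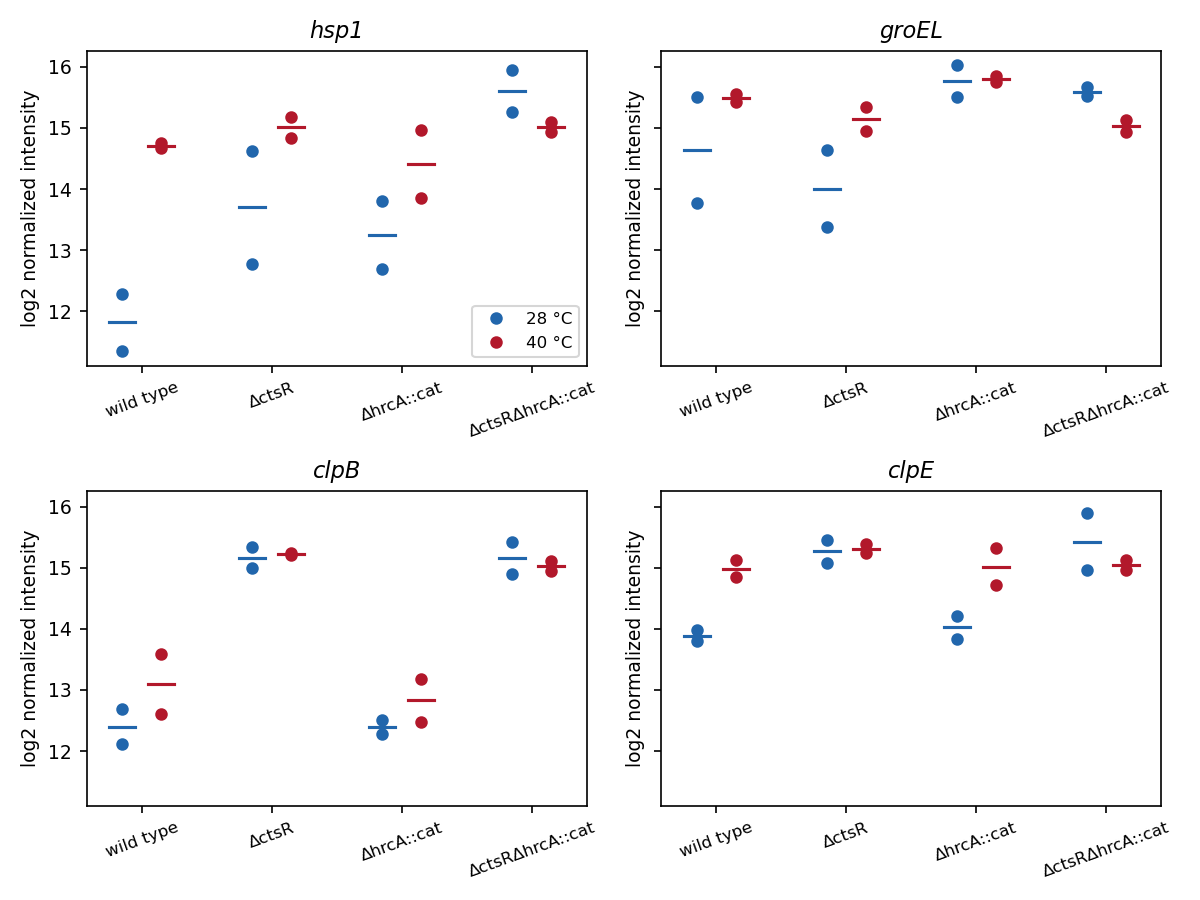
Log2 signal of *hsp1*, *groEL*, *clpB* and *clpE* in each culture (points) with the mean of 2 cultures (lines), for the wild type and the 3 mutants at 28 °C (blue) and 40 °C (red). The wild-type values of *clpB* average 12.40 at 28 °C and those of Δ*ctsR* 15.17.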

Several of the CtsR regulon members that have previously been experimentally verified [31], were transcribed at higher levels in the Δ*ctsR* and Δ*ctsR*Δ*hrcA*::*cat* mutants grown at 28°C as compared to the wild-type, including *clpP*, *clpE*, *clpB*, *clpC*, *hsp1*, and *spx1* (Figure 3 and Table 1). In addition, a gene with unknown function (*lp*_*2061*) and an operon including 2 proteases (*hslU* and *hslV*) were expressed at elevated levels in the Δ*ctsR* strain. 

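lp_2061, of unknown function, had a log2 fold change of 0.43 (standard error 0.31, n = 2 cultures per group) in Δ*ctsR* at 28 °C and -0.29 at 40 °C, neither past the threshold. *hslU* and *hslV*, which encode the ATPase and the peptidase of the HslUV protease, had 0.16 (standard error 0.16) and 0.23 (standard error 0.17) in Δ*ctsR* at 28 °C. At 40 °C *hslV* was higher by 0.73 (standard error 0.17, adjusted p = 0.050), just past the threshold, and *hslU* had 0.62 (adjusted p = 0.069). lp_1847, an integrase gene of the same operon, had 0.74 (standard error 0.18, adjusted p = 0.069). In the double mutant at 40 °C, *hslU* and *hslV* had 0.56 (adjusted p = 0.16) and 0.61 (adjusted p = 0.15). The 6 Clp and Hsl genes together had a median of 0.68 in Δ*ctsR* at 40 °C (camera adjusted p = 0.00124, adjusted p = 0.516 with an estimated correlation). The call of *hslV* was lost without either wild-type culture at 40 °C, without culture 2 of Δ*ctsR* (log2 fold change 0.63) and under 4 of the 8 assignments of the open culture numbers.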

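The chaperone genes *grpE*, *dnaK* and *dnaJ* had small positive values in Δ*hrcA*::*cat* at 28 °C, with log2 fold changes of 0.50 (standard error 0.22), 0.30 (standard error 0.17) and 0.10 (standard error 0.19), none past the threshold (n = 2 cultures per group). *groEL* and *groES* had 1.13 (standard error 0.50) and 0.95 (standard error 0.38) and did not pass either. Their log2 signals were 15.76 ± 0.37 (SD) and 15.73 in Δ*hrcA*::*cat*, with *groEL* near the scanner ceiling in 4 of 6 hybridisations. In *groEL* the wild-type cultures had 13.76 and 15.50, and those of Δ*hrcA*::*cat* 15.50 and 16.03. The value of *groEL* thus rests largely on culture 1 of the wild type. Of 20 HrcA genes of Table 1 other than *hrcA*, none passed, also when adjusted over the list alone, and the list had a median of 0.07 (camera adjusted p = 0.00318, adjusted p = 0.284 with an estimated correlation), which turned to -0.13 without scaling between arrays. The 7 chaperone genes had a median of 0.95 (camera adjusted p = 3.34e-09, adjusted p = 0.156 with an estimated correlation), with *hsp3* higher when adjusted over the list alone (log2 fold change 1.27).

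lp_1880, of unknown function, had 0.06 at 28 °C and 0.30 at 40 °C in Δ*hrcA*::*cat* and -0.12 and -0.62 (standard error 0.17, adjusted p = 0.16) in the double mutant. lp_1268, an integrase gene, was lower in the double mutant at 40 °C, with a log2 fold change of -1.22 (standard error 0.22, adjusted p = 0.022), and also in Δ*ctsR* at 40 °C (-1.37, adjusted p = 0.0063). The value in Δ*hrcA*::*cat* was -0.09 at 28 °C and 0.51 at 40 °C.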

Of the predicted *hrcA* regulon members (Table 1), no altered expression pattern was detected for the *grpE*, *dnaK* and *dnaJ* genes, which are located in the same operon as *hrcA*, while *groEL* and *groES* expression patterns were increased in the Δ*hrcA*::*cat* mutant, at 28°C. A gene with unknown function (*lp*_*1880*) and an integrase/recombinase (*lp*_*1268*) were differentially expressed in the Δ*hrcA*::*cat* and Δ*ctsR*Δ*hrcA*::*cat* strains. Remarkably, the *hrcA* operon seems to have 2 CIRCE elements and a CtsR-targeted *cis*-element in its promoter region, which may suggest dual control of this regulon by both regulators. However, *hrcA* was not differentially expressed in the Δ*ctsR* mutant at control or elevated temperature. 

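*hrcA*, the first gene of the operon with *grpE*, *dnaK* and *dnaJ*, was close to its wild-type level in Δ*ctsR*. Its log2 signal in Δ*ctsR* was 15.03 ± 0.13 (SD, n = 2 cultures) at 28 °C and 15.03 ± 0.34 at 40 °C. The log2 fold change was -0.45 at 28 °C (adjusted p = 1.0) and 0.15 at 40 °C (adjusted p = 0.68), each with a standard error of 0.19. *grpE* had -0.10 and -0.22, *dnaK* -0.21 and -0.24, and *dnaJ* -0.13 and -0.17 in Δ*ctsR* at 28 and 40 °C, none past the threshold.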

When identifying possible dually regulated genes, only *hsp1* had CtsR and HrcA *cis*-acting elements in the promoter region of this gene (Table 1), as was described previously [11]. This was supported by the upregulation of this gene in all three mutants compared to wild type at 28°C (Figure 3A and Table 1). It might be that sequence or position of the *cis*-acting elements matches with their expression level in the mutants. However, no significant correlation could be detected. Together this indicates that the deregulation of class I and/or class III stress responses by mutation of their regulators induces a partial alteration of expression of their (predicted) regulon members under the conditions tested. 

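*hsp1* had higher mean signals at 28 °C in all 3 mutants than in the wild type, and the difference passed the threshold in the double mutant. Relative to the wild type, its log2 fold changes were 1.88 (adjusted p = 0.93) in Δ*ctsR* and 1.43 (adjusted p = 1.0) in Δ*hrcA*::*cat*, each with a standard error of 0.60. In Δ*ctsR*Δ*hrcA*::*cat* both cultures, with log2 signals of 15.26 and 15.95, lay above all other cultures at 28 °C. The wild-type cultures had 11.34 and 12.29, those of Δ*ctsR* 14.62 and 12.77, and those of Δ*hrcA*::*cat* 13.80 and 12.69, so each mutant culture lay above both wild-type cultures. At 40 °C, *hsp1* had log2 fold changes of 0.30 in Δ*ctsR*, -0.30 in Δ*hrcA*::*cat* and 0.31 in the double mutant, with the wild type itself at a high level. *hsp1* was near the scanner ceiling in 4 of the 6 hybridisations of the double mutant at 28 °C, which may compress its fold. The call in the double mutant was lost without culture 1 of the wild type or without culture 2 of the double mutant.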

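The strength of the predicted element was compared with the expression change of each gene of Table 1, as the correlation of the negative log10 of the motif's p with the log2 fold change across genes, which are not independent replicates. For 21 CtsR genes in Δ*ctsR*, Spearman's rho was 0.25 at 28 °C (permutation p = 0.275, adjusted p = 0.660) and 0.07 at 40 °C (permutation p = 0.754, adjusted p = 0.862). Pearson's r was 0.79 at 28 °C (permutation p = 0.00104, adjusted p = 0.00832) and 0.28 at 40 °C (permutation p = 0.207, adjusted p = 0.236). For the same genes in the double mutant, rho was 0.21 and r 0.54 (adjusted p = 0.0368) at 28 °C, and rho 0.02 and r 0.23 at 40 °C. For 19 HrcA genes, rho was 0.32 in Δ*hrcA*::*cat* (permutation p = 0.179) and 0.49 in the double mutant (permutation p = 0.0337, adjusted p = 0.270) at 28 °C, and -0.17 in both at 40 °C. Pearson's r of the HrcA genes, which include *hrcA* itself, was -0.42 in Δ*hrcA*::*cat* and -0.43 in the double mutant at 28 °C, and -0.50 and -0.53 at 40 °C (permutation p = 0.0428, adjusted p = 0.114 for the last). The tests used 1e+05 resamples and were adjusted over 8 relations.

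*hsp1*, *clpE* and *clpB*, with log2 fold changes in Δ*ctsR* at 28 °C of 1.88, 1.38 and 2.77, are among the genes with the strongest CtsR elements. So is lp_2945, with a stronger element than *clpB*, for which Table 1 gives a smaller fold there than for each of these genes. *clpP* and *clpC* have no motif score of their own in Table 1 and are left out. With 1 gene per distinct motif score (n = 10), rho was 0.78 in Δ*ctsR* and 0.82 in the double mutant at 28 °C. This also merges separate loci with the same score, such as *treP* and lp_2061. The deleted *hrcA* stands for its operon in the value of the double mutant. For HrcA in the same way (n = 9), rho was -0.02 in Δ*hrcA*::*cat* and 0.32 in the double mutant at 28 °C. Here the deleted *hrcA* has the strongest element and a low value set by the deletion, so these 2 values cannot decide on a relation. Without *ctsR* and *hrcA*, r of the CtsR genes in the double mutant was 0.80 at 28 °C (adjusted p = 0.00432) and 0.37 at 40 °C. Without them, rho of the HrcA genes in the double mutant at 28 °C was 0.73 (n = 18), and r was 0.50 in Δ*hrcA*::*cat* and 0.41 in the double mutant at 28 °C, and 0.14 and -0.13 at 40 °C.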

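Of the 41 genes of Table 1, 2 passed the threshold in Δ*ctsR*, 1 in Δ*hrcA*::*cat* and 5 in Δ*ctsR*Δ*hrcA*::*cat* at 28 °C, counting the deleted genes. The 5 in the double mutant were *ctsR*, *hrcA*, *clpB*, *clpE* and *hsp1*. At 40 °C, 5 passed in Δ*ctsR*, among them *clpB* with a log2 fold change of 2.13 (standard error 0.34, adjusted p = 0.0065, n = 2 cultures per group). 1 gene passed in Δ*hrcA*::*cat* and 5 in the double mutant, where *clpB* had 1.94 (adjusted p = 0.022). *clpE*, *clpP* and *clpC* had 0.32, 0.50 and 0.80 (adjusted p = 0.063 for *clpC*) in Δ*ctsR* at 40 °C. *clpB* and *clpE* were near the scanner ceiling in 5 of 6 hybridisations of Δ*ctsR* and of the double mutant at 40 °C, and *clpP* in 4 and 3, so these folds can be compressed. The CtsR genes had a median of 0.24 in Δ*ctsR* at 40 °C, with 2 of 23 past the threshold (6 when adjusted over the list alone; camera adjusted p = 0.0184, adjusted p = 0.403 with an estimated correlation). It was 0.22 in the double mutant at 40 °C, with 1 of 22 (5 when adjusted over the list alone; adjusted p = 0.0583). *clpB* lost its call at 40 °C without culture 1 of the wild type (log2 fold change 1.73 in Δ*ctsR* and 1.53 in the double mutant).

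From these changes in part of the genes with a predicted element, the paper concludes that deregulation of class I and class III stress responses by mutation of their regulators leads to a partial alteration of the expression of the predicted regulon members.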

Besides the predicted regulon members, the transcription of genes classified to various functional categories appeared to be affected by *ctsR* and/or *hrcA* mutation, which will be discussed below.

**Figure 3:**
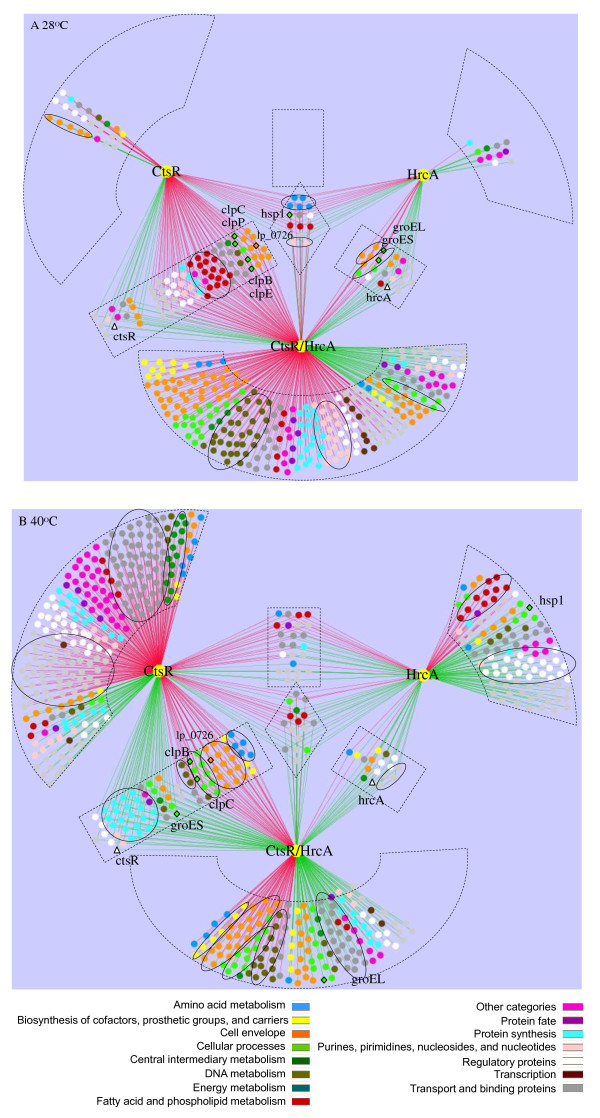
**Significantly differentially transcribed genes in NZ3410 (Δ*ctsR*), NZ3425**^**CM **^**(Δ*hrcA*), and NZ3423**^**CM **^**(Δ*ctsR*Δ*hrcA*) as compared to the wild-type grown at 28°C (A) or 40°C (B).** Yellow colored octangular nodes represent the mutants and other colored nodes indicate main classes. The red and green lines indicate up- or downregulation, respectively. Triangle nodes indicate the CtsR or HrcA transcription regulator, diamond nodes indicate genes that are predicted to be part of the CtsR and/or HrcA regulon, whereas black ovals indicate over-represented main classes or subclasses in that particular main class. The main class “hypothetical proteins” was excluded.

### HrcA and CtsR mutation affect expression of genes encoding proteins with diverse functions

Additional genes coding for proteins from several functional categories were displaying altered transcription levels in the Δ*hrcA*::*cat* and Δ*ctsR* mutants as compared to the wild type. The *hrcA* mutation led to induced transcription of 29 transcription regulator encoding genes, including transcription regulators belonging to the AraC, LysR, MarR and TetR/AcrR family regulators. 

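The transcription regulator genes of the paper's tables had mostly negative values in Δ*hrcA*::*cat* at 40 °C, and few passed the threshold. Of 53 transcription regulator genes, 0 rose and 2 fell at 40 °C, with 46 negative and 7 positive values and a median log2 fold change of -0.48 (camera adjusted p = 1.35e-11, adjusted p = 0.471 with an estimated correlation). The genes that fell were lp_3417, of the TetR family, with a log2 fold change of -1.26 (standard error 0.21, adjusted p = 0.032, n = 2 cultures per group), and lp_3206, of the LysR family, with -1.11 (standard error 0.19, adjusted p = 0.036). Over all genes, most calls of this comparison were lost with culture numbers as a block or without scaling between arrays. The TetR family gene lp_3119 had -2.14 and did not pass (adjusted p = 0.10). At 28 °C no regulator gene passed by limma. Of all 3076 genes, 71 had an unadjusted p under 0.05 at this temperature, fewer than expected without any difference. The CyberT-style test called 7 genes in all. The median of the regulators was then 0.01 (camera adjusted p = 0.403), and -0.18 without scaling between arrays.

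When adjusted over the list alone, 12 regulator genes were lower and 1 higher at 40 °C. The list holds regulators that the paper selected for their response to temperature in the wild type on these arrays, so it leaves out regulators without such a response. The wild-type cultures at 40 °C used in that selection are also the control here.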

Several genes involved in primary metabolism were induced in the Δ*ctsR* strain compared to the wild type. These genes were involved in a variety of central metabolism reactions, centering around pyruvate dissipation and fermentation related reactions, including *pox*, *pfl*, *pdh*, *pps*, *mae*, *als*, and *cit* (Figure 4; abbreviations are addressed in the Additional file 3:Table S2). In addition, genes involved in pentose-5-phosphate pathway, producing D-xylulose-5-phosphate, which can be used for nucleotide synthesis or energy production, (including *xpkA*, *tkt1*, *deoM*, *rpiA1*, *gntK*, and *xfp*) were induced in the Δ*ctsR* strain compared to the wild type (Figure 4). Moreover, genes involved in sugar metabolism, such as *scrB* (sucrose), *pbg* (glucose), *lac* (galactose), *ara* (ribulose), and *iol* (inositol), were induced in this strain, as were genes involved in transport of other unspecified carbohydrate substrates and organic acids. These genes included sucrose (*pts26BCA*), glucose (*pts32*), maltodextrin (*mdx*, *msmX*), mannitol (*pts2A*), mannose (*lp*_*3643*, *pts9*), arabinose (*araP*), trehalose (*pts4ABC*) and sorbitol (*pts37A*, *pts38BC*) transporters. These results illustrate the impact of CtsR deregulation on the expression of metabolic genes, mainly affecting functions of primary carbohydrate import and central metabolic pathways, which was not observed in the *hrcA*-deficient strain. Nevertheless, the *hrcA*-mutation led to repression of genes involved in transport and binding functions, like those involved in transport of phosphate (*pst*), amino acids (*cho*, *sdA*, *lp*_*1722*, and *lp*_*3324*), and unknown substrates. 

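Genes of pyruvate dissipation were higher in Δ*ctsR* at 40 °C mainly in one of its cultures, and none passed the threshold. *pflA*, for an activating enzyme of pyruvate formate-lyase, differed from the wild-type mean by a log2 value of -0.15 in culture 1 and 4.85 in culture 2. *pox5*, for a pyruvate oxidase, had 0.67 and 3.68, *pps*, for phosphoenolpyruvate synthase, -0.06 and 1.18, and *als*, for acetolactate synthase, 0.25 and 1.23. *pox3* and *pflF* were higher in both cultures, with 1.22 and 1.54 for *pox3* and 0.77 and 0.92 for *pflF*. Their log2 fold changes were 1.38 (standard error 0.35, adjusted p = 0.073) and 0.85 (standard error 0.23, adjusted p = 0.098). *citP*, for a citrate transporter, had -0.46 and 0.39.

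Of 9 genes of the list, none passed over all genes and 3 were higher when adjusted over the list alone. The median log2 fold change was 0.74 (camera adjusted p = 0.00585, adjusted p = 0.613 with an estimated correlation), and the medians of the cultures were 0.25 and 1.18. The call of the list was lost without culture 2. The plot of metabolic genes shows each culture of Δ*ctsR* beside the double mutant.

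**Figure D2:**
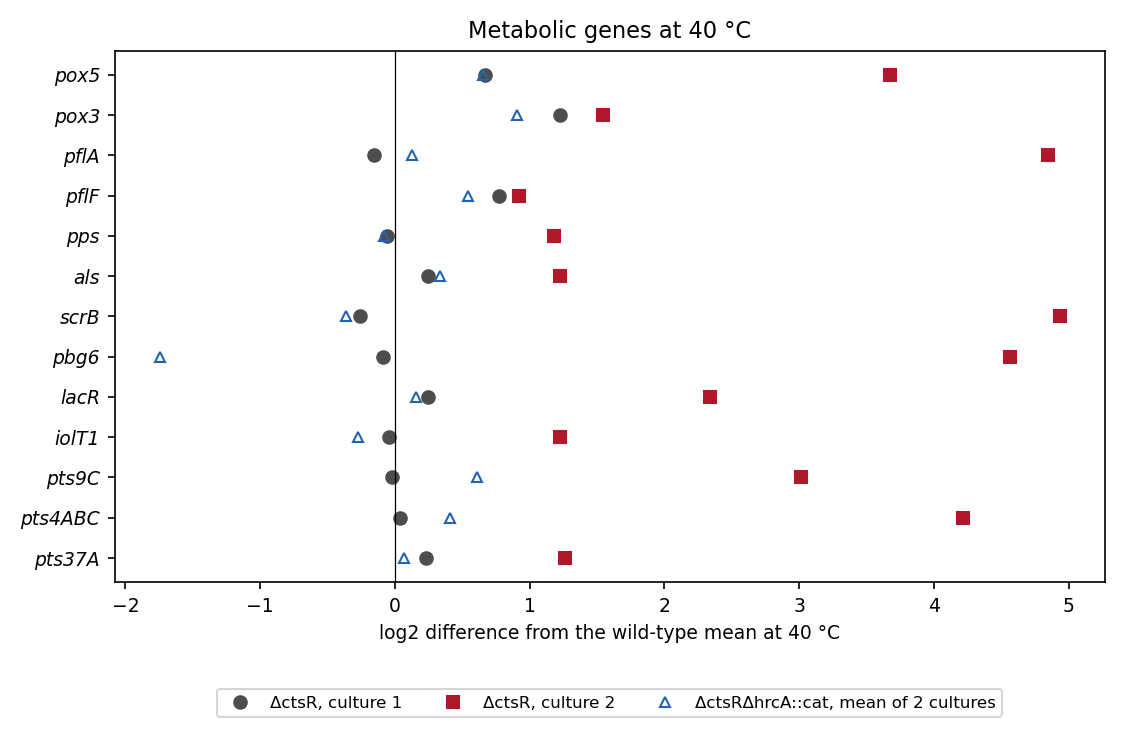
Log2 difference from the wild-type mean at 40 °C for 13 metabolic and transport genes in Δ*ctsR* culture 1 (circles), Δ*ctsR* culture 2 (squares) and the mean of 2 cultures of Δ*ctsR*Δ*hrcA*::*cat* (triangles). *pflA* lies at -0.15 in culture 1 and at 4.85 in culture 2.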

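None of the pentose phosphate genes that the paper names here could be matched to an array gene. Of related genes in its tables, *deoP*, annotated as a deoxyribose transporter, had a log2 fold change of 1.67 in Δ*ctsR* at 40 °C (standard error 0.76, adjusted p = 0.25, n = 2 cultures per group) and -0.05 at 28 °C, neither past the threshold. In the double mutant at 40 °C it had -0.14 and in Δ*hrcA*::*cat* 0.08. *tal3*, for a transaldolase, had 0.13 in Δ*ctsR* at 40 °C (standard error 0.21, adjusted p = 0.73).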

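Genes of sugar metabolism were far higher in culture 2 of Δ*ctsR* at 40 °C than in culture 1. *scrB*, for sucrose-6-phosphate hydrolase, differed from the wild-type mean by a log2 value of -0.26 in culture 1 and 4.93 in culture 2. *pbg6*, for a phospho-beta-glucosidase, had -0.09 and 4.56. *lacR*, for a LacI family regulator of lactose use, had 0.25 and 2.34, and *iolT1*, for a myo-inositol transporter, -0.04 and 1.22. The log2 fold changes of the group means were 2.34 for *scrB* (standard error 1.13, adjusted p = 0.27) and 2.24 for *pbg6* (standard error 1.05, adjusted p = 0.26), and neither gene passed the threshold.

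Of 16 genes taken by symbol as sugar metabolism, of which 1, the aminotransferase gene *araT1*, is not a sugar gene, none passed, and 1 was higher when adjusted over the list alone. Their median log2 fold change was 0.65 (0.71 without *araT1*, camera adjusted p = 0.0128, adjusted p = 0.613 with an estimated correlation). The medians of the cultures were -0.05 and 1.44, and without culture 2 the direction of the list reversed to -0.05.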

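Genes of sugar transport by phosphotransferase systems (PTS) showed the largest gap between the cultures of Δ*ctsR* at 40 °C. Of 22 PTS genes, none passed the threshold, also when adjusted over the list alone, and their log2 fold changes ran from -0.58 to 3.45 with a median of 1.31. The median of culture 1 was 0.01 and that of culture 2 was 2.54. The trehalose transporter gene *pts4ABC* had 0.04 in culture 1 and 4.22 in culture 2, and the mannose transporter gene *pts9C* -0.03 and 3.01. *pts37A*, for sorbitol transport, had 0.23 and 1.26. lp_3643, of mannose transport, had a log2 fold change of 0.28 (standard error 0.32) over both cultures.

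The shift of the PTS list had a camera adjusted p of 0.00124, with adjusted p = 0.613 with an estimated correlation. Without culture 2 the median of the list was 0.01 and the test's direction turned. The list holds PTS genes of the paper's tables only, which were selected on these arrays.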

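The genes that were high in culture 2 of Δ*ctsR* at 40 °C had, as a group, medians close to 0 in Δ*hrcA*::*cat*. Of 3076 genes, 432 were more than 2-fold higher in culture 2 than in the wild type, with a median log2 difference of 2.27. The same genes had medians of 0.06 in culture 1 of Δ*ctsR*, 0.01 and -0.04 in the cultures of Δ*hrcA*::*cat*, and 0.05 and 0.04 in those of the double mutant. A subset was shared by the strains without *ctsR*, as 60 of the 432 were more than 2-fold higher in culture 1 of Δ*ctsR* and 47 and 48 in the cultures of the double mutant, against 3 and 6 in those of Δ*hrcA*::*cat*. The 22 PTS genes had, in Δ*hrcA*::*cat* at 40 °C, a median log2 fold change of -0.02 (camera adjusted p = 0.219), the 16 genes listed for sugar metabolism, with *araT1* among them, -0.09 and the 9 pyruvate genes -0.13 (camera adjusted p = 0.962 for both), and none of them passed the threshold. Single genes had positive values without passing, with 1.83 for *pts9D*, 1.50 for *pts9AB*, 1.33 for *pts9C* and 1.11 for *pox5* in Δ*hrcA*::*cat*. *glpD*, for glycerol-3-phosphate dehydrogenase, was the gene with the largest difference in culture 2, at a log2 value of 6.78, and had 0.21 in culture 1. In the limma model 72 genes passed in Δ*ctsR* at 40 °C, 62 higher and 10 lower, and 615 had an unadjusted p under 0.05. The number was 1167 without culture 1 of Δ*ctsR*, and 30 and 35 without culture 1 or 2 of the wild type. It was 0 in a limma model of only the cultures compared, 107 with the CyberT-style test and 838 in the series matrix, 341 higher and 497 lower. The CyberT-style test and the series matrix count the hybridisations of a culture as independent. From the changes in sugar import and central metabolism, the paper concludes that deregulation of CtsR affects the expression of metabolic genes in a way not seen in the *hrcA*-deficient strain.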

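Several genes of transport proteins that were higher at 40 °C in the wild type were lower in Δ*hrcA*::*cat* at that temperature. The wild-type cultures at 40 °C enter both comparisons, so an error in them would move the values in opposite directions. lp_3101, annotated as a transport protein, had a log2 fold change of -2.98 against the wild type (standard error 0.38, adjusted p = 0.0055, n = 2 cultures per group). The ABC transporter genes lp_2822 and lp_2823 fell by 2.12 (adjusted p = 0.00062) and 2.04 (adjusted p = 0.0014) on the log2 scale, and lp_2773 by 1.27 (adjusted p = 0.032). lp_2084, of the major facilitator superfamily, fell by 1.79 (adjusted p = 0.036). Most calls of this comparison were lost with culture numbers as a block or without scaling between arrays, so calls near the threshold are uncertain. Of 34 ABC transporter genes 3 fell and none rose (6 lower and 1 higher when adjusted over the list alone), and the list did not shift as a whole (camera adjusted p = 0.550).

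Of the amino acid transport genes, *sdaC* had -0.98 (standard error 0.27, adjusted p = 0.20), lp_1722 -0.18 (standard error 0.24) and lp_3324 -0.69 (standard error 0.67), none past the threshold, and none of the 3 genes of the amino acid transport list passed (median 0.29, camera adjusted p = 0.317). No phosphate transport gene could be matched to the arrays by name.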

Taken together these observations illustrate that deregulation of CtsR or HrcA elicits different response-profiles of transport and metabolism functions.

**Figure 4:**
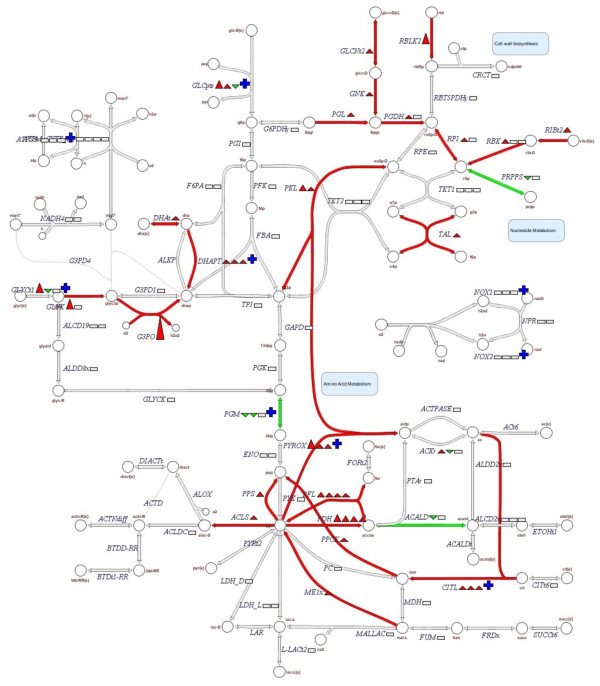
**Primary metabolic pathway of *L*. *plantarum *NZ3410 (Δ*ctsR*) compared to *L*. *plantarum *WCFS1 grown at 40°C.** Green lines or triangles indicate downregulation, whereas red lines or triangles indicate upregulation, open rectangles indicate no change, and plus symbols indicate that expression of more than 3 genes is acquired for enzyme production. Abbreviations are addressed in the Additional file 3: Table S2, according to Teusink *et al*. [28].

In addition, the mutations of *hrcA* and/or *ctsR* appeared to play a role in the control of expression of some of the genes and functions that were affected by the temperature of growth in the wild-type strain (see above). Temperature-mediated regulation appeared to be (partially) lost in the Δ*ctsR* mutant (*cps1*), in the Δ*hrcA*::*cat* mutant (*fab* operon, *dak1A*, and *cfa2*), or in the Δ*ctsR*Δ*hrcA*::*cat* mutant [*lp*_*0988* (lipoprotein precursor), *cps1*, and *cfa2*] compared to that seen in the wild-type strain (Figure 5). This indicates that inactivation of both class I and III transcription regulation leads to deregulation of different combinations of cell envelope biosynthesis processes compared to deregulation of one of the regulators in a temperature-dependent way. 

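The *fab* locus fell between 28 and 40 °C in Δ*ctsR* and not detectably in Δ*hrcA*::*cat*. In Δ*ctsR* all 13 genes fell, with a median log2 fold change of -2.70, as in lp_1682 at -3.13 (standard error 0.67, adjusted p = 0.0061, n = 2 cultures per temperature). In Δ*hrcA*::*cat* none passed the threshold and the median was -0.42 (camera adjusted p = 0.685). None passed in the double mutant, where the median was -1.50 (camera adjusted p = 0.000725, adjusted p = 0.611 with an estimated correlation). *fabZ1*, the first gene, had 0.54 in Δ*hrcA*::*cat* and -1.20 in the double mutant. The difference in heat response from the wild type had a median of 1.72 over the locus in Δ*hrcA*::*cat* (camera adjusted p = 1.48e-05, adjusted p = 0.560 with an estimated correlation), with no single gene past the threshold.

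For *cps1* the medians were -0.55 in Δ*ctsR* (adjusted p = 0.116), -0.62 in Δ*hrcA*::*cat* (adjusted p = 0.0193, adjusted p = 0.904 with an estimated correlation) and -0.08 in the double mutant (adjusted p = 0.668). *dak1A* rose by 0.91 in Δ*ctsR* (adjusted p = 0.0068) and by 0.65 in the double mutant (adjusted p = 0.049) and had 0.30 in Δ*hrcA*::*cat* (adjusted p = 0.41). *cfa2* did not pass in any strain, with -0.70, -0.27 and 0.07 in the order Δ*ctsR*, Δ*hrcA*::*cat* and double mutant. The lipoprotein gene lp_0988 fell in the wild type by 0.71 (adjusted p = 0.044) and in Δ*ctsR* by 1.16 (adjusted p = 0.0034), and had -0.25 in the double mutant (adjusted p = 0.53). None of these single genes passed the test of a different heat response. In the *ctsR* mutant the cultures differed in the *fab* locus, by 2.08 at 28 °C and 1.54 at 40 °C on the log2 scale. The mean log2 signals of cultures 1 and 2 were 13.04 and 15.12 at 28 °C, and 12.08 and 10.54 at 40 °C. Culture 2 at each temperature widened the fall, so its size rests largely on these cultures.

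**Figure D3:**
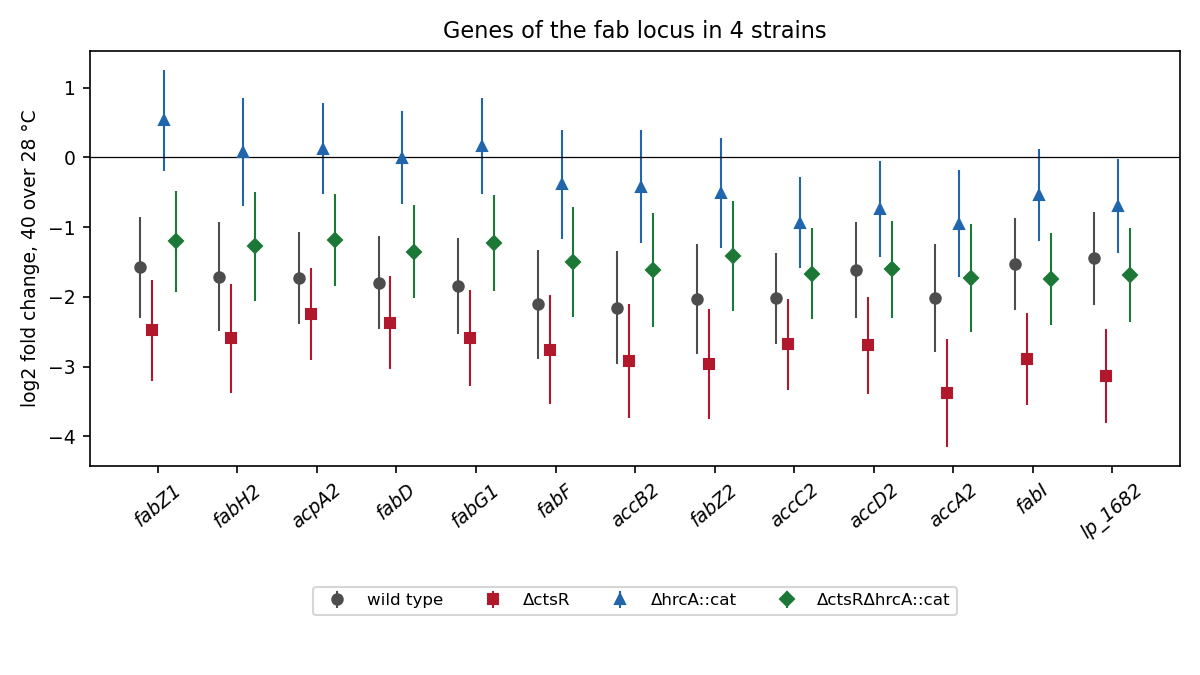
Log2 fold change from 28 to 40 °C (error bars, standard error) of the 13 genes of the *fab* locus in the wild type (circles), Δ*ctsR* (squares), Δ*hrcA*::*cat* (triangles) and Δ*ctsR*Δ*hrcA*::*cat* (diamonds). lp_1682 has -3.13 in Δ*ctsR* and *fabZ1* has 0.54 in Δ*hrcA*::*cat*.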

Taken together, these findings indicate that some of the more prominent adaptations that the wild-type strain employs to combat elevated growth temperatures, appear to be deregulated in the HrcA and CtsR mutant strains.

**Figure 5:**
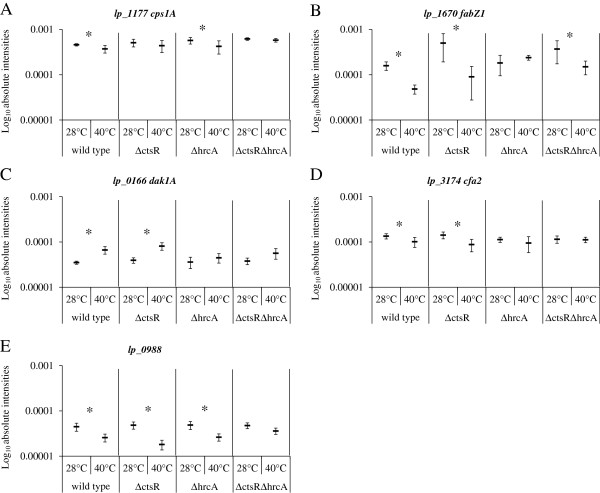
**Box plots displaying the absolute intensity of the first gene of the *cps *cluster *1 *(*lp*_*1177*; A), the *fab*-operon (*lp*_*1670*; B), *dak1A *(*lp*_*0166*; C), *cfa2 *(*lp*_*3174*; D), and *lp*_*0988 *(E) of *L*. *plantarum *WCFS1 (wild type), NZ3410 (Δ*ctsR*), NZ3425**^**CM **^**(Δ*hrcA*), and NZ3423**^**CM **^**(Δ*ctsR*Δ*hrcA*) grown at 28°C or 40°C.** Asterisk indicates that (part) of the loci are significant differentially expressed when compared to the strains growth at the other temperature.

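Among the genes of the box plots, lp_1177, the first gene of *cps1*, passed the threshold over all genes in no comparison, and its largest value against the wild type was 0.69 in the double mutant at 40 °C (adjusted p = 0.27). Its log2 signal was 14.34 ± 0.06 (SD, n = 2 cultures) at 28 °C and 14.02 ± 0.27 at 40 °C in the wild type, and its log2 fold change was -0.32 (standard error 0.26, adjusted p = 0.48). It had -0.27 in Δ*ctsR*, -0.45 in Δ*hrcA*::*cat* and 0.06 in the double mutant. *fabZ1*, which encodes a dehydratase of fatty acid elongation, had 12.82 ± 0.39 at 28 °C and 11.25 ± 0.24 at 40 °C in the wild type. Its cultures in Δ*ctsR* differed, with 13.37 and 15.10 at 28 °C and 12.74 and 10.77 at 40 °C. *cfa2* had 12.64 ± 0.15 and 12.18 ± 0.26 in the wild type, and lp_0988 had 11.19 ± 0.09 and 10.48 ± 0.12.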

### Combined HrcA and CtsR deficiency elicits pleiotropic deregulation of the stress control network

To characterize the gene-regulation consequences of the *hrcA* and *ctsR* single mutation relative to the double mutation, the significant regulatory profiles were reconstructed in gene-regulation networks for these strains relative to the wild-type strain at both 28°C (Figure 3A) and 40°C (Figure 3B). A relatively large number of genes displayed significant differential expression when comparing the Δ*ctsR*Δ*hrcA*::*cat* and wild type strains grown at either 28°C (513 genes) or 40°C (603 genes). 

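The double mutant differed from the wild type in few genes that passed the threshold, with *clpB*, lp_1901 and the locus from lp_0487 to lp_0491 among those higher at both temperatures. At 28 °C, lp_1901, of unknown function and encoded near *clpB*, had a log2 fold change of 2.26 (standard error 0.23, adjusted p = 0.00067, n = 2 cultures per group), and lp_0487 had 2.41 (standard error 0.22). At 40 °C they had 2.51 (adjusted p = 0.00020) and 2.42. lp_3178, for an extracellular protein, was lower at 28 °C with -1.24 (standard error 0.23, adjusted p = 0.031).

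At 28 °C 22 genes passed, 18 higher and 4 lower, and at 40 °C 35 passed, 29 higher and 6 lower. Of these, 21 and 25 differed at least 2-fold, and 197 and 409 genes had an unadjusted p under 0.05. The counts were 188 and 400 with the CyberT-style test and 214 and 446 with hybridisations taken as replicates. The 22 fell to 14 without culture 1 of the wild type. The 35 fell to 14 and 23 without culture 1 or 2 of the wild type and to 17 and 16 without culture 1 or 2 of the double mutant. They became 135 (122 higher, 13 lower) in a model of only the cultures compared, and 153 (128 higher, 25 lower) without both cultures of Δ*ctsR* at 40 °C, a setting chosen after the values were seen.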

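At 28 °C, *clpB*, lp_1901 and 10 unnamed genes were higher both in Δ*ctsR* and in Δ*ctsR*Δ*hrcA*::*cat*. These were all 12 genes that were higher in Δ*ctsR*, of 18 in the double mutant. The unnamed genes, listed after their values were seen, are lp_0487 to lp_0491, lp_0493 and lp_3676 to lp_3679 (lp_3677, for example, had log2 fold changes of 1.71 and 1.55). *ctsR* and lp_3178 were lower in both, with -1.30 for lp_3178 in Δ*ctsR* (adjusted p = 0.031). Δ*hrcA*::*cat* shared its 2 higher genes, lp_p3_38 and lp_p3_37 of a plasmid, with the double mutant (log2 fold changes 2.42 and 1.33 in Δ*hrcA*::*cat*), and *hrcA* was lower in both. No gene was shared by Δ*ctsR* and Δ*hrcA*::*cat*.

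Across all genes, which are not independent replicates, the fold changes of the double mutant correlated with those of Δ*ctsR* with r = 0.76 and of Δ*hrcA*::*cat* with r = 0.66. Δ*ctsR* and Δ*hrcA*::*cat* correlated with r = 0.28. All comparisons share the 2 wild-type cultures, and simulated groups without any difference gave r = 0.50, 0.50 and 0.49 for the same pairs. The covariance of the fold changes exceeded that of the simulated groups for Δ*ctsR* and the double mutant (0.0806 against 0.0565). It was 0.0604 against 0.0569 for Δ*hrcA*::*cat* and the double mutant, and 0.0206 against 0.0556 for the single mutants. Without the genes of Table 1 and prophage genes, the covariance of Δ*ctsR* and the double mutant was 0.0618. The deleted *ctsR* is among the genes left out, so part of the excess is set by the deletion, which the simulated groups lack. The simulated groups took the spread pooled over all groups. The SD of the difference between cultures was 1.23 in Δ*ctsR* at 40 °C and 0.27 in the wild type at 28 °C. The simulated covariance can thus overstate the share of the common wild type. For the last 2 pairs it cannot decide whether they have more in common than the wild type.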

At 28°C, these genes included almost all differentially expressed genes of the Δ*ctsR* and Δ*hrcA*::*cat* strains (Figure 3A). Conversely, less than one quarter and less than one third of the genes differentially expressed in the double mutant at 28°C were affected in the *ctsR* and *hrcA* single mutation at 40°C, respectively. 

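Of the 18 genes higher in the double mutant at 28 °C, 13 were also higher in Δ*ctsR* at 40 °C (72.2%) and 0 in Δ*hrcA*::*cat* at 40 °C, where no gene passed as higher. These 13 included *clpB* and lp_1901, which had a log2 fold change of 2.79 (standard error 0.23, adjusted p = 4.2e-05, n = 2 cultures per group) in Δ*ctsR* at 40 °C. *ctsR* and lp_0030 were lower in both the double mutant at 28 °C and Δ*ctsR* at 40 °C, and *hrcA* in both the double mutant and Δ*hrcA*::*cat*. The comparisons of the double mutant at 28 °C and of the single mutants at 40 °C share no culture. Some arrays carry a culture of each, however, so their errors are not independent. The fold changes of all genes correlated across genes with r = 0.22 for Δ*ctsR* (Spearman's rho 0.24). For Δ*hrcA*::*cat* r was 0.17, but Spearman's rho was -0.04, and r was 0.08 without the genes of Table 1 and prophage genes. Counts that rest on so few genes past the threshold give shares with little precision.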

Genes that are not differentially expressed in the other mutants than the Δ*ctsR* strain comprised for instance induction of energy metabolism (genes associated with TCA cycle, sugars, and glycolysis) and transport and binding proteins (e.g. the PTS system) and comprised 24 genes associated with regulatory functions for the Δ*hrcA*::*cat* strain. 

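At 40 °C, 20 genes were higher both in Δ*ctsR* and in Δ*ctsR*Δ*hrcA*::*cat*, of 62 and 29. They include *clpB*, lp_1901 and lp_0726, a gene of a membrane-bound protease of the CAAX family. *ctsR*, lp_1268 and lp_3045, for a short-chain dehydrogenase, were lower in both, with log2 fold changes of -0.90 (standard error 0.17, adjusted p = 0.022) and -0.87 for lp_3045. Δ*hrcA*::*cat* and the double mutant shared no higher gene and 3 lower genes, which were *hrcA* and the ABC transporter genes lp_2822 and lp_2823. In the double mutant these transporter genes had log2 fold changes of -1.82 (standard error 0.20, adjusted p = 0.00062, n = 2 cultures per group) and -2.09 (adjusted p = 0.00056). Δ*ctsR* and Δ*hrcA*::*cat* shared none.

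Across genes, the fold changes at 40 °C correlated between Δ*ctsR* and the double mutant with r = 0.36, between Δ*hrcA*::*cat* and the double mutant with r = 0.34 and between Δ*ctsR* and Δ*hrcA*::*cat* with r = 0.04, where simulated groups sharing the wild-type cultures gave r = 0.50 for each. The covariances were 0.109, 0.0528 and 0.00938, against 0.0571, 0.0568 and 0.0569 in the simulated groups. Only that of Δ*ctsR* and the double mutant lay above the simulated value, and it was 0.0949 without the genes of Table 1 and prophage genes. The simulated groups took the spread pooled over all groups. The SD of the difference between cultures was 1.23 in Δ*ctsR* and 0.29 in the wild type at 40 °C. The simulated covariance can thus overstate the share of the common wild type, and a covariance below it cannot decide what a pair has in common. Culture 2 of Δ*ctsR*, which stood apart, enters the first and the last of the 3 covariances.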

Overlapping genes of the *ctsR* or *hrcA* single mutation grown at 40°C with the double mutant grown at both temperatures included genes associated with the pentose phosphate pathway (*tkt1A* and *tkt1B*) and cell division (*ftsQ*, *parB1*, *parA*, and *parB2*), for the *ctsR* mutation and included genes associated with transport and binding proteins (e.g. ABC transporters and multidrug transporter proteins) for the *hrcA* mutation. In addition, genes associated with the cell envelope (such as genes encoding cell surface proteins and genes involved in fatty acid biosynthesis) were differentially expressed in all three mutants at 40°C. All three mutants affect temperature-independently the *dak1B* operon that is involved in glycerolipid metabolism. Moreover, approximately one third of the genes appeared to be consistently affected by the Δ*ctsR*Δ*hrcA*::*cat* mutation at both growth temperatures. 

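The genes of the *fab* locus had higher mean signals than the wild type in all 3 mutants at 40 °C, with none past the threshold over all genes. In Δ*hrcA*::*cat* the 13 genes had a median log2 fold change of 2.12 (9 higher when adjusted over the list alone), as in *fabG1* at 2.34 (standard error 0.69, adjusted p = 0.24, n = 2 cultures per group). In the double mutant the median was 1.89 (10 higher when adjusted over the list alone), and in Δ*ctsR* it was 0.64, with 1.62 in culture 1 and -0.23 in culture 2. The 27 cell surface protein genes had medians of 0.18 in Δ*ctsR*, -0.06 in Δ*hrcA*::*cat* and -0.08 in the double mutant, where the last turned to 0.44 without scaling between arrays, and none of them passed (camera adjusted p = 0.390, 0.870 and 0.129).

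The genes lp_0168, lp_0169 and lp_0170 of the *dak* operon, for dihydroxyacetone kinase, moved apart in the mutants without passing. In Δ*ctsR* they had 0.52, 0.53 and 0.52 at 28 °C and 1.69, 1.68 and 1.74 at 40 °C (adjusted p from 0.055 to 0.074, 3 of 4 genes higher when adjusted over the list alone). The locus median in Δ*ctsR* at 40 °C was 0.97 in culture 1 and 2.35 in culture 2. Their values in Δ*hrcA*::*cat* were -0.67, -0.74 and -0.71 at 28 °C and -0.96, -1.04 and -0.78 at 40 °C. The camera adjusted p at 40 °C was 1.35e-11 for *fab* in Δ*hrcA*::*cat* (adjusted p = 0.471 with an estimated correlation), 1.24e-06 in the double mutant (adjusted p = 0.499 with an estimated correlation) and 0.229 in Δ*ctsR*. For the *dak* locus it was 0.00585 in Δ*ctsR* (adjusted p = 0.613 with an estimated correlation) and 0.00819 in Δ*hrcA*::*cat* (adjusted p = 0.471 with an estimated correlation).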

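Of the genes that passed the threshold in Δ*ctsR*Δ*hrcA*::*cat*, 14 were higher at both temperatures, which is 77.8% of the 18 at 28 °C and 48.3% of the 29 at 40 °C, where chance would give 0.170. They are the 12 genes shared with Δ*ctsR*, among them *clpB* and lp_1901, with lp_0785, next to *clpP* and chosen after its values were seen, and the plasmid gene lp_p3_38 (log2 fold changes 2.47 at 28 °C and 0.92 at 40 °C). *ctsR* and *hrcA* were lower at both temperatures. Across genes, the fold changes at 28 and 40 °C correlated with r = 0.63. These comparisons share no culture, and simulated groups without any difference gave r = -0.00. Some arrays carry a culture of each comparison, and the simulated groups do not include errors shared by an array.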

The genes consistently affected by the Δ*ctsR*Δ*hrcA*::*cat* mutation included induction of genes associated with the cellular processes (such as cell division protein-encoding genes *ftsZ*, *ftsA*, and *ftsQ*), DNA metabolism (DNA ligase *ligA*, DNA helicase *pcrA*, and DNA-directed DNA polymerase I *polA*), transport and binding proteins (Na^+^/H^+^ antiporter *napA2*, mannose PTS *pts9D*, and 10 ABC transporters), and cell envelope remodeling (*cps*-cluster *1*, *fab*-locus, lipoprotein precursors *lp*_*1146* and *lp*_*1539*).

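The capsule genes of *cps1* and the *fab* genes had positive values in Δ*ctsR*Δ*hrcA*::*cat* at both temperatures. The 10 genes of *cps1* had a median log2 fold change of 0.62 at 28 °C and 1.15 at 40 °C, with none past the threshold over all genes and all 10 higher at 40 °C when adjusted over the list alone. *fabF* had 1.71 at 28 °C and 2.32 at 40 °C (standard error 0.79, adjusted p = 0.22, n = 2 cultures per group), and none of the 13 *fab* genes passed. The mannose PTS gene *pts9D* had 0.28 and 0.84 (standard error 0.81). The lipoprotein genes lp_1146 and lp_1539 had 0.31 and 0.41, and -0.62 and -0.53, at 28 and 40 °C, none past the threshold.

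Of 34 ABC transporter genes, none passed at 28 °C by limma, where the CyberT-style test called 188 genes in all, and 2 fell at 40 °C. The camera adjusted p of *cps1* was 0.000106 at 28 °C (adjusted p = 0.453 with an estimated correlation) and 1.24e-06 at 40 °C (adjusted p = 0.466 with an estimated correlation). The genes of cell division and DNA metabolism that the paper names here could not be matched by name. The lists of these functions held only other genes, 1 cell wall gene (*murA2*) and 2 DNA replication genes, with medians of 0.11 and -0.16 at 40 °C.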

To further analyze the transcriptome profile of the Δ*ctsR*Δ*hrcA*::*cat* mutant grown at 28°C and 40°C, over-representative functional classes were identified (Figure 3). The BiNGO analysis tool was used to compare the Δ*ctsR*Δ*hrcA*::*cat* strain to the wild type, indicating that functional classes associated with cell envelope remodeling were induced, including the main class “cell envelope” with the sub-class “surface polysaccharides, lipopolysaccharides and antigens”, which were induced at both temperatures of growth. In addition, the main classes “cellular processes” and “DNA metabolism” were temperature-independently induced. Temperature specific cell envelope remodeling was also apparent from over-representation of the main class “fatty acid and phospholipid metabolism” when grown at 28°C, while several subclasses of cell surface proteins (“LPxTG anchored”, “membrane bound”, and “other”) were over-represented at 40°C. The main class “protein synthesis” was reduced in the *ctsR* and *hrcA* deficient strain only when grown at 40°C (Figure 3). 

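The functional groups of the double mutant were compared at both temperatures as gene lists. At 28 °C the 13 *fab* genes had a median log2 fold change of 1.45 (camera adjusted p = 2.82e-08, adjusted p = 0.323 with an estimated correlation), with none past the threshold. The capsule genes of *cps2* had 0.40 (camera adjusted p = 0.00227, adjusted p = 0.453 with an estimated correlation) and those of *cps3* -0.39 (adjusted p = 0.00474, and adjusted p = 0.517 with an estimated correlation). Of the cell surface protein genes at 28 °C, lp_3178 alone passed, as lower. The cultures of the double mutant differed in the *fab* locus by 1.16 at 28 °C and 0.68 at 40 °C on the log2 scale. From such classes, the paper concludes that the cell uses adaptable, temperature-dependent systems with many cell envelope functions to compensate for the absence of CtsR and HrcA.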

Taken together, these data indicate that the cell employs highly adaptable, temperature-dependent systems involving many cell envelope associated functional classes to compensate for the absence of CtsR and HrcA regulation and that the expression of a large variety of additional genes appeared to be modulated compared to deregulation of one of the transcription factors.

### HrcA and/or CtsR are required for hydrogen peroxide resistance regulation in *L. plantarum*

Besides involvement of CtsR and HrcA to combat temperature stress, it is known that the transcription factors are associated with other stresses. To evaluate whether *ctsR* and/or *hrcA* may be involved in gastrointestinal (GI)-tract survival, the overlap between the differentially expressed genes in the constructed mutant and the genes identified as being induced in the murine intestine [52] were compared, revealing a substantial overlap (26%) with the genes that were induced in the *ctsR* deletion mutant compared to the wild type grown at 40°C. In addition, *L. plantarum* WCFS1 genes differentially expressed in response to porcine bile exposure [53], were also affected by the *ctsR* gene deletion when grown at 40°C (27%), albeit in the opposite direction. The possible role(s) of CtsR and/or HrcA in bile-stress response and tolerance was investigated by determination of the relative bile-tolerance of the three mutants relative to the wild type, revealing no significant role of either *ctsR* or *hrcA* in growth in the presence of bile (MRS containing 0.1% porcine bile; data not shown), suggesting that the *ctsR* and *hrcA* regulators do not play a role in bile tolerance. Although we cannot rule out the occurrence of polar effects that may have altered the expression some genes. In addition, the 3 mutant strains also displayed similar survival characteristics as the wild type in an *in vitro* assay that aims to mimic conditions encountered in the GI-tract [40]. Overall, these data suggest that although deregulation of CtsR and HrcA affects the expression of genes that were also differentially expressed under conditions relevant for the GI-tract, no experimental support could be found for a role of the *ctsR* and/or *hrcA* responses in survival under these conditions.

Another comparison between gene expression profiles of the Δ*ctsR*Δ*hrcA*::*cat* strain grown at 28°C and the response of *L. plantarum* to hydrogen peroxide [36], also revealed overlapping responses (21%). 

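In Δ*ctsR*Δ*hrcA*::*cat* at 28 °C, lp_1163 had a log2 fold change of -0.58 (standard error 0.29, n = 2 cultures per group) against the wild type and did not pass the threshold. The genes lp_0168, lp_0169 and lp_0170 of dihydroxyacetone kinase had -0.48, -0.47 and -0.64 at 28 °C, and -0.91, -1.07 and -0.70 at 40 °C, none past the threshold. The *dak* locus had a median of -0.48 at 28 °C (camera adjusted p = 0.159) and -0.80 at 40 °C (adjusted p = 0.0193, and adjusted p = 0.466 with an estimated correlation). In the same strain the *cps1* genes had positive medians at both temperatures.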

Analogous to what was observed for the bile responses (see above), the direction of gene expression changes were opposite for a number of genes affected both by H_2_O_2_ exposure, i.e., H_2_O_2_ induced expression of *lp*_*1163*, *dak1B*, *dak2*, *dak3*, *lp*_*1539*, the *cps1*-cluster and the Δ*ctsR*Δ*hrcA*::*cat* mutation elicited their repression. To evaluate the potential involvement of *ctsR* and *hrcA* in the oxidative-stress response and cognate tolerance towards H_2_O_2_ exposure, the wild type and mutant strains were grown to the exponential phase of growth (OD_600_ of 1.0) and their rate of loss of survival upon lethal H_2_O_2_ exposure (40 mM H_2_O_2_[54]), was followed over time by enumeration of colony forming units (Figure 6A). Compared to the wild-type strain, the Δ*ctsR* strain displayed similar rates of loss of survival, while the Δ*hrcA*::*cat* and especially the Δ*ctsR*Δ*hrcA*::*cat* strain were substantially reduced in their capability to tolerate H_2_O_2_ compared to the wild-type strain. This was already apparent after relatively short exposure to lethal peroxide stress levels, as is illustrated by the 10-fold reduced viability of the Δ*ctsR*Δ*hrcA*::*cat* strain after 10 min exposure to peroxide relative to the wild-type (Figure 6A). To quantitatively compare the data, a reparameterized Weibull model was fitted to the inactivation data according to Metselaar *et al*. [51]. In this adjusted Weibull model, the time to the first 4 decimal reductions (*t*_*4D*_) was calculated (Figure 6B). Shaping parameter *β* was comparable between the wild type and the variants, ranging from 2.20 to 3.42. The Δ*ctsR*Δ*hrcA*::*cat* strain showed a significant lower *t*_*4D*_ compared to the wild type (Figure 6B). In conclusion, these data underline that deregulation of the HrcA and CtsR regulons influences H_2_O_2_ tolerance.

**Figure 6:**
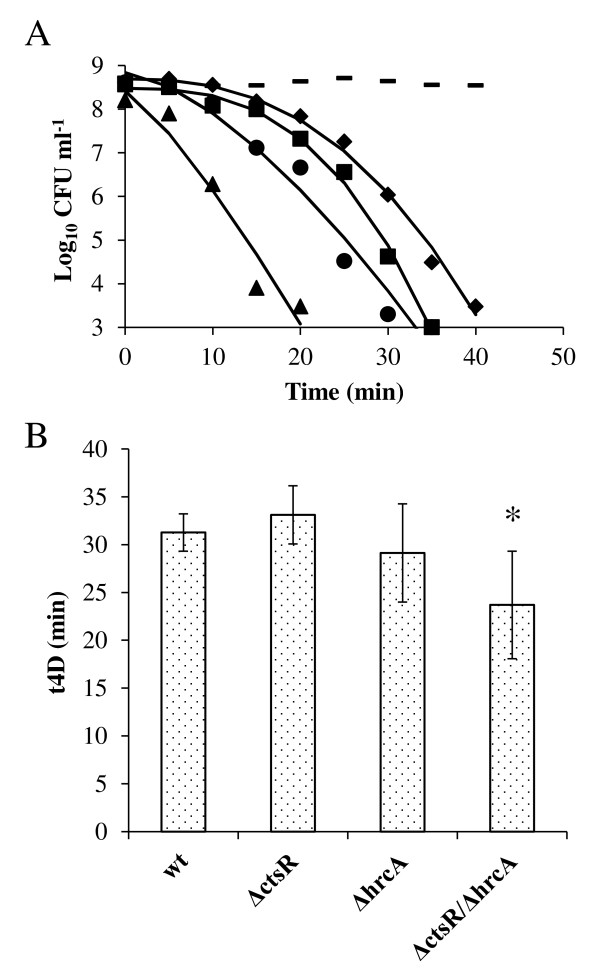
**Involvement of CtsR and HrcA in hydrogen peroxide resistance. A)** Colony forming units of *L. plantarum* WCFS1 (wt, squares), NZ3410 (Δ*ctsR*, diamonds), NZ3425^CM^ (Δ*hrcA*, circles), and NZ3423^CM^ (Δ*ctsR*Δ*hrcA*, triangles) cultures when subjected to 40 mM H_2_O_2_ exposure. As a control, the Δ*ctsR*Δ*hrcA* strain was taken for incubation in PBS without H_2_O_2_ (dashes). Lines indicate the fitted reparameterized Weibull model data. Data shown are representative for 3 independent experiments. **B)** Time to the first 4 log_10_ reductions (*t*_*4D*_) for the same strains as in panel A. The *t*_*4D*_-value is the parameter estimate obtained by fitting a reparameterized Weibull model through the data and average for the 4 experiments. Error bars represent the 95% confidence interval of the parameter estimate. Significant difference from the wt (*p* < 0.05) is indicated by *.

## Discussion

In this paper, transcriptome profiles of *L. plantarum* WCFS1 were determined at reference and elevated temperatures. In the wild type strain, elevated temperature induced relatively major alterations in gene expression patterns. Many of these alterations suggest that adaptation of the cell envelope architecture is among the most important adaptive responses to elevated temperature. Relative to growth at 28°C, growth at 40°C induced the expression of several of the predicted CtsR and/or HrcA regulon members, e.g., *groES*, *groEL*, *clpP*, *clpB*, *clpE*, and *hsp1*[32,33]. This is in accordance with a study by Russo *et al*. that performed a global proteomic analysis of *L. plantarum* WCFS1 and a Δ*ctsR* mutant strain under optimal and heat stressed conditions [55]. Growth characteristics of the HrcA and CtsR deficient strains were considerably different from those of the wild-type, which was especially apparent from the mutants’ phenotype at 42°C. At this temperature, CtsR appeared to be required for maximum specific growth rates, while HrcA deletion increased colony forming capacity. Although the mechanism underlying the latter observation remains to be elucidated, it is most likely explained by culture-robustness heterogeneity, which in the *hrcA* deletion strain had shifted towards an average higher robustness level. While in several other organisms, *ctsR* mutation has been shown to enhance survival under stress conditions [56-59] this seemed not to be the case for *L. plantarum*, which is in agreement with previous studies in this organism [31]. Conversely, the enhanced colony forming capacity of the *hrcA* mutant at 42°C can be related to the deregulation of the class I stress response network, which is in agreement with the observation that similar mutations in other species enhanced their robustness under stress conditions [59,60]. However, in *Listeria monocytogenes*, *hrcA* deletion is suggested to be associated with increased heat sensitivity [61]. Overall, the impact of deregulation of the class I and class III stress responses on bacterial robustness is not very consistent and seems to vary considerably between species, which implies that extrapolation of the results obtained in specific species or strains to other organisms should be performed with great care.

To understand the HrcA and CtsR mediated stress adaptation, transcriptome analyses were performed comparing the transcriptional profiles of the HrcA- and CtsR-deficient strains at 28°C and 40°C. In addition, to unravel the intertwinement of the class I and class III stress response networks, a strain that lacked both repressors was included in this study. Transcriptome analyses of similar single mutants of either *hrcA* or *ctsR* have been reported for other species [4,62-66], and mutants lacking both repressors have been constructed in *Listeria monocytogenes*[62] and in *Staphylococcus aureus*[66]. Nevertheless, to the best of our knowledge, this study presents the first transcriptome analysis of a strain that is deficient for both regulators. Of the predicted *hrcA* regulon members, no altered expression pattern was detected for the *grpE*, *dnaK* and *dnaJ* genes, which may be due to the involvement of additional regulatory factors in the control of expression of this chaperone genecluster. For example, it has been demonstrated that carbon catabolite control mediated through CcpA can affect the expression of the *groELS* and *dnaK* operons in *L. plantarum*, and that in a CcpA-deficient strain the expression of these functions could not be fully induced leading to reduced stress tolerance levels. 

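*grpE*, *dnaK* and *dnaJ*, for the DnaK chaperone and its partners, stayed within 0.5 of the wild type on the log2 scale in all mutants at both temperatures. Their log2 fold changes in Δ*hrcA*::*cat* at 40 °C were 0.30 (standard error 0.22), 0.18 (standard error 0.17) and 0.10 (standard error 0.19). In Δ*ctsR*Δ*hrcA*::*cat* they had 0.37, 0.25 and 0.22 at 28 °C and -0.29, -0.41 and 0.25 at 40 °C. None passed the threshold (n = 2 cultures per group). In the wild type, *grpE* had 0.23, *dnaK* 0.26 and *dnaJ* -0.08 between 28 and 40 °C, without passing.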

Although these observations may not completely explain the lack of activation of *dnaK* operon expression in the *hrcA* mutant, they clearly imply that CcpA-activation could contribute to expression of the *dnaK* operon [67,68]. Moreover, in other organisms, e.g. in *Streptococcus pneumonia*, the transcription of the *dnaK* and *groEL* operons is regulated by the medium concentration of Ca^2+^ as well as by HrcA [69], suggesting that additional environmental factors may modulate *hrcA* regulation of specific target genes and operons of its regulon. Although *lp*_*0726* is a predicted *hrcA* regulon member, its transcription level was increased in the Δ*ctsR* and Δ*ctsR*Δ*hrcA*::*cat* mutants. 

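lp_0726, a gene of a membrane-bound protease of the CAAX family beside *groEL*, was higher in both strains that lack *ctsR* at 40 °C. Its log2 fold change was 1.11 in Δ*ctsR* (adjusted p = 0.026) and 1.23 in Δ*ctsR*Δ*hrcA*::*cat* (adjusted p = 0.022), each with a standard error of 0.22 (n = 2 cultures per group). At 28 °C it had 0.88 (adjusted p = 0.29) and 0.47 (adjusted p = 0.75) without passing. Its values in Δ*hrcA*::*cat* were -0.12 at 28 °C and -0.23 at 40 °C.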

Besides transcriptional changes in the predicted regulons, *hrcA* and *ctsR* mutation led to a differential expression of genes involved in many functional classes during control and elevated temperature.

One of the deteriorating consequences encountered by cells growing at temperatures that can be considered as stress temperatures is denaturation and aggregation of proteins [70]. Lack of appropriate control of both the protein folding support (chaperones) and protein quality (Clp proteolysis) may elicit complementing gene expression responses involving genes belonging to different functional classes and affecting numerous cellular processes. These responses may include altered levels of regulator proteins in the cell, which may elicit changes in expression of a variety of regulons. Moreover, the levels of regulator protein may be differentially affected by the temperature of growth, leading to temperature-specific response of various regulatory networks, as was observed in this study. The drastic transcriptome changes elicited in the strain that lacks both CtsR and HrcA at control temperature is illustrative for the magnitude and complexity of the response required for the compensation for the deregulation of both class I and III stress responses. In addition, the results pinpoint that cell envelope remodeling plays an important role in the temperature adaptation in the wild-type strain, but is also prominently affected by the disruption of class I and III stress response networks. Intriguingly, it has been proposed that in prokaryotes heat shock responses are predominantly controlled by the membrane physical state [71-73], which is in agreement with the finding that adaptive responses include many membrane and envelope modulating functions. Moreover, HrcA has been proposed to be a membrane-associated protein in *Helicobacter pylori*, and even an integral membrane protein in *Streptococcus pneumoniae*. In addition, the *hrcA*-regulon member GroELS of *Escherichia coli* is involved in folding of both soluble and membrane-associated proteins, while concomitantly stabilizing lipid membranes [49,74,75].

To understand the role of HrcA and CtsR in other stress conditions besides elevated temperature, the deregulation responses in the *hrcA* and *ctsR* mutant strains were compared with responses in the wild-type *L. plantarum* strain upon its exposure to specific stress conditions. The mutant lacking both *ctsR* and *hrcA* displayed significant decreased H_2_O_2_ tolerance levels compared with the wild type, suggesting that appropriate classI and III stress-regulation are required for optimal peroxide stress adaptation in *L. plantarum*. Downregulation of genes encoding proteins involved in membrane lipid synthesis (*dak1B*, *dak2*, *dak3*, and *lp*_*1539*) and cell wall (*cps1* cluster) in this mutant possibly induce cell envelope modifications that weaken the cell when exposed to peroxide stress. Furthermore, class I and class III stress responses were previously reported to be involved in oxidative stress tolerance in *Fusobacterium nucleatum*, which was associated to induction of ClpB and DnaK in response to H_2_O_2_ stress [76]. A potentially more indirect link may exist between the Clp protease and H_2_O_2_ stress responses in *B. subtilis*, where Clp protease activity is involved in regulation of Spx [21], which in its turn was shown to be induced upon H_2_O_2_ exposure [77].

Overall, deregulation of the CtsR and HrcA regulons in *L. plantarum* elicits compensatory responses that can be characterized by differential transcriptome analyses. These analyses reveal the modulation of several major functional classes, which appears to be temperature-dependent. Therefore, proper control of the CtsR and HrcA regulons are essential for maintaining optimal cell function in changing environments. Moreover, gene regulatory network reconstructions are essential to survey the full regulatory response of an organism. In these networks, the role of the canonical class I and III stress response regulators will be of great importance, because of their pleiotropic character.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

HvB-vdV, MW, PAB, and MK designed the experiments, HvB-vdV and RB performed the experiments, HvB-vdV, RB, MW, PAB, and MK interpreted the data, and HvB-vdV, PAB, and MK drafted and revised the manuscript. All authors approved the version of the manuscript to be published.

## Supplementary Material

Additional file 1: Figure S1 Hybridization scheme for DNA microarrays using cDNA derived from *L. plantarum* WCFS1 (WT), NZ3410 (Δ*ctsR*; dC), NZ3425CM (Δ*hrcA::cat*; dH), and NZ3423CM (Δ*ctsR*Δ*hrcA::cat*; dCdH). Temperature in C° is indicated after the slash. Duplicates were included (between brackets) and circled number indicates hybridization number. Tail and head of the arrow represent Cy3 and Cy5 labeling, respectively. Click here for file

Additional file 2: Table S1 Differentially regulated genes in *L. plantarum* WCFS1 grown at 40°C compared to 28°C. Click here for file

Additional file 3: Table S2 Abbreviations used in Figure 4. Click here for file

## References

[B1] LiHCaoYLactic acid bacterial cell factories for gamma-aminobutyric acidAmino Acids20103951107111610.1007/s00726-010-0582-720364279

[B2] BourdichonFCasaregolaSFarrokhCFrisvadJCGerdsMLHammesWPHarnettJHuysGLaulundSOuwehandAFood fermentations: microorganisms with technological beneficial useInt J Food Microbiol20121543879710.1016/j.ijfoodmicro.2011.12.03022257932

[B3] AhrneSNobaekSJeppssonBAdlerberthIWoldAEMolinGThe normal *Lactobacillus* flora of healthy human rectal and oral mucosaJ Appl Microbiol1998851889410.1046/j.1365-2672.1998.00480.x9721659

[B4] LeeNKYunCWKimSWChangHIKangCWPaikHDScreening of Lactobacilli derived from chicken feces and partial characterization of *Lactobacillus acidophilus* A12 as an animal probioticsJ Microbiol Biotechnol200818233834218309281

[B5] SiezenRJTzenevaVACastioniAWelsMPhanHTRademakerJLStarrenburgMJKleerebezemMMolenaarDVan Hylckama VliegJEPhenotypic and genomic diversity of *Lactobacillus plantarum* strains isolated from various environmental nichesEnviron Microbiol201012375877310.1111/j.1462-2920.2009.02119.x20002138

[B6] FAO/WHOEvaluation of Health and Nutritional Properties of Powder Milk with Live Lactic Acid BacteriaReport of FAO/WHO expert consultation 1–4 October2001

[B7] LebeerSVanderleydenJDe KeersmaeckerSCHost interactions of probiotic bacterial surface molecules: comparison with commensals and pathogensNat Rev Microbiol20108317118410.1038/nrmicro229720157338

[B8] KleerebezemMHolsPBernardERolainTZhouMSiezenRJBronPAThe extracellular biology of the lactobacilliFEMS Microbiol Rev201034219923010.1111/j.1574-6976.2009.00208.x20088967

[B9] Van de GuchteMSerrorPChervauxCSmokvinaTEhrlichSDMaguinEStress responses in lactic acid bacteriaAntonie Van Leeuwenhoek2002821–418721612369188

[B10] De AngelisMGobbettiMEnvironmental stress responses in *lactobacillus*: a reviewProteomics20044110612210.1002/pmic.20030049714730676

[B11] SpanoGMassaSEnvironmental stress response in wine lactic acid bacteria: beyond *bacillus subtilis*Crit Rev Microbiol2006322778610.1080/1040841060070980016809231

[B12] MillsSStantonCFitzgeraldGRossRPEnhancing the stress responses of probiotics for a lifestyle from gut to product and back againMicrob Cell Fact201110Suppl 11510.1186/1475-2859-10-S1-S1521995734PMC3231925

[B13] SchumannWThe *Bacillus subtilis* heat shock stimulonCell Stress Chaperones20038320721710.1379/1466-1268(2003)008<0207:TBSHSS>2.0.CO;214984053PMC514873

[B14] DarmonENooneDMassonABronSKuipersOPDevineKMvan DijlJMA novel class of heat and secretion stress-responsive genes is controlled by the autoregulated CssRS two-component system of *Bacillus subtilis*J Bacteriol2002184205661567110.1128/JB.184.20.5661-5671.200212270824PMC139597

[B15] HelmannJDWuMFKobelPAGamoFJWilsonMMorshediMMNavreMPaddonCGlobal transcriptional response of *Bacillus subtilis* to heat shockJ Bacteriol2001183247318732810.1128/JB.183.24.7318-7328.200111717291PMC95581

[B16] NarberhausFNegative regulation of bacterial heat shock genesMol Microbiol19993111810.1046/j.1365-2958.1999.01166.x9987104

[B17] CorcoranBMStantonCFitzgeraldGRossRPLife under stress: the probiotic stress response and how it may be manipulatedCurr Pharm Des200814141382139910.2174/13816120878448022518537661

[B18] Van Bokhorst-van de VeenHBronPAWelsMKleerebezemMTsakalidou E, Papadimitriou KEngineering robust lactic acid bacteriaStress Responses of Lactic Acid Bacteria2011US: Springer369394

[B19] ElsholzAKGerthUHeckerMRegulation of CtsR activity in low GC, Gram + bacteriaAdv Microb Physiol2010571191442107844210.1016/B978-0-12-381045-8.00003-5

[B20] DerreIRapoportGMsadekTCtsR, a novel regulator of stress and heat shock response, controls *clp* and molecular chaperone gene expression in Gram-positive bacteriaMol Microbiol199931111713110.1046/j.1365-2958.1999.01152.x9987115

[B21] FreesDSavijokiKVarmanenPIngmerHClp ATPases and ClpP proteolytic complexes regulate vital biological processes in low GC, Gram-positive bacteriaMol Microbiol20076351285129510.1111/j.1365-2958.2007.05598.x17302811

[B22] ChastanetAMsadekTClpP of *Streptococcus salivarius* is a novel member of the dually regulated class of stress response genes in Gram-positive bacteriaJ Bacteriol2003185268368710.1128/JB.185.2.683-687.200312511518PMC145324

[B23] MarcoMLPavanSKleerebezemMTowards understanding molecular modes of probiotic actionCurr Opin Biotechnol200617220421010.1016/j.copbio.2006.02.00516510275

[B24] VesaTPochartPMarteauPPharmacokinetics of *Lactobacillus plantarum* NCIMB 8826, *Lactobacillus fermentum* KLD, and *Lactococcus lactis* MG 1363 in the human gastrointestinal tractAliment Pharmacol Ther200014682382810.1046/j.1365-2036.2000.00763.x10848668

[B25] Van Bokhorst-van de VeenHvan SwamIWelsMBronPAKleerebezemMCongruent strain specific intestinal persistence of *Lactobacillus plantarum* in an intestine-mimicking *in vitro* system and in human volunteersPLoS ONE2012794458810.1371/journal.pone.0044588PMC343526422970257

[B26] KleerebezemMBoekhorstJvan KranenburgRMolenaarDKuipersOPLeerRTarchiniRPetersSASandbrinkHMFiersMWComplete genome sequence of *Lactobacillus plantarum* WCFS1Proc Natl Acad Sci USA200310041990199510.1073/pnas.033770410012566566PMC149946

[B27] TeusinkBVan EnckevortFHFranckeCWiersmaAWegkampASmidEJSiezenRJ*In silico* reconstruction of the metabolic pathways of *Lactobacillus plantarum*: comparing predictions of nutrient requirements with those from growth experimentsAppl Environ Microbiol200571117253726210.1128/AEM.71.11.7253-7262.200516269766PMC1287688

[B28] TeusinkBWiersmaAMolenaarDFranckeCde VosWMSiezenRJSmidEJAnalysis of growth of *Lactobacillus plantarum* WCFS1 on a complex medium using a genome-scale metabolic modelJ Biol Chem200628152400414004810.1074/jbc.M60626320017062565

[B29] LambertJMBongersRSKleerebezemMCre-*lox*-based system for multiple gene deletions and selectable-marker removal in *Lactobacillus plantarum*Appl Environ Microbiol20077341126113510.1128/AEM.01473-0617142375PMC1828656

[B30] FioccoDCollinsMMuscarielloLHolsPKleerebezemMMsadekTSpanoGThe *Lactobacillus plantarum ftsH* gene is a novel member of the CtsR stress response regulonJ Bacteriol200919151688169410.1128/JB.01551-0819074391PMC2648225

[B31] FioccoDCapozziVCollinsMGalloneAHolsPGuzzoJWeidmannSRieuAMsadekTSpanoGCharacterization of the CtsR stress response regulon in *Lactobacillus plantarum*J Bacteriol2010192389690010.1128/JB.01122-0919933364PMC2812460

[B32] WelsMFranckeCKerkhovenRKleerebezemMSiezenRJPredicting *cis*-acting elements of *Lactobacillus plantarum* by comparative genomics with different taxonomic subgroupsNucleic Acids Res20063471947195810.1093/nar/gkl13816614445PMC1435977

[B33] WelsMOvermarsLFranckeCKleerebezemMSiezenRJReconstruction of the regulatory network of *Lactobacillus plantarum* WCFS1 on basis of correlated gene expression and conserved regulatory motifsMicrob Biotechnol20114333334410.1111/j.1751-7915.2010.00217.x21375715PMC3818992

[B34] PieterseBLeerRJSchurenFHVan der WerfMJUnravelling the multiple effects of lactic acid stress on *Lactobacillus plantarum* by transcription profilingMicrobiology2005151Pt 12388138941633993410.1099/mic.0.28304-0

[B35] SerranoLMMolenaarDWelsMTeusinkBBronPADe VosWMSmidEJThioredoxin reductase is a key factor in the oxidative stress response of *Lactobacillus plantarum* WCFS1Microb Cell Fact2007612910.1186/1475-2859-6-2917725816PMC2174512

[B36] StevensMJATranscriptiome Response of Lactobacillus Plantarum to Global Regulator Deficiency, Stress and other Environmental Conditions2008Wageningen: Thesis Wageningen University

[B37] FioccoDCapozziVGoffinPHolsPSpanoGImproved adaptation to heat, cold, and solvent tolerance in *Lactobacillus plantarum*Appl Microbiol Biotechnol2007774610.1007/s00253-007-1228-x17960374

[B38] Van Bokhorst-van De VeenHAbeeTTempelaarsMBronPAKleerebezemMMarcoMLShort- and long-term adaptation to ethanol stress and its cross-protective consequences in *Lactobacillus plantarum*Appl Environ Microbio201177155247525610.1128/AEM.00515-11PMC314742821705551

[B39] BronPAMeijerMBongersRSDe VosWMKleerebezemMDynamics of competitive population abundance of *Lactobacillus plantarum ivi* gene mutants in faecal samples after passage through the gastrointestinal tract of miceJ Appl Microbiol200710351424143410.1111/j.1365-2672.2007.03376.x17953553

[B40] Van Bokhorst-van De VeenHLeeICMarcoMLWelsMBronPAKleerebezemMModulation of *Lactobacillus plantarum* gastrointestinal robustness by fermentation conditions enables identification of bacterial robustness markersPLoS ONE201277e3905310.1371/journal.pone.003905322802934PMC3389004

[B41] MeijerinkMvan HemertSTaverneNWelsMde VosPBronPASavelkoulHFvan BilsenJKleerebezemMWellsJMIdentification of genetic loci in *Lactobacillus plantarum* that modulate the immune response of dendritic cells using comparative genome hybridizationPLoS ONE201055e1063210.1371/journal.pone.001063220498715PMC2869364

[B42] MarcoMLPetersTHBongersRSMolenaarDVan HemertSSonnenburgJLGordonJIKleerebezemMLifestyle of *Lactobacillus plantarum* in the mouse caecumEnviron Microbiol200911102747275710.1111/j.1462-2920.2009.02001.x19638173PMC2978903

[B43] YangYHDudoitSLuuPLinDMPengVNgaiJSpeedTPNormalization for cDNA microarray data: a robust composite method addressing single and multiple slide systematic variationNucleic Acids Res2002304e1510.1093/nar/30.4.e1511842121PMC100354

[B44] KuipersOPKokJTrellesOGarcia de la NavaJVan HijumSAMicroPreP: a cDNA microarray data pre-processing frameworkAppl Bioinformatics20032424124415130795

[B45] BaldiPLongADA Bayesian framework for the analysis of microarray expression data: regularized t -test and statistical inferences of gene changesBioinformatics200117650951910.1093/bioinformatics/17.6.50911395427

[B46] ShannonPMarkielAOzierOBaligaNSWangJTRamageDAminNSchwikowskiBIdekerTCytoscape: a software environment for integrated models of biomolecular interaction networksGenome Res200313112498250410.1101/gr.123930314597658PMC403769

[B47] MaereSHeymansKKuiperMBiNGO: a Cytoscape plugin to assess overrepresentation of gene ontology categories in biological networksBioinformatics200521163448344910.1093/bioinformatics/bti55115972284

[B48] BaileyTLBodenMBuskeFAFrithMGrantCEClementiLRenJLiWWNobleWSMEME SUITE: tools for motif discovery and searchingNucleic Acids Res200937Web Server issue20220810.1093/nar/gkp335PMC270389219458158

[B49] TorokZHorvathIGoloubinoffPKovacsEGlatzABaloghGVighLEvidence for a lipochaperonin: association of active protein-folding GroESL oligomers with lipids can stabilize membranes under heat shock conditionsProc Natl Acad Sci USA19979462192219710.1073/pnas.94.6.21929122170PMC20063

[B50] BronPAMarcoMHofferSMVan MullekomEDe VosWMKleerebezemMGenetic characterization of the bile salt response in *Lactobacillus plantarum* and analysis of responsive promoters *in vitro* and *in situ* in the gastrointestinal tractJ Bacteriol2004186237829783510.1128/JB.186.23.7829-7835.200415547253PMC529069

[B51] MetselaarKIDen BestenHMAbeeTMoezelaarRZwieteringMHIsolation and quantification of highly acid resistant variants of *Listeria monocytogenes*Int J Food Microbiol2013166350851410.1016/j.ijfoodmicro.2013.08.01124051176

[B52] BronPAGrangetteCMercenierADe VosWMKleerebezemMIdentification of *Lactobacillus plantarum* genes that are induced in the gastrointestinal tract of miceJ Bacteriol2004186175721572910.1128/JB.186.17.5721-5729.200415317777PMC516819

[B53] BronPAMolenaarDDe VosWMKleerebezemMDNA micro-array-based identification of bile-responsive genes in *Lactobacillus plantarum*J Appl Microbiol2006100472873810.1111/j.1365-2672.2006.02891.x16553727

[B54] StevensMJMolenaarDDe JongADe VosWMKleerebezemMInvolvement of the mannose phosphotransferase system of *Lactobacillus plantarum* WCFS1 in peroxide stress toleranceAppl Environ Microbiol201076113748375210.1128/AEM.00073-1020363783PMC2876449

[B55] RussoPDe la LuzMMCapozziVDe PalenciaPFLopezPSpanoGFioccoDComparative proteomic analysis of *Lactobacillus plantarum* WCFS1 and delta*ctsR* mutant strains under physiological and heat stress conditionsInt J Mol Sci201213910680106962310981610.3390/ijms130910680PMC3472708

[B56] HufnerEMarkietonTChaillouSCrutz-Le CoqAMZagorecMHertelCIdentification of *Lactobacillus sakei* genes induced during meat fermentation and their role in survival and growthAppl Environ Microbiol20077382522253110.1128/AEM.02396-0617308175PMC1855608

[B57] NairSDerreIMsadekTGaillotOBerchePCtsR controls class III heat shock gene expression in the human pathogen *Listeria monocytogenes*Mol Microbiol200035480081110.1046/j.1365-2958.2000.01752.x10692157

[B58] KaratzasKABennikMHCharacterization of a *Listeria monocytogenes* Scott A isolate with high tolerance towards high hydrostatic pressureAppl Environ Microbiol20026873183318910.1128/AEM.68.7.3183-3189.200212088993PMC126791

[B59] ZottaTAsterinouKRossanoRRicciardiAVarcamontiMParenteEEffect of inactivation of stress response regulators on the growth and survival of *Streptococcus thermophilus* Sfi39Int J Food Microbiol2009129321122010.1016/j.ijfoodmicro.2008.11.02419128851

[B60] SchulzASchumannW*hrcA*, the first gene of the *Bacillus subtilis* dnaK operon encodes a negative regulator of class I heat shock genesJ Bacteriol1996178410881093857604210.1128/jb.178.4.1088-1093.1996PMC177769

[B61] HuYOliverHFRaengpradubSPalmerMEOrsiRHWiedmannMBoorKJTranscriptomic and phenotypic analyses suggest a network between the transcriptional regulators HrcA and sigmaB in *Listeria monocytogenes*Appl Environ Microbiol200773247981799110.1128/AEM.01281-0717965207PMC2168140

[B62] ElsholzAKHempelKPotherDCBecherDHeckerMGerthUCtsR inactivation during thiol-specific stress in low GC, Gram + bacteriaMol Microbiol201179377278510.1111/j.1365-2958.2010.07489.x21208299

[B63] Van BaarlenPTroostFvan der MeerCHooiveldGBoekschotenMBrummerRJKleerebezemMHuman mucosal *in vivo* transcriptome responses to three lactobacilli indicate how probiotics may modulate human cellular pathwaysProc Natl Acad Sci USA2011108Suppl 1456245692082323910.1073/pnas.1000079107PMC3063594

[B64] HummelenRVosAPVan't LandBVan NorrenKReidGAltered host-microbe interaction in HIV: a target for intervention with pro- and prebioticsInt Rev Immunol201029548551310.3109/08830185.2010.50531020839912

[B65] RoncaratiDDanielliASpohnGDelanyIScarlatoVTranscriptional regulation of stress response and motility functions in *Helicobacter pylori* is mediated by HspR and HrcAJ Bacteriol2007189207234724310.1128/JB.00626-0717693507PMC2168435

[B66] ChastanetAFertJMsadekTComparative genomics reveal novel heat shock regulatory mechanisms in *Staphylococcus aureus* and other Gram-positive bacteriaMol Microbiol20034741061107310.1046/j.1365-2958.2003.03355.x12581359

[B67] CastaldoCSicilianoRAMuscarielloLMarascoRSaccoMCcpA affects expression of the *groESL* and *dnaK* operons in *Lactobacillus plantarum*Microb Cell Fact200653510.1186/1475-2859-5-3517129387PMC1676014

[B68] MazzeoMFCacaceGPelusoAZottaTMuscarielloLVastanoVParenteESicilianoRAEffect of inactivation of *ccpA* and aerobic growth in *lactobacillus plantarum*: a proteomic perspectiveJ Proteomics201275134050406110.1016/j.jprot.2012.05.01922634038

[B69] KimSNBaeYGRheeDKDual regulation of *dnaK* and *groE* operons by HrcA and Ca++ in *Streptococcus pneumoniae*Arch Pharm Res200831446246710.1007/s12272-001-1179-418449503

[B70] SomeroGNProteins and temperatureAnnu Rev Physiol199557436810.1146/annurev.ph.57.030195.0003557778874

[B71] PortaATorokZHorvathIFranceschelliSVighLMarescaBGenetic modification of the *Salmonella* membrane physical state alters the pattern of heat shock responseJ Bacteriol201019271988199810.1128/JB.00988-0920139186PMC2838041

[B72] PortaAElettoATorokZFranceschelliSGlatzAVighLMarescaBChanges in membrane fluid state and heat shock response cause attenuation of virulenceJ Bacteriol201019271999200510.1128/JB.00990-0920139193PMC2838053

[B73] CoucheneyFGalLBeneyLLherminierJGervaisPGuzzoJA small HSP, Lo18, interacts with the cell membrane and modulates lipid physical state under heat shock conditions in a lactic acid bacteriumBiochim Biophys Acta200517201–292981647255610.1016/j.bbamem.2005.11.017

[B74] KwonHYKimEHTranTDPyoSNRheeDKReduction-sensitive and cysteine residue-mediated *Streptococcus pneumoniae* HrcA oligomerization *in vitro*Mol Cells200927214915710.1007/s10059-009-0019-x19277496

[B75] RoncaratiDSpohnGTangoNDanielliADelanyIScarlatoVExpression, purification and characterization of the membrane-associated HrcA repressor protein of Helicobacter pyloriProtein Expr Purif200751226727510.1016/j.pep.2006.08.00216997572

[B76] SteevesCHPotrykusJBarnettDABearneSLOxidative stress response in the opportunistic oral pathogen *Fusobacterium nucleatum*Proteomics201111102027203710.1002/pmic.20100063121563313

[B77] TamLTAntelmannHEymannCAlbrechtDBernhardtJHeckerMProteome signatures for stress and starvation in *Bacillus subtilis* as revealed by a 2-D gel image color coding approachProteomics20066164565458510.1002/pmic.20060010016847875

# Supplementary material for: Transcriptome signatures of class I and III stress response deregulation in Lactobacillus plantarum reveal pleiotropic adaptation
**Source:** Microb Cell Fact. 2013 Nov 18;12:112. doi: 10.1186/1475-2859-12-112

Supplementary information related to:

Transcriptome signatures of class I and III stress response deregulation in *Lactobacillus plantarum* reveal pleiotropic adaptation

Running title: *ctsR* and *hrcA* deregulation in *L. plantarum* WCFS1

Hermien van Bokhorst-van de Veen, Roger S. Bongers, Michiel Wels, Peter A. Bron, and
Michiel Kleerebezem

Supplementary Figure S1

Hybridization scheme for DNA microarrays using cDNA derived from *L. plantarum* WCFS1 (WT), NZ3410 (Δ *ctsR*; dC), NZ3425^{CM} (Δ *hrcA::cat*; dH), and NZ3423^{CM} (Δ *ctsR* Δ *hrcA::cat*; dCdH). Temperature in C° is indicated after the slash. Duplicates were included (between brackets) and circled number indicates hybridization number. Tail and head of the arrow represent Cy3 and Cy5 labeling, respectively.

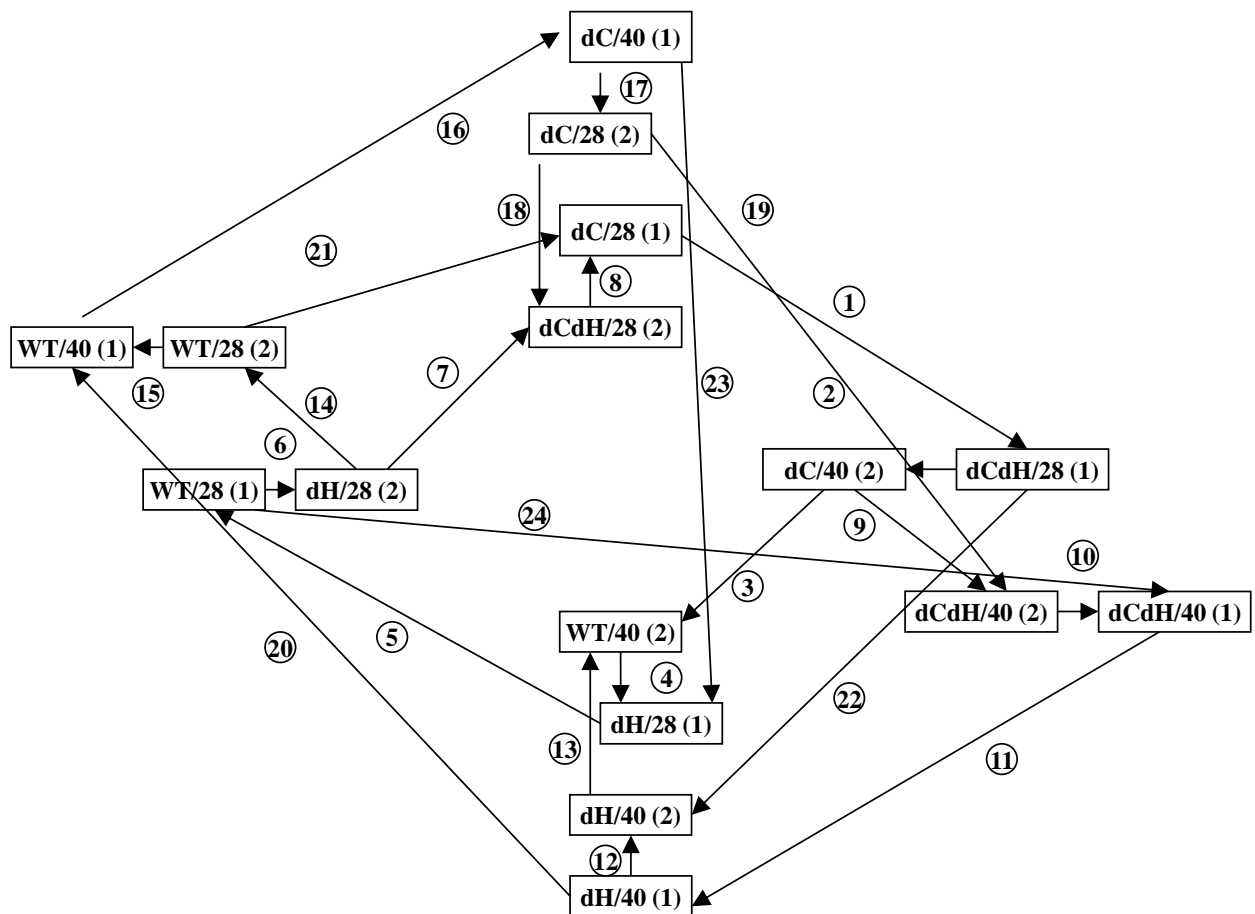

**Supplement:** Additional file 1: Figure S1 — Hybridization scheme for DNA microarrays using cDNA derived from L. plantarum WCFS1 (WT), NZ3410 (ΔctsR; dC), NZ3425CM (ΔhrcA::cat; dH), and NZ3423CM (ΔctsRΔhrcA::cat; dCdH). Temperature in C° is indicated after the slash. Duplicates were included (between brackets) and circled number indicates hybridization number. Tail and head of the arrow represent Cy3 and Cy5 labeling, respectively.

# Supplementary material for: Transcriptome signatures of class I and III stress response deregulation in Lactobacillus plantarum reveal pleiotropic adaptation
**Source:** Microb Cell Fact. 2013 Nov 18;12:112. doi: 10.1186/1475-2859-12-112
**Supplement:** Additional file 2: Table S1 — Differentially regulated genes in L. plantarum WCFS1 grown at 40°C compared to 28°C.

Supplementary information related to:

Transcriptome signatures of class I and III stress response deregulation in *Lactobacillus plantarum* reveal pleiotropic adaptation

Running title: *ctsR* and *hrcA* deregulation in *L. plantarum* WCFS1

Hermien van Bokhorst-van de Veen, Roger S. Bongers, Michiel Wels, Peter A. Bron, and
Michiel Kleerebezem

Supplementary Table S1. Differentially regulated genes in *L. plantarum* WCFS1 grown at 40°C compared to 28°C.

Locus	Name	Function	Fold-change<br>(40°C over<br>28°C) ^a	p-value ^b
<i>lp_1085</i>	aroA	phospho-2-dehydro-3-deoxyheptonate aldolase / chorismate mutase	0.491388	0.001534
<i>lp_1654</i>	trpD	anthranilate phosphoribosyltransferase	0.20588	8.92E-05
<i>lp_3283</i>	lp_3283	methionine synthase (cobalamine-independent), C-terminal domain (putative)	0.22902	0.000469
<i>lp_0528</i>	argC2	N-acetyl-gamma-glutamyl-phosphate reductase	0.475302	0.016291
<i>lp_3085</i>	asnB2	asparagine synthase (glutamine-hydrolysing)	0.473273	5.52E-10
<i>lp_2553</i>	hisI	phosphoribosyl-AMP cyclohydrolase	0.333045	0.011242
<i>lp_0571</i>	hom2	homoserine dehydrogenase	0.481099	9.46E-09
<i>lp_0572</i>	thrB	homoserine kinase	0.390696	1.44E-12
<i>lp_1296</i>	hemH	ferrochelataase	0.214405	2.13E-09
<i>lp_1546</i>	lp_1546	prenyltransferase	0.475679	1.75E-06
<i>lp_1491</i>	mobA	molybdopterin-guanine dinucleotide biosynthesis protein MobA (putative)	0.060745	1.28E-05
<i>lp_1494</i>	moeA	molybdopterin biosynthesis protein MoeA	0.473006	0.002091
<i>lp_0113</i>	thiM	hydroxyethylthiazole kinase	0.414601	0.000172
<i>lp_1470</i>	csd1	cysteine desulfurase	0.311174	2.45E-08
<i>lp_2620</i>	lp_2620	cell surface hydrolase, membrane-bound	0.480333	0.00017
<i>lp_2911</i>	lp_2911	membrane-bound protease, CAAX family	0.414687	4.85E-08
<i>lp_0297</i>	lp_0297	extracellular protein	0.366696	1.02E-09
<i>lp_1446</i>	lp_1446	extracellular protein	0.39904	0.04687
<i>lp_3067a</i>	lp_3067a	extracellular protein, C-terminal part	0.116892	0.001784
<i>lp_3178</i>	lp_3178	extracellular protein (putative)	0.219701	2.49E-06
<i>lp_3015</i>	lp_3015	extracellular transglycosylase (putative)	0.348796	3.03E-10
<i>lp_0107</i>	larC2	lactate racemization operon protein LarC, C-terminal domain	0.303601	0.002058
<i>lp_2361</i>	murA2	UDP-N-acetylglucosamine 1-carboxyvinyltransferase	0.498503	2.35E-08
<i>lp_3254</i>	lrgA	murein hydrolase export protein (putative)	0.271242	5.45E-07
<i>lp_3255</i>	lrgB	murein hydrolase regulator (putative)	0.404476	1.92E-08
<i>lp_0844</i>	licD	lipooligosaccharide cholinephosphotransferase (putative)	0.446015	9.53E-05
<i>lp_1215</i>	cps3A	glycosyltransferase	0.420076	2.58E-05
<i>lp_1220</i>	cps3D	polysaccharide biosynthesis protein (putative)	0.175414	8.18E-13
<i>lp_1221</i>	cps3E	polysaccharide biosynthesis protein (putative)	0.343674	2.38E-07
<i>lp_1222</i>	cps3F	polysaccharide polymerase	0.140322	4.75E-12
<i>lp_1224</i>	cps3G	polysaccharide biosynthesis protein (putative)	0.128029	1.19E-10
<i>lp_1225</i>	cps3H	polysaccharide biosynthesis protein (putative)	0.126239	1.91E-11
<i>lp_1226</i>	cps3I	O-acetyltransferase	0.27574	3.74E-06
<i>lp_1227</i>	cps3J	glycosyltransferase	0.108591	5.80E-12
<i>lp_1231</i>	lp_1231	oligosaccharide transporter (flippase)	0.266109	9.86E-11

<i>lp_2099</i>	cps4J	repeat unit transporter (flippase)	0.139545	3.25E-12
<i>lp_2100</i>	cps4I	glycosyltransferase	0.300885	1.06E-08
<i>lp_2101</i>	cps4H	polysaccharide polymerase	0.278324	2.21E-08
<i>lp_2102</i>	cps4G	glycosyltransferase	0.194461	1.95E-10
<i>lp_2103</i>	cps4F	glycosyltransferase	0.29232	1.26E-07
<i>lp_2104</i>	cps4E	priming glycosyltransferase	0.298552	1.45E-08
<i>lp_2106</i>	cps4C	polysaccharide biosynthesis protein; phosphatase (putative)	0.311304	6.36E-08
<i>lp_2498</i>	tagE4	poly(glycerol-phosphate) alpha-glucosyltransferase	0.338501	9.24E-06
<i>lp_2993</i>	lp_2993	nucleotide-binding protein, universal stress protein UspA family	0.192638	1.14E-10
<i>lp_1848</i>	gidC	glucose inhibited division protein GidC	0.327324	2.20E-13
<i>lp_0735</i>	comFA	late competence protein, ATP-dependent DNA helicase/translocase (putative)	0.333645	0.049946
<i>lp_2244</i>	comGE	ComG operon protein 5 precursor	0.467202	0.025277
<i>lp_2247</i>	comGC	ComG operon protein 3 precursor	0.456154	0.003675
<i>lp_0403</i>	plnR	plantaricin biosynthesis protein PlnR	0.353408	8.23E-05
<i>lp_0404</i>	plnL	immunity protein PlnL	0.417515	1.09E-05
<i>lp_0405</i>	plnK	bacteriocin precursor peptide PlnK (putative)	0.195548	1.33E-07
<i>lp_0263</i>	treA	trehalose-6-phosphate hydrolase	0.468996	0.000154
<i>lp_0393</i>	thgA1	galactoside O-acetyltransferase	0.457	0.002996
<i>lp_2610</i>	dxs	1-deoxy-D-xylulose-5-phosphate synthase	0.219313	2.17E-13
<i>lp_3020</i>	tag2	DNA-3-methyladenine glycosylase I	0.465127	0.032715
<i>lp_0939</i>	hsdM	type I restriction-modification system, methylation subunit	0.496332	6.44E-07
<i>lp_2629</i>	pox3	pyruvate oxidase	0.451145	3.52E-07
<i>lp_3449</i>	nox5	NADH oxidase	0.241419	2.37E-11
<i>lp_3589</i>	pox5	pyruvate oxidase	0.257204	2.65E-12
<i>lp_1245</i>	hicD2	L-2-hydroxyisocaproate dehydrogenase	0.211587	8.93E-07
<i>lp_1280</i>	araT1	aromatic amino acid specific aminotransferase	0.476609	1.59E-06
<i>lp_2349</i>	hicD3	L-2-hydroxyisocaproate dehydrogenase	0.454417	1.53E-09
<i>lp_2738</i>	lp_2738	L-asparaginase	0.495814	5.72E-09
<i>lp_1005</i>	als	acetolactate synthase	0.412726	3.80E-12
<i>lp_1101</i>	ldhL2	L-lactate dehydrogenase	0.345749	2.32E-06
<i>lp_1521</i>	lp_1521	alcohol dehydrogenase, zinc-binding (putative)	0.127516	1.91E-10
<i>lp_3314</i>	pflA	formate C-acetyltransferase activating enzyme	0.482609	0.000449
<i>lp_1912</i>	pps	phosphoenolpyruvate synthase (pyruvate phosphate dikinase)	0.449554	0.002704
<i>lp_0070</i>	lp_0070	4-hydroxyphenylacetate-3-hydroxylase, C-terminus	0.442017	0.000162
<i>lp_3666</i>	lp_3666	aromatic compound hydratase/decarboxylase	0.498926	0.026295
<i>lp_3509</i>	lp_3509	N-acetylglucosamine kinase (putative)	0.491029	0.002399
<i>lp_1112</i>	fum	fumarate hydratase	0.163421	1.33E-09
<i>lp_1670</i>	fabZ1	(3R)-hydroxyacyl-[acyl carrier protein] dehydratase	0.304427	1.92E-11
<i>lp_1671</i>	fabH2	3-oxoacyl-[acyl-carrier protein] synthase III	0.277857	1.04E-12

<i>lp_1672</i>	acpA2	acyl carrier protein	0.283948	6.47E-13
<i>lp_1673</i>	fabD	[acyl-carrier protein] S-malonyltransferase	0.256112	2.46E-14
<i>lp_1674</i>	fabG1	3-oxoacyl-[acyl-carrier protein] reductase	0.249288	1.27E-13
<i>lp_1675</i>	fabF	3-oxoacyl-[acyl-carrier protein] synthase II	0.180571	7.18E-13
<i>lp_1676</i>	accB2	acetyl-CoA carboxylase, biotin carboxyl carrier protein	0.171346	4.24E-13
<i>lp_1677</i>	fabZ2	(3R)-hydroxymyristoyl-[acyl carrier protein] dehydratase	0.196145	1.76E-11
<i>lp_1678</i>	accC2	acetyl-CoA carboxylase, biotin carboxylase subunit	0.207829	1.18E-13
<i>lp_1679</i>	accD2	acetyl-CoA carboxylase, carboxyl transferase subunit beta	0.282704	8.69E-11
<i>lp_1680</i>	accA2	acetyl-CoA carboxylase, carboxyl transferase subunit alpha	0.198785	8.40E-11
<i>lp_1681</i>	fabI	enoyl-[acyl-carrier protein] reductase (NADH)	0.300582	5.56E-11
<i>lp_1682</i>	lp_1682	phosphopantetheinyltransferase	0.287831	2.62E-08
<i>lp_0371</i>	glpD	glycerol-3-phosphate dehydrogenase, FAD-dependent	0.405765	0.01774
<i>lp_0357</i>	lp_0357	integral membrane protein	0.486588	3.86E-07
<i>lp_0778</i>	lp_0778	integral membrane protein	0.444258	2.61E-07
<i>lp_1564</i>	lp_1564	integral membrane protein	0.19171	1.68E-11
<i>lp_2755</i>	lp_2755	integral membrane protein (putative)	0.467027	6.85E-08
<i>lp_3177</i>	lp_3177	integral membrane protein	0.243682	0.001345
<i>lp_3359</i>	lp_3359	integral membrane protein	0.377134	0.000245
<i>lp_3360</i>	lp_3360	integral membrane protein	0.341094	5.20E-05
<i>lp_0045</i>	lp_0045	unknown	0.436178	2.25E-07
<i>lp_0239</i>	lp_0239	unknown	0.295637	1.71E-07
<i>lp_0332</i>	lp_0332	extracellular protein (putative)	0.430612	2.21E-10
<i>lp_0333</i>	lp_0333	unknown	0.497253	8.76E-09
<i>lp_0535</i>	lp_0535	unknown	0.327609	1.86E-07
<i>lp_1239</i>	lp_1239	unknown	0.478263	2.69E-08
<i>lp_1642</i>	lp_1642	unknown	0.465828	1.19E-06
<i>lp_1953</i>	lp_1953	unknown	0.161913	0
<i>lp_2638</i>	lp_2638	unknown	0.223134	4.78E-10
<i>lp_3169</i>	lp_3169	unknown	0.485828	6.59E-08
<i>lp_0111</i>	lp_0111	oxidoreductase	0.486124	3.79E-05
<i>lp_0272</i>	lp_0272	aromatic acid carboxylase, subunit D (putative)	0.472536	1.28E-06
<i>lp_0397</i>	lp_0397	hydrolase, HAD superfamily, Cof family	0.479508	0.006179
<i>lp_1947</i>	lp_1947	acetyltransferase, GNAT family (putative)	0.388695	8.17E-08
<i>lp_2601</i>	lp_2601	hydrolase, HAD superfamily, Cof family	0.271126	3.19E-09
<i>lp_3318</i>	lp_3318	aldo/keto reductase family protein	0.470313	9.30E-06
<i>lp_3572</i>	lp_3572	FAD-dependent pyridine nucleotide-disulphide oxidoreductase	0.481008	3.40E-09
<i>lp_3669</i>	lp_3669	DegV family protein	0.423845	3.89E-09
<i>lp_3139</i>	lp_3139	integral membrane protein (putative)	0.207592	7.45E-06
<i>lp_0164</i>	lp_0164	integral membrane protein	0.143256	4.75E-14
<i>lp_1709</i>	lp_1709	integral membrane protein	0.450604	4.09E-06
<i>lp_2635</i>	lp_2635	integral membrane protein	0.341213	2.86E-07
<i>lp_2885</i>	lp_2885	integral membrane protein	0.124353	3.43E-08
<i>lp_2949</i>	lp_2949	integral membrane protein	0.334443	0.002445

<i>lp_3180</i>	lp_3180	integral membrane protein	0.314001	3.20E-11
<i>lp_0032</i>	lp_0032	unknown	0.482849	1.11E-09
<i>lp_1166</i>	lp_1166	unknown	0.456214	1.15E-10
<i>lp_1168</i>	lp_1168	unknown	0.483034	0.001428
<i>lp_2624</i>	lp_2624	unknown	0.469993	0.000664
<i>lp_3668</i>	lp_3668	acetyltransferase, GNAT family (putative)	0.494481	4.13E-06
<i>lp_0860</i>	lp_0860	transposase, fragment	0.449408	3.96E-05
<i>lp_2074</i>	lp_2074	transposase, fragment	0.40201	0.010168
<i>lp_1574</i>	pepE	dipeptidase	0.352504	7.44E-11
<i>lp_1595</i>	pepP	Xaa-Pro aminopeptidase (putative)	0.485968	1.06E-08
<i>lp_2919</i>	pepR2	prolyl aminopeptidase	0.338995	0.000125
<i>lp_1063</i>	rplQ	ribosomal protein L17	0.494195	9.09E-09
<i>lp_1012</i>	serS2	serine-tRNA ligase	0.483981	4.39E-09
<i>lp_2653</i>	rluA	ribosomal large subunit pseudouridylate synthase	0.272929	2.40E-12
<i>lp_3319</i>	lp_3319	nucleotide-binding protein, histidine triad family	0.496695	0.000733
<i>lp_2726</i>	purS	phosphoribosylformylglycinamide synthase, PurS component	0.441363	0.001546
<i>lp_3269</i>	purB	adenylosuccinate lyase	0.306699	1.12E-11
<i>lp_3270</i>	purA	adenylosuccinate synthase	0.199682	5.73E-14
<i>lp_3271</i>	guaC	GMP reductase	0.169411	2.38E-13
<i>lp_2703</i>	pyrB	aspartate carbamoyltransferase	0.453001	0.000261
<i>lp_2591</i>	lp_2591	purine nucleosidase	0.26048	0
<i>lp_0709</i>	galE1	UDP-glucose 4-epimerase	0.365023	1.04E-08
<i>lp_1219</i>	glf2	UDP-galactopyranose mutase	0.201164	1.30E-14
<i>lp_2105</i>	cps4D	UDP N-acetyl glucosamine 4-epimerase, NAD dependent	0.351305	1.52E-08
<i>lp_0885</i>	bglG1	transcription antiterminator, BlgB family	0.408397	0.004692
<i>lp_1442</i>	lp_1442	transcription regulator, Crp/FNR family	0.473189	1.85E-05
<i>lp_2602</i>	ccpB	catabolite control protein B; transcriptional regulator, LacI family	0.497767	9.10E-06
<i>lp_3470</i>	lacR	transcription regulator. LacI family, lactose related	0.463024	4.98E-05
<i>lp_3495</i>	lp_3495	transcription regulator, LysR family	0.477954	5.65E-05
<i>lp_3502</i>	lp_3502	transcription regulator, LysR family	0.466068	0.0003
<i>lp_1565</i>	lp_1565	transcriptional regulator	0.262536	2.58E-09
<i>lp_1974</i>	lp_1974	transcription regulator of gluconeogenic genes	0.473345	4.37E-07
<i>lp_2654</i>	lp_2654	transcription regulator	0.355484	1.59E-08
<i>lp_2704</i>	pyrR1	pyrimidine operon regulator	0.391752	6.54E-12
<i>lp_2708</i>	pucR	purine transport regulator	0.454401	0.021238
<i>lp_1153</i>	lp_1153	transcription regulator, TetR family (putative)	0.486735	3.89E-08
<i>lp_2593</i>	rnh	ribonuclease H (putative)	0.479862	8.64E-09
<i>lp_0424</i>	plnH	bacteriocin ABC transporter, accessory factor PlnH	0.480418	0.000321
<i>lp_0802</i>	lp_0802	polar amino acid ABC transporter, substrate binding and permease protein	0.191029	0
<i>lp_0803</i>	glnQ1	glutamine ABC transporter, ATP-binding protein	0.217065	0

<i>lp_1297</i>	<i>lp_1297</i>	S-methylmethionine transport protein (putative)	0.472671	0.032058
<i>lp_1745</i>	<i>lp_1745</i>	D-Methionine ABC transporter, permease protein (putative)	0.34017	0.025732
<i>lp_2312</i>	<i>glnH2</i>	ABC transporter, substrate binding protein, histidine	0.309242	1.18E-11
<i>lp_2313</i>	<i>glnQ4</i>	glutamine ABC transporter, ATP-binding protein	0.357713	1.71E-08
<i>lp_2314</i>	<i>glnP2</i>	glutamine ABC transporter, permease protein	0.346077	3.78E-08
<i>lp_3049</i>	<i>lp_3049</i>	amino acid transport protein	0.412749	3.68E-09
<i>lp_1175</i>	<i>glpF4</i>	glycerol uptake facilitator protein	0.263849	1.38E-14
<i>lp_0056</i>	<i>lp_0056</i>	cation transport protein	0.499206	0.015683
<i>lp_0400</i>	<i>napA1</i>	Na(+)/H(+) antiporter	0.328074	9.24E-05
<i>lp_1095</i>	<i>mtsC</i>	manganese ABC transporter, ATP-binding protein	0.360064	2.61E-06
<i>lp_1096</i>	<i>mtsB</i>	manganese ABC transporter, permease protein	0.201112	1.30E-07
<i>lp_1097</i>	<i>mtsA</i>	manganese/zinc ABC transporter, substrate binding protein	0.335876	6.71E-08
<i>lp_1102</i>	<i>citP</i>	citrate transport protein (putative)	0.4341	5.78E-05
<i>lp_1295</i>	<i>lp_1295</i>	cation transport protein	0.30531	1.04E-06
<i>lp_2992</i>	<i>mntH2</i>	manganese transport protein	0.055519	1.09E-13
<i>lp_3105</i>	<i>fhuB</i>	iron chelatin ABC transporter, permease protein	0.436459	0.013088
<i>lp_3106</i>	<i>fhuG</i>	iron chelatin ABC transporter, permease protein	0.434239	0.001152
<i>lp_3327</i>	<i>lp_3327</i>	cadmium-/zinc-/cobalt- transporting ATPase	0.436967	8.02E-07
<i>lp_3303</i>	<i>lp_3303</i>	multidrug transport protein	0.224857	1.35E-14
<i>lp_0116</i>	<i>thiP</i>	hydroxymethylpyrimidine permease	0.48466	0.000227
<i>lp_2710</i>	<i>lp_2710</i>	purine transport protein	0.481866	3.67E-07
<i>lp_2712</i>	<i>lp_2712</i>	purine transport protein (putative)	0.366203	1.22E-12
<i>lp_3204</i>	<i>nupC</i>	pyrimidine nucleoside transport protein	0.457373	2.01E-10
<i>lp_0259</i>	<i>pnuC</i>	nicotinamide mononucleotide transporter	0.365931	1.33E-10
<i>lp_0264</i>	<i>pts4ABC</i>	PTS system, trehalose-specific IIBC component	0.390103	2.37E-07
<i>lp_0286</i>	<i>pts6C</i>	cellobiose PTS, EIIC	0.190561	8.89E-10
<i>lp_0575</i>	<i>pts9AB</i>	mannose PTS, EIIBAB	0.267459	1.46E-10
<i>lp_0576</i>	<i>pts9C</i>	mannose PTS, EIIC	0.221931	2.62E-11
<i>lp_0577</i>	<i>pts9D</i>	mannose PTS, EIID	0.175639	7.76E-13
<i>lp_3008</i>	<i>pts23A</i>	cellobiose PTS, EIIA	0.44086	0.010253
<i>lp_0217</i>	<i>lp_0217</i>	ABC transporter, permease protein	0.479929	6.65E-06
<i>lp_0455</i>	<i>lp_0455</i>	transport protein	0.428832	0.000521
<i>lp_0848</i>	<i>lp_0848</i>	purine transport protein	0.381576	3.80E-07
<i>lp_1469</i>	<i>sufD</i>	ABC transporter, iron-sulfur cluster assembly protein SufD (putative)	0.459072	1.48E-05
<i>lp_2541</i>	<i>lp_2541</i>	ABC transporter, substrate binding protein	0.399199	7.29E-09
<i>lp_2542</i>	<i>lp_2542</i>	ABC transporter, permease protein (putative)	0.399594	7.96E-07
<i>lp_2543</i>	<i>lp_2543</i>	ABC transporter, ATP-binding protein	0.337626	2.60E-10
<i>lp_2858</i>	<i>lp_2858</i>	ABC transporter, ATP-binding protein, N-terminal domain	0.302136	9.77E-05
<i>lp_1657</i>	<i>trpA</i>	tryptophan synthase, beta chain	5.075436	0.004086
<i>lp_1658</i>	<i>trpB</i>	tryptophan synthase, alpha chain	3.807533	0.00020

				2
<i>lp_1856</i>	<i>lp_1856</i>	methionine synthase (cobalamine-independent), C-terminal domain (putative)	2.845339	1.12E-08
<i>lp_0256</i>	<i>cbs</i>	cystathionine beta-synthase	3.196279	2.77E-13
<i>lp_0854</i>	<i>birA2</i>	biotin--[acetyl-CoA-carboxylase] ligase and biotin operon repressor	2.271046	3.60E-13
<i>lp_1822</i>	<i>gshR3</i>	glutathione reductase	5.527294	6.66E-12
<i>lp_2771</i>	<i>natC2</i>	nicotinate phosphoribosyltransferase	2.684816	6.71E-10
<i>lp_2578</i>	<i>lp_2578</i>	adherence protein, collagen-binding domain	2.733536	6.46E-08
<i>lp_2796</i>	<i>lp_2796</i>	cell surface protein precursor	3.383017	0.000166
<i>lp_3001</i>	<i>lp_3001</i>	cell surface protein precursor (putative)	2.699509	0.008165
<i>lp_3127</i>	<i>lp_3127</i>	mucus-binding protein (putative)	2.382459	0.028629
<i>lp_3454</i>	<i>lp_3454</i>	cell surface protein (putative)	4.322336	5.85E-08
<i>lp_2396</i>	<i>lp_2396</i>	extracellular protein, DUF 1093 family, membrane-bound (putative)	3.859652	0
<i>lp_2586</i>	<i>lp_2586</i>	cell surface hydrolase, DUF915 family, membrane-bound (putative)	2.127492	0.01234
<i>lp_3025</i>	<i>lp_3025</i>	extracellular protein, membrane-anchored (putative)	8.714448	9.74E-06
<i>lp_3050</i>	<i>lp_3050</i>	extracellular transglycosylase, membrane-bound (putative)	8.618547	2.69E-07
<i>lp_3084</i>	<i>lp_3084</i>	cell surface protein, ErfK family	3.261692	1.32E-05
<i>lp_3134</i>	<i>lp_3134</i>	extracellular protein, DUF 1093 family, membrane-bound (putative)	2.178896	2.59E-12
<i>lp_0141</i>	<i>lp_0141</i>	extracellular protein	2.352397	0.00688
<i>lp_2174</i>	<i>lp_2174</i>	cell surface protein precursor, DUF916 family	2.163365	0.00367
<i>lp_2175</i>	<i>lp_2175</i>	extracellular protein	2.711429	0.000385
<i>lp_3077</i>	<i>lp_3077</i>	extracellular protein (putative)	2.881764	0
<i>lp_3450</i>	<i>lp_3450</i>	extracellular protein	5.524257	1.74E-08
<i>lp_3451</i>	<i>lp_3451</i>	cell surface protein precursor	5.691818	2.18E-06
<i>lp_3452</i>	<i>lp_3452</i>	extracellular protein	5.192003	5.62E-08
<i>lp_3453</i>	<i>lp_3453</i>	extracellular protein	4.109589	3.18E-08
<i>lp_0302</i>	<i>lp_0302</i>	extracellular transglycosylase (putative)	2.04307	7.21E-11
<i>lp_2845</i>	<i>lp_2845</i>	extracellular transglycosylase (putative)	4.895575	0
<i>lp_3014</i>	<i>lp_3014</i>	extracellular transglycosylase (putative)	4.730014	0
<i>lp_0182</i>	<i>lp_0182</i>	endo-beta-N-acetylglucosaminidase	2.884872	3.62E-07
<i>lp_1242</i>	<i>lp_1242</i>	extracellular protein, NlpC/P60 family, gamma-D-glutamate-meso-diaminopimelate muropeptidase (putative)	3.693265	0.006032
<i>lp_2520</i>	<i>lp_2520</i>	extracellular protein, NlpC/P60 family, gamma-D-glutamate-meso-diaminopimelate muropeptidase (putative)	2.251393	8.99E-09
<i>lp_3093</i>	<i>lp_3093</i>	muramidase (putative)	11.65921	0
<i>lp_1197</i>	<i>cps2A</i>	polysaccharide biosynthesis protein, chain length regulator (putative)	3.108667	0.012917
<i>lp_1198</i>	<i>cps2B</i>	polysaccharide biosynthesis protein; regulator	4.185685	0.001502
<i>lp_1199</i>	<i>cps2C</i>	polysaccharide biosynthesis protein; phosphatase (putative)	3.024179	0.001604
<i>lp_1524</i>	<i>ica1</i>	glycosyltransferase	6.982087	1.19E-07
<i>lp_1763</i>	<i>lp_1763</i>	glycosyltransferase	2.088725	0.00509

<i>lp_1816</i>	<i>lp_1816</i>	D-ribitol-5-phosphate cytidyltransferase (putative)	7.988706	1.40E-06
<i>lp_1817</i>	<i>lp_1817</i>	ribitol-5-phosphate 2-dehydrogenase (putative)	3.865604	8.33E-06
<i>lp_2843</i>	<i>tagE5</i>	poly(glycerol-phosphate) alpha-glucosyltransferase	2.990274	0
<i>lp_2844</i>	<i>tagE6</i>	poly(glycerol-phosphate) alpha-glucosyltransferase	2.559999	1.91E-13
<i>lp_2989</i>	<i>gtcA3</i>	teichoic acid glycosylation protein (putative)	2.008827	0.001889
<i>lp_0430</i>	<i>txe</i>	toxin, plasmid maintenance system killer protein	3.682038	0
<i>lp_0431</i>	<i>axe</i>	antitoxin, plasmid stabilization system protein	3.225425	3.46E-12
<i>lp_1701</i>	<i>lp_1701</i>	nucleotide-binding protein, universal stress protein UspA family	2.236655	7.91E-11
<i>lp_1269</i>	<i>clpE</i>	ATP-dependent Clp protease, ATP-binding subunit ClpE	2.22599	0.000339
<i>lp_0129</i>	<i>hsp1</i>	small heat shock protein	8.850889	0
<i>lp_3352</i>	<i>hsp3</i>	small heat shock protein	2.300624	8.40E-10
<i>lp_0930</i>	<i>asp2</i>	alkaline shock protein	2.239515	4.86E-06
<i>lp_3128</i>	<i>lp_3128</i>	stress induced DNA binding protein	2.681165	1.58E-11
<i>lp_2078</i>	<i>rodA1</i>	rod-shape determining protein	2.017418	0.000245
<i>lp_2226</i>	<i>lp_2226</i>	competence protein/transcription factor, CoiA-like family	2.647718	7.85E-10
<i>lp_1767</i>	<i>lp_1767</i>	glycosyl hydrolase, family 25 (putative)	3.269206	2.00E-06
<i>lp_0410</i>	<i>plnN</i>	bacteriocin precursor peptide PlnN (putative)	4.993239	2.08E-06
<i>lp_0411</i>	<i>plnO</i>	plantaricin biosynthesis protein PlnO	2.720956	0.000458
<i>lp_0412</i>	<i>plnP</i>	immunity protein PlnP, membrane-bound protease CAAX family	2.973296	4.26E-05
<i>lp_3568</i>	<i>nanA</i>	N-acetylneuraminate lyase	2.087221	1.51E-07
<i>lp_3571</i>	<i>nanE</i>	N-acetylmannosamine-6-phosphate 2-epimerase	2.058469	0.002494
<i>lp_0025</i>	<i>malZ</i>	maltodextrin glucosidase	2.315209	6.87E-05
<i>lp_0027</i>	<i>pgmB1</i>	beta-phosphoglucomutase	2.584304	5.62E-08
<i>lp_0066</i>	<i>pgmB2</i>	beta-phosphoglucomutase	2.959362	0.018054
<i>lp_0193</i>	<i>lp_0193</i>	exo alfa-1,4-glucosidase or trehalase	2.057565	0.01425
<i>lp_1730</i>	<i>mapA</i>	maltose phosphorylase	4.830891	9.29E-06
<i>lp_3220</i>	<i>malA2</i>	maltase-sucrase, probably sucrose-6-P hydrolase	2.999305	1.81E-06
<i>lp_1933</i>	<i>thgA2</i>	galactoside O-acetyltransferase	2.538848	0.000723
<i>lp_0711</i>	<i>phnX</i>	phosphonoacetaldehyde hydrolase	3.357587	0.007662
<i>lp_1378</i>	<i>cysD</i>	sulfate adenylyltransferase	2.187622	0.012494
<i>lp_1379</i>	<i>cysC</i>	adenylylsulfate kinase	2.080811	0.000718
<i>lp_2109</i>	<i>uvrC</i>	excinuclease ABC, subunit C	2.305482	1.27E-12
<i>lp_3241</i>	<i>nth2</i>	endonuclease III	5.389734	1.50E-09
<i>lp_0811</i>	<i>lp_0811</i>	DNA-directed DNA polymerase III, epsilon chain (putative)	2.644164	9.73E-11
<i>lp_1858</i>	<i>mrr</i>	mrr restriction system protein	2.142002	2.85E-05
<i>lp_0159</i>	<i>lp_0159</i>	short-chain dehydrogenase/oxidoreductase	2.078695	1.14E-08
<i>lp_1975</i>	<i>lp_1975</i>	short-chain dehydrogenase/oxidoreductase	2.639914	0.000671
<i>lp_2851</i>	<i>lp_2851</i>	short-chain dehydrogenase/oxidoreductase	8.129317	1.73E-06
<i>lp_3026</i>	<i>lp_3026</i>	short-chain dehydrogenase/oxidoreductase	2.077883	0.02408

<i>lp_3029</i>	<i>lp_3029</i>	oxidoreductase	3.687558	0.01705<br>2
<i>lp_3034</i>	<i>lp_3034</i>	oxidoreductase	2.027838	1.00E-06
<i>lp_3045</i>	<i>lp_3045</i>	short-chain dehydrogenase/oxidoreductase	2.53382	4.82E-13
<i>lp_3110</i>	<i>lp_3110</i>	short-chain dehydrogenase/oxidoreductase	2.549879	0.00123<br>3
<i>lp_1721</i>	<i>gabT</i>	4-aminobutyrate aminotransferase	2.078713	0.01219
<i>lp_2683</i>	<i>lp_2683</i>	aminotransferase with N-terminal regulator domain	2.889658	1.46E-12
<i>lp_2776</i>	<i>dsdA</i>	D-serine ammonia-lyase (putative)	3.28507	0
<i>lp_2852</i>	<i>cmd</i>	4-carboxymuconolactone decarboxylase (putative)	2.799283	0.00023<br>8
<i>lp_2590</i>	<i>lp_2590</i>	nitroreductase family protein	2.751678	3.01E-12
<i>lp_1126</i>	<i>cydB</i>	cytochrome D ubiquinol oxidase, subunit II	2.167444	6.17E-09
<i>lp_3490</i>	<i>lp_3490</i>	FMN-binding protein	3.070508	1.62E-13
<i>lp_1665</i>	<i>adh1</i>	alcohol dehydrogenase, zinc-binding	3.466125	5.43E-06
<i>lp_2596</i>	<i>pflE</i>	formate acetyltransferase activating enzyme (similar to)	3.286108	5.24E-13
<i>lp_2598</i>	<i>pflF</i>	formate C-acetyltransferase (similar to)	4.995373	1.12E-09
<i>lp_3665</i>	<i>padA</i>	phenolic acid decarboxylase	3.624252	1.27E-14
<i>lp_0184</i>	<i>sacK1</i>	fructokinase	41.55208	0
<i>lp_0187</i>	<i>scrB</i>	sucrose-6-P hydrolase	4.041033	7.19E-06
<i>lp_0253</i>	<i>kdgK</i>	2-keto-3-deoxygluconate kinase	2.002306	0.04989<br>1
<i>lp_2965</i>	<i>lp_2965</i>	transcriptional regulator/ sugar kinase, ROK family	2.730441	4.68E-06
<i>lp_3011</i>	<i>pbg6</i>	6-phospho-beta-glucosidase	18.76011	2.42E-10
<i>lp_3603</i>	<i>lp_3603</i>	sugar-phosphate aldolase	2.16264	0.00451<br>3
<i>lp_3608</i>	<i>lp_3608</i>	myo-inositol 2-dehydrogenase -like (promiscuous)	2.91731	0.01361<br>8
<i>lp_3629</i>	<i>bgl</i>	beta-glucosidase	2.130339	0.00112<br>3
<i>lp_3630</i>	<i>lp_3630</i>	transcriptional regulator/ sugar kinase, ROK family	2.325369	0.00086<br>5
<i>lp_3631</i>	<i>lp_3631</i>	alpha-mannosidase (promiscuous)	3.104533	1.11E-06
<i>lp_3536</i>	<i>bsh1</i>	choloylglycine hydrolase	5.518764	0
<i>lp_1696</i>	<i>cfa1</i>	cyclopropane-fatty-acyl-phospholipid synthase	3.597232	0
<i>lp_3342</i>	<i>pgpA</i>	phosphatidylglycerophosphatase (putative)	2.169706	3.89E-08
<i>lp_0183</i>	<i>lp_0183</i>	integral membrane protein	2.32459	1.58E-10
<i>lp_0817</i>	<i>lp_0817</i>	integral membrane protein	2.896361	2.89E-12
<i>lp_0926</i>	<i>lp_0926</i>	integral membrane protein	2.037964	3.66E-07
<i>lp_0927</i>	<i>lp_0927</i>	integral membrane protein	2.019926	6.22E-06
<i>lp_1435</i>	<i>lp_1435</i>	integral membrane protein	2.446112	4.85E-08
<i>lp_1525</i>	<i>lp_1525</i>	integral membrane protein	4.890936	1.43E-08
<i>lp_1692</i>	<i>lp_1692</i>	integral membrane protein	3.470083	2.65E-08
<i>lp_1695</i>	<i>lp_1695</i>	integral membrane protein	2.481481	2.82E-06
<i>lp_1807</i>	<i>lp_1807</i>	integral membrane protein	2.085335	1.26E-07
<i>lp_1908</i>	<i>lp_1908</i>	integral membrane protein	2.695066	2.19E-13
<i>lp_2841</i>	<i>lp_2841</i>	integral membrane protein	4.715405	3.71E-11
<i>lp_3080</i>	<i>lp_3080</i>	integral membrane protein	3.240793	1.81E-11
<i>lp_3286</i>	<i>lp_3286</i>	integral membrane protein	11.97454	0
<i>lp_0224</i>	<i>lp_0224</i>	integral membrane protein	5.341931	0

<i>lp_0250</i>	lp_0250	unknown	3.124184	0.002856
<i>lp_0359</i>	lp_0359	unknown	2.454955	1.08E-09
<i>lp_0762</i>	lp_0762	unknown	2.108845	1.96E-07
<i>lp_0763</i>	lp_0763	unknown	2.367383	8.20E-09
<i>lp_0827</i>	lp_0827	unknown	2.059878	1.08E-09
<i>lp_0865</i>	lp_0865	unknown	2.743501	9.75E-13
<i>lp_0875</i>	lp_0875	unknown	12.91159	0
<i>lp_0928</i>	lp_0928	unknown	2.154436	5.08E-06
<i>lp_0934</i>	lp_0934	PTS system IIA component	2.276087	1.13E-05
<i>lp_1256</i>	lp_1256	extracellular protein	3.481032	4.63E-08
<i>lp_1347</i>	lp_1347	unknown	2.118524	0.009947
<i>lp_1377</i>	lp_1377	unknown	5.715599	0.000514
<i>lp_1708</i>	lp_1708	unknown	2.433528	5.37E-10
<i>lp_1762</i>	lp_1762	unknown	4.14233	0.000159
<i>lp_1788</i>	lp_1788	unknown	4.009328	0
<i>lp_1789</i>	lp_1789	unknown	6.63385	0
<i>lp_1913</i>	lp_1913	unknown	2.942415	1.60E-07
<i>lp_1929</i>	lp_1929	unknown	2.38295	3.74E-10
<i>lp_2085</i>	lp_2085	unknown	2.990619	0
<i>lp_2112</i>	lp_2112	unknown	2.310134	2.06E-12
<i>lp_2160</i>	lp_2160	unknown	2.085192	1.33E-07
<i>lp_2589</i>	lp_2589	unknown	2.419878	2.27E-10
<i>lp_2666</i>	lp_2666	unknown	4.272833	1.36E-13
<i>lp_2853</i>	lp_2853	unknown	4.401316	2.59E-05
<i>lp_3030</i>	lp_3030	unknown	2.104807	0.010336
<i>lp_3031</i>	lp_3031	unknown	2.863469	0.027435
<i>lp_3141</i>	lp_3141	unknown	2.02572	1.72E-05
<i>lp_3142</i>	lp_3142	unknown	2.675214	1.29E-07
<i>lp_3268</i>	lp_3268	unknown	2.211976	0.000104
<i>lp_3343</i>	lp_3343	unknown	3.026198	9.00E-10
<i>lp_3356</i>	lp_3356	acetyltransferase, GNAT family	6.07131	0
<i>lp_0026</i>	lp_0026	hydrolase, HAD superfamily, Cof family	2.870945	1.74E-13
<i>lp_0127</i>	lp_0127	oxidoreductase	5.513273	0
<i>lp_0146</i>	lp_0146	NADH:flavin oxidoreductase/NADH oxidase	3.282818	1.89E-13
<i>lp_0202</i>	lp_0202	acetyltransferase, GNAT family (putative)	2.432928	0.003108
<i>lp_0249</i>	lp_0249	PTS-associated protein	3.741628	0.022154
<i>lp_0251</i>	lp_0251	SelA-related pyridoxal phosphate-dependent enzyme	2.895068	0.012697
<i>lp_0311</i>	lp_0311	acetyltransferase (putative)	3.106706	5.72E-13
<i>lp_1380</i>	lp_1380	phosphoesterase, DHH family	2.651285	0.000127
<i>lp_1519</i>	lp_1519	ATPase, AAA family (putative)	2.159664	1.41E-05

<i>lp_1932</i>	lp_1932	phosphohydrolase, possibly inorganic pyrophosphatase	2.192961	0.002695
<i>lp_2003</i>	lp_2003	zinc metalloproteinase (putative)	2.065357	1.17E-09
<i>lp_2792</i>	lp_2792	oxidoreductase	2.509709	3.70E-07
<i>lp_2835</i>	lp_2835	phosphohydrolase, HAD superfamily	2.293165	0.000675
<i>lp_2929</i>	lp_2929	diguanylate cyclase/phosphodiesterase, GGDEF domain (putative)	2.289796	1.32E-05
<i>lp_2930</i>	lp_2930	diguanylate cyclase/phosphodiesterase, EAL domain (putative)	2.437909	1.15E-10
<i>lp_3098</i>	lp_3098	NAD-dependent epimerase/dehydratase protein family (putative)	6.453744	1.58E-08
<i>lp_3524</i>	lp_3524	PTS-associated protein	2.27158	0.015669
<i>lp_3684</i>	lp_3684	amidohydrolase family protein	3.799276	0.003281
<i>lp_2173</i>	lp_2173	extracellular protein	2.144101	0.0238
<i>lp_1552</i>	lp_1552	integral membrane protein	2.128739	0.009829
<i>lp_1590</i>	lp_1590	integral membrane protein	2.954055	4.76E-08
<i>lp_2004</i>	lp_2004	integral membrane protein	2.043589	8.73E-12
<i>lp_3028</i>	lp_3028	integral membrane protein	3.107827	0.018132
<i>lp_0207</i>	lp_0207	unknown	2.020697	1.32E-07
<i>lp_0327</i>	lp_0327	unknown	2.087354	4.84E-10
<i>lp_0554</i>	lp_0554	unknown	2.248722	1.26E-08
<i>lp_0828</i>	lp_0828	unknown	2.267906	1.55E-10
<i>lp_0835</i>	lp_0835	unknown	2.248068	0.002408
<i>lp_0935</i>	lp_0935	rhamnose-like binding protein (putative)	3.145145	1.31E-09
<i>lp_0995</i>	lp_0995	unknown	2.46606	6.50E-13
<i>lp_1362</i>	lp_1362	unknown	3.828732	5.77E-12
<i>lp_1397</i>	lp_1397	transcription regulator (putative)	3.925949	1.59E-06
<i>lp_1587</i>	lp_1587	unknown	2.079208	0.006231
<i>lp_1834</i>	lp_1834	unknown	14.34427	6.77E-14
<i>lp_1901</i>	lp_1901	unknown	2.829513	1.13E-05
<i>lp_2488a</i>	lp_2488a	unknown	21.3516	0
<i>lp_2880</i>	lp_2880	unknown	2.418589	1.19E-09
<i>lp_2883</i>	lp_2883	unknown	2.262603	1.06E-09
<i>lp_3032</i>	lp_3032	unknown	3.25319	0.000582
<i>lp_3047</i>	lp_3047	unknown	3.310197	3.49E-12
<i>lp_1787</i>	cat	chloramphenicol O-acetyltransferase	3.293016	7.07E-12
<i>lp_1687</i>	lp_1687	GTPase	2.055799	2.85E-05
<i>lp_1194</i>	lp_1194	transposase, fragment (putative)	3.387858	0.002128
<i>lp_2010</i>	lp_2010	transposase, fragment (putative)	2.646184	0.002208
<i>lp_2863</i>	sip2	signal peptidase I	2.264359	0.000764
<i>lp_0069</i>	ptp1	protein-tyrosine phosphatase	2.257446	0.00045

<i>lp_2840</i>	<i>lp_2840</i>	ribosomal protein serine-acetylating enzyme	2.283368	0.002346
<i>lp_2216</i>	<i>rpsN2</i>	ribosomal protein S14-2	6.299764	0
<i>lp_3120</i>	<i>lepA2</i>	GTP-binding translation elongation factor LepA	7.561117	0
<i>lp_0501</i>	<i>serS1</i>	serine--tRNA ligase	4.423196	1.42E-06
<i>lp_1289</i>	<i>lp_1289</i>	purine/pyrimidine phosphoribosyltransferase (putative)	2.771468	0.008634
<i>lp_3476</i>	<i>ramR</i>	transcription regulator, AraC family, GlcNAc-like induced	3.810194	0.016377
<i>lp_3597</i>	<i>rhaR</i>	transcription regulator, AraC family, GlcNAc -like induced	2.928431	2.87E-07
<i>lp_0133</i>	<i>lp_0133</i>	transcription regulator, ArsR family	2.499392	7.87E-10
<i>lp_2903</i>	<i>lp_2903</i>	transcription regulator, ArsR family	4.816241	0
<i>lp_0074</i>	<i>lp_0074</i>	transcription regulator, DeoR family	6.148476	3.83E-12
<i>lp_0325</i>	<i>lp_0325</i>	acetoin transport repressor, GntR family	3.749453	0
<i>lp_2651</i>	<i>lp_2651</i>	transcription regulator, GntR family	5.224395	2.32E-13
<i>lp_1857</i>	<i>lp_1857</i>	transcription regulator, LysR family	3.360225	1.75E-08
<i>lp_2689</i>	<i>lp_2689</i>	transcription regulator, LysR family	3.490927	3.52E-11
<i>lp_2804</i>	<i>lp_2804</i>	transcription regulator, LysR family	5.596716	0
<i>lp_2842</i>	<i>lp_2842</i>	transcription regulator, LysR family	3.190049	1.77E-13
<i>lp_3206</i>	<i>lp_3206</i>	transcription regulator, LysR family	3.405608	0
<i>lp_0128</i>	<i>lp_0128</i>	transcription regulator, MarR family (putative)	4.256329	1.32E-14
<i>lp_0312</i>	<i>lp_0312</i>	transcription regulator, MarR family	3.180169	2.29E-13
<i>lp_1821</i>	<i>lp_1821</i>	transcription regulator, MarR family	2.133645	2.97E-09
<i>lp_1914</i>	<i>lp_1914</i>	transcription regulator, MarR family	2.95963	2.05E-13
<i>lp_1922</i>	<i>lp_1922</i>	transcription regulator, MarR family (putative)	7.484586	0
<i>lp_1948</i>	<i>lp_1948</i>	transcription regulator, MarR family	2.11697	4.25E-05
<i>lp_3344</i>	<i>lp_3344</i>	transcription regulator, MarR family	4.131906	4.67E-14
<i>lp_0281</i>	<i>lp_0281</i>	transcription regulator, MerR family	2.805684	1.63E-12
<i>lp_2854</i>	<i>lp_2854</i>	transcription regulator, MerR family	5.369504	0
<i>lp_3013</i>	<i>lp_3013</i>	transcription regulator, MerR family	12.64788	0
<i>lp_0225</i>	<i>lp_0225</i>	transcriptional regulator, Cro/CI family	6.361333	0
<i>lp_0347</i>	<i>lp_0347</i>	transcription regulator, PadR family	2.719133	2.32E-12
<i>lp_1700</i>	<i>tspO</i>	sensory protein	2.338785	1.16E-08
<i>lp_2918</i>	<i>ropB</i>	transcription regulator, TetR family	2.28982	0.000143
<i>lp_3048</i>	<i>lp_3048</i>	transcriptional regulator, Xre family (putative)	6.253254	9.53E-11
<i>lp_3079</i>	<i>lp_3079</i>	transcription regulator, PadR family (putative)	4.179842	0
<i>lp_3172</i>	<i>xylR</i>	xylose operon regulator, ROK family	3.283989	5.48E-10
<i>lp_3415</i>	<i>lp_3415</i>	transcription regulator, AraC family	2.229343	0.000468
<i>lp_3656</i>	<i>srlR2</i>	sorbitol operon transcription antiterminator, BglG family	2.013723	0.016252
<i>lp_0162</i>	<i>lp_0162</i>	transcription regulator (putative)	2.216761	2.60E-10
<i>lp_0165</i>	<i>lp_0165</i>	transcription regulator (putative)	2.020942	0.000239
<i>lp_1688</i>	<i>lp_1688</i>	transcription regulator, TetR family (putative)	2.963026	0.000947
<i>lp_1693</i>	<i>lp_1693</i>	transcription regulator, N-terminal fragment (putative)	2.877573	8.00E-07
<i>lp_1693a</i>	<i>lp_1693a</i>	transcription regulator, C-terminal fragment (putative)	2.39251	2.48E-06

<i>lp_2772</i>	<i>lp_2772</i>	transcription regulator, TetR family (putative)	3.075873	1.75E-13
<i>lp_2902</i>	<i>lp_2902</i>	transcription regulator, TetR family	9.344342	0
<i>lp_3097</i>	<i>lp_3097</i>	transcription regulator, TetR family (putative)	4.480538	9.00E-12
<i>lp_3119</i>	<i>lp_3119</i>	transcription regulator, TetR family	8.65782	0
<i>lp_3417</i>	<i>lp_3417</i>	transcription regulator, TetR family (putative)	5.03513	0
<i>lp_3429</i>	<i>lp_3429</i>	transcription regulator, TetR family (putative)	3.290224	3.80E-13
<i>lp_0416</i>	<i>plnB</i>	histidine protein kinase PlnB; sensor protein	2.326059	1.24E-07
<i>lp_3088</i>	<i>hpk10</i>	histidine protein kinase; sensor protein	2.870623	2.02E-11
<i>lp_0223</i>	<i>greA1</i>	transcription elongation factor GreA	2.198512	7.73E-10
<i>lp_0502</i>	<i>sdaC</i>	serine transporter	2.548507	3.36E-08
<i>lp_1409</i>	<i>lp_1409</i>	amino acid efflux protein	2.578959	0.000365
<i>lp_1722</i>	<i>lp_1722</i>	4-aminobutanoate transport protein	2.825301	0.002106
<i>lp_0712</i>	<i>phnE1</i>	phosphonates ABC transporter, permease protein	2.084205	0.00162
<i>lp_0326</i>	<i>lp_0326</i>	acetoin ABC transporter, ATP-binding protein	2.451889	3.23E-13
<i>lp_0498</i>	<i>deoP</i>	deoxyribose transporter	2.327734	0.000239
<i>lp_1729</i>	<i>malT</i>	GPH family transporter, carbohydrate proton symport, maltose	5.199867	2.78E-05
<i>lp_3533</i>	<i>lp_3533</i>	GPH family transporter, carbohydrate symport, maltose-isomaltose (or trehalose), not sucrose	4.084354	0.002444
<i>lp_3604</i>	<i>iolT1</i>	MFS family transporter, carbohydrate, myo-inositol and similar	2.074491	3.91E-07
<i>lp_3398</i>	<i>pacL3</i>	cation transporting P-type ATPase	4.090358	3.37E-09
<i>lp_3435</i>	<i>cadA</i>	cadmium transporting P-type ATPase	5.102403	3.96E-05
<i>lp_1910</i>	<i>drnA</i>	ABC transporter, ATP-binding protein	7.548852	3.16E-11
<i>lp_3284</i>	<i>qacC</i>	quaternary ammonium compound-resistance protein	2.788903	1.29E-12
<i>lp_3285</i>	<i>qacH</i>	quaternary ammonium compound-resistance protein	2.450829	5.03E-09
<i>lp_0185</i>	<i>pts1BCA</i>	PTS, EIIBCA, oligosucrose	6.882913	3.35E-09
<i>lp_2647</i>	<i>pts19A</i>	N-acetylglucosamine/galactosamine PTS, EIIA	3.071015	1.98E-10
<i>lp_2648</i>	<i>pts19D</i>	N-acetylgalactosamine PTS, EIID	2.802361	1.04E-09
<i>lp_2649</i>	<i>pts19C</i>	N-acetylgalactosamine PTS, EIIC	3.661948	3.28E-12
<i>lp_2650</i>	<i>pts19B</i>	N-acetylgalactosamine PTS, EIIB	3.4686	3.77E-10
<i>lp_3009</i>	<i>pts23B</i>	cellobiose PTS, EIIB	3.007369	0.006142
<i>lp_3010</i>	<i>pts23C</i>	cellobiose PTS, EIIC	9.147068	0.000213
<i>lp_3542</i>	<i>pts34A</i>	PTS, EIIA	2.248171	0.017906
<i>lp_3543</i>	<i>lp_3543</i>	bifunctional protein: transcriptional regulator; PTS, EIIA	3.003182	1.68E-10
<i>lp_3601</i>	<i>pts36C</i>	galactitol PTS, EIIC	2.634056	0.027818
<i>lp_0134</i>	<i>lp_0134</i>	transport protein	2.255047	3.28E-07
<i>lp_0160</i>	<i>lp_0160</i>	ABC transporter, ATP-binding protein	4.683747	3.25E-12
<i>lp_0161</i>	<i>lp_0161</i>	ABC transporter, permease protein	8.123782	1.11E-12
<i>lp_0298</i>	<i>lp_0298</i>	ABC transporter, permease protein	2.168139	0.038594
<i>lp_0299</i>	<i>lp_0299</i>	ABC transporter, ATP-binding protein	2.441288	0.010286
<i>lp_0348</i>	<i>lp_0348</i>	transport protein	2.832902	3.47E-11
<i>lp_0492</i>	<i>lp_0492</i>	transport protein	2.302984	7.78E-06

<i>lp_0831</i>	lp_0831	transport protein, C-terminal domain	2.529948	0.00111
<i>lp_0894</i>	lp_0894	transport protein	4.246925	2.50E-14
<i>lp_1689</i>	lp_1689	transport protein	3.80094	0.00627<br>6
<i>lp_1921</i>	lp_1921	transport protein	4.413661	2.23E-12
<i>lp_2084</i>	lp_2084	transport protein, MFS (putative)	8.849085	1.80E-11
<i>lp_2394</i>	lp_2394	ABC transporter, ATP-binding and permease protein	2.003572	1.01E-05
<i>lp_2497</i>	lp_2497	ABC transporter, ATP-binding and permease protein	2.274559	0.00597<br>5
<i>lp_2688</i>	lp_2688	transport protein	2.424328	0.00055<br>6
<i>lp_2739</i>	lp_2739	ABC transporter, ATP-binding protein	2.231544	7.48E-08
<i>lp_2740</i>	lp_2740	ABC transporter, permease protein	2.456407	9.64E-07
<i>lp_2773</i>	lp_2773	ABC transporter, permease protein	16.36422	0
<i>lp_2774</i>	lp_2774	ABC transporter, ATP-binding protein	12.08176	0
<i>lp_2822</i>	lp_2822	ABC transporter, permease protein	8.67301	0
<i>lp_2823</i>	lp_2823	ABC transporter, ATP-binding protein	11.63454	0
<i>lp_2901</i>	lp_2901	ABC transporter (putative)	8.820371	0
<i>lp_3101</i>	lp_3101	transport protein	17.32739	0

^a Genes with more than 2-fold upregulation or downregulation were included.

^b P-value cut-off was 0.05

# Supplementary material for: Transcriptome signatures of class I and III stress response deregulation in Lactobacillus plantarum reveal pleiotropic adaptation
**Source:** Microb Cell Fact. 2013 Nov 18;12:112. doi: 10.1186/1475-2859-12-112
**Supplement:** Additional file 3: Table S2 — Abbreviations used in Figure 4.

Supplementary information related to:

Transcriptome signatures of class I and III stress response deregulation in *Lactobacillus plantarum* reveal pleiotropic adaptation

Running title: *ctsR* and *hrcA* deregulation in *L. plantarum* WCFS1

Hermien van Bokhorst-van de Veen, Roger S. Bongers, Michiel Wels, Peter A. Bron, and
Michiel Kleerebezem

Supplementary information : Abbreviations used in Fig. 4

Abbreviation Component

ACALD	acetaldehyde dehydrogenase (acetylating)
ACALDt	acetaldehyde reversible transport
ACKr	acetate kinase
ACLDC	acetolactate decarboxylase
ACLS	acetolactate synthase (Also catalyzes ACHBS)
ACt6	acetate transport in/out via proton symport
ACTNdiff	(R)-acetoin diffusion
ACTPASE	acylphosphatase
ALCD19	alcohol dehydrogenase (glycerol)
ALCD2x	alcohol dehydrogenase (ethanol: NAD)
ALDD2x	aldehyde dehydrogenase (acetaldehyde, NAD)
ALDD8x	aldehyde dehydrogenase (D-glyceraldehyde, NAD)
ALOX	oxidative decarboxylation of acetolacate (chemical)
ATPM	ATP maintenance requirement
BTDD-RR	(R,R)-butanediol dehydrogenase
BTdt1-RR	(R,R)-butanediol transport in/out via diffusion reversible
CITL	citrate lyase
CITt6	citrate transport in/out via proton symport
CRCT	CTP:D-ribitol-5-phosphate cytidyltransferase
DHAPT	dihydroxyacetone phosphotransferase
DHA _t	dihydroxyacetone transport via facilitated diffusion
DIAC _{Tt}	diacetyl diffusion
ENO	enolase

ETOHt1	ethanol transport in/out via diffusion
F6PA	fructose-6-phosphate aldolase
FBA	fructose-bisphosphate aldolase
FORt2	formate transport in via proton symport
FRDx	fumarate reductase (NADH)
FUM	fumarase
G3PD1	glycerol-3-phosphate dehydrogenase (NAD)
G3PD4	glycerol-3-phosphate dehydrogenase (NAD)
G3PO	glycerol 3-phosphate oxidase
G6PDHy	glucose 6-phosphate dehydrogenase
GAPD	glyceraldehyde-3-phosphate dehydrogenase (NAD)
GLCNt2	D-gluconate transport via proton symport
GLCpts	D-glucose transport via PEP:Pyr PTS
GLYCK	glycerate kinase
GLYCt1	glycerol transport via uniport (facilitated diffusion)
GLYK	glycerol kinase
GNK	gluconokinase
LAR	lactate racemase
LDH_D	D-lactate dehydrogenase
LDH_L	L-lactate dehydrogenase
L-LACt2	L-lactate reversible transport via proton symport
MALLAC	malolactic enzyme
MDH	malate dehydrogenase
ME1x	malic enzyme (NAD)
NADH4	NADH dehydrogenase (Menaquinone 7 & no proton)

NOX1	NADH oxidase (H ₂ O ₂ forming)
NOX2	NADH oxidase (H ₂ O forming)
NPR	NADH peroxidase
PC	pyruvate carboxylase
PDH	pyruvate dehydrogenase
PFK	phosphofructokinase
PFL	formate C-acetyltransferase
PGDH	phosphogluconate dehydrogenase
PGI	glucose-6-phosphate isomerase
PGK	phosphoglycerate kinase
PGL	6-phosphogluconolactonase
PGM	phosphoglycerate mutase
PKL	phosphoketolase
PPCK	phosphoenolpyruvate carboxykinase
PPS	phosphoenolpyruvate synthase
PRPPS	phosphoribosylpyrophosphate synthetase
PTAr	phosphotransacetylase
PYK	pyruvate kinase
PYROX	pyruvate oxidase
PYRt2	pyruvate reversible transport via proton symport
RBK	ribokinase
RBLK2	L-ribulokinase (ribitol)
RBT5PDHy	ribitol-5-phosphate 2-dehydrogenase (NADP)
RIBt2	ribose transport in via proton symporter
RPE	ribulose 5-phosphate 3-epimerase

RPI	ribose-5-phosphate isomerase
SUCCt6	succinate transporter in/out via proton symport
TAL	transaldolase
TKT1	transketolase
TKT2	transketolase
TPI	triose-phosphate isomerase

How the deposited data were processed for this re-analysis (not part of the article)

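The samples are 24 hybridisations on custom Agilent oligonucleotide arrays, 8 on each of 3 slides. The wild type, Δ*ctsR*, Δ*hrcA*::*cat* and Δ*ctsR*Δ*hrcA*::*cat* were each grown at 28 and 40 °C in 2 independent cultures, which gives 16 cultures with 3 hybridisations each. The cultures were compared pairwise in a loop with Cy5 and Cy3 and without a common reference.

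The spot files hold raw signal intensities and local background intensities of both dyes as deposited, with no normalisation by the authors. The series matrix holds log2 ratios of Cy3 over Cy5 as deposited, which the authors normalised with Lowess by their methods. Read from the values, these ratios were background-subtracted first (on each array, values are missing for 100% of the probes with background at or above the signal and for 0% of the others, and the correlation with such ratios of the spot files is at least 0.880, above that with ratios not subtracted on all 24 arrays), and their column medians run from -0.10 to 0.20. The meaning of the spot flags is not stated in the files. Flags were not used in the expression values or the main tests. The reported counts of genes and hybridisations near background rest on a flag that is only read here as near background.

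Spot signals were corrected by normexp with an offset of 50, normalised within arrays by loess with control spots given no weight, and scaled to equal total intensity between arrays. The log2 intensities of the probes of a gene were summarised by their median (9147 probes, 3076 genes), and a gene's mean difference between the dyes was removed. Culture numbers are settled for 18 arrays. For 3 pairs of arrays they stay open, and all 8 assignments were run. A culture's value is the mean of its condition over all channels plus the culture's deviation over its settled hybridisations. Where a culture is left out, the other culture of its condition enters by its settled hybridisations alone. The median of all genes without scaling between arrays lay at -0.09 for the wild type between temperatures and at 0.02 for the double mutant at 28 °C.

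Groups were compared with limma on the 16 culture values, with 8 residual degrees of freedom and Benjamini-Hochberg adjustment over all genes at 0.05. Gene lists were tested with camera at a preset correlation of 0.01, and beside it with an estimated correlation and with fry. Lists with fewer than 3 members were not tested. No member was found for the lists of ATP synthase, phosphate transport and cold shock. Gene names come from the paper's tables and text and cover 532 of the 3076 genes, because the gene table supplied does not carry the locus tags of this strain. Lists made from words and symbols in those tables therefore hold mostly genes that the study selected on these arrays, and some members do not belong by function, as *araT1* (an aminotransferase) among sugar genes and lp_2840 (an acetylating enzyme) among ribosomal proteins. Lists of whole loci (*fab*, *cps1* to *cps4*, *dak*, *cscII*) are complete.

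The tests were tried on simulated data in which 100 genes were shifted by a log2 value of 1 or of 2. limma found 58 and 90 of them, with 4 of 2856 unchanged genes called. A CyberT-style test, with a window of 101 genes and a confidence of 10, found 92 and 98, with 163 of 2856 unchanged genes called (5.71%). Camera found a list shifted by 1.02 (adjusted p = 6.3e-16) and 0 of 33 random lists. With 2 cultures per group, splits of a group and tests for an outlying culture within a group could not be made.

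Genes named in the text follow a rule set before any expression value was seen: every gene the paper names (whose values in its tables had been seen), the 10 largest and 10 smallest changes per comparison among genes past the threshold whose cultures do not overlap, with prophage genes left out, the 2 to 4 list members with the smallest adjusted p, and the 5 genes with the smallest adjusted p per test of a different heat response.

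Most alternatives changed 1 step. The CyberT-style test also leaves out the dye term and takes hybridisations as replicates, and the series matrix also differs in background correction, normalisation and genes (2807). The alternatives were background correction, scaling, probe summary, dye term, slide or replicate as a block, the lowest 20% of intensities left out, the culture assignments, hybridisations as replicates, the CyberT-style test, only the cultures compared, within-array log ratios, the series matrix, and each culture left out. Versions were R 4.3.3, limma 3.58.1 and Python 3.11.15.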

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

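All tests of explanations below were chosen only after the results they concern had been seen.

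Tests of a different response to temperature flagged differences between strains. For Δ*ctsR* against the wild type 17 genes passed, among them lp_0775 (log2 difference 3.42), lp_0526 (3.51), lp_0529 (2.56), lp_0531 (2.06) and lp_0532 (1.97). For Δ*hrcA*::*cat* 5 genes passed, with lp_2822 (-1.98), lp_2823 (-2.15), lp_p3_38 (-1.60), lp_3100 (-1.88) and lp_3417 (-1.80). The 17 became 7, 7, 8 and 9 without culture 1 or 2 of the wild type at 28 °C or 1 or 2 at 40 °C, 7 without culture 1 of Δ*ctsR* at 28 °C, 787 and 33 without its culture 1 or 2 at 40 °C, and 3 in a model of only the cultures compared. The 5 became 2 without culture 1 of the wild type at 40 °C or culture 2 of Δ*hrcA*::*cat* at 28 °C, and 0 by limma without any other culture of these groups, with local background, with the replicate block or without scaling, where hybridisations as replicates gave 152. The double mutant had 0 by limma. Of 3076 genes, 110 had an unadjusted p under 0.05, fewer than expected without any difference, and hybridisations as replicates gave 43. Genes of the plasmids, which the paper does not discuss, also gave a signal: 2 of 44 passed in Δ*hrcA*::*cat* at 28 °C, 2 in the double mutant at 28 °C, 3 in Δ*ctsR* at 40 °C and 4 in the double mutant at 40 °C.

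Culture 2 of Δ*ctsR* at 40 °C stood apart in genes of sugar transport and central metabolism. A fault of a single hybridisation would leave its 3 hybridisations in poor accord, but their lowest correlation was 0.962, and a wrong strain label would leave *ctsR* present, but it differed from the wild type by -6.39, or *hrcA* absent if the strain were the double mutant, but it differed by 0.39. A wrong temperature label would give a slope near 0 on the wild-type response to heat, and the slope was 0.976. If loss of CtsR alone raised these genes, they would be high in culture 1 as well, where their median was 0.06 (0.0568), although for the 60 of these 432 genes that were over 2-fold higher in culture 1 too it remains possible, as 33 of them (55%) were over 2-fold higher in both cultures of the double mutant and 0 in both of Δ*hrcA*::*cat*. Another carbon supply or growth state of culture 2 could raise PTS genes, whose median differed by 2.83 between the cultures, but the ribosomal list (*rplQ*, *rpsN2* and an acetylating enzyme gene), taken as unchanged to within 0.5, differed by -0.70, and with no measure of the medium this stays open.

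*hsp1* and *clpE* passed in the double mutant at 28 °C and not at 40 °C, while *clpB* stayed higher at 40 °C in the double mutant (log2 fold change 1.94) and in Δ*ctsR* (2.13). The scanner ceiling may hide part of a difference in the double mutant at 40 °C, where 83.3% of the hybridisations of 6 heat shock genes were near it, and in Δ*ctsR* at 40 °C, where *clpP*, *clpE*, *clpB*, *hsp1*, *groEL* and *groES* were near it in 4, 5, 5, 3, 3 and 4 of 6 hybridisations. It would not explain the values of *hsp1* in Δ*hrcA*::*cat*, 1.43 at 28 °C and -0.30 at 40 °C (neither past the threshold), with 1 of 6 hybridisations near the ceiling at 40 °C. A higher level in the wild type itself at 40 °C may also narrow the gap, as the 6 genes had a median log2 fold change of 0.83 there. Both remain possible, and the arrays cannot weigh one against the other.

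The *fab* locus differed between cultures of the same strain and temperature. Noise of single hybridisations would give a spread between cultures close to that within them, and the ratio was 4.19. A difference between slides would vanish on a single slide, but on slide 3 the cultures of Δ*ctsR* at 28 °C still differed by 2.05 on the log2 scale. An effect of the mutations at 28 °C could not be told from the spread between cultures. An exact permutation that ignores culture numbers gave p = 0.214 (0.0357 the smallest possible). A permutation within culture numbers gave p = 0.188, but its smallest possible p is 0.0625, so it could not decide. Even so, Δ*ctsR* lay above the wild type by 0.76 and 2.52 in cultures 1 and 2 and the double mutant by 1.16 and 2.00. Culture 2 lay above culture 1 in all strains at 28 °C and below it in all at 40 °C (8 of 8 conditions), by 0.12 to 2.08, so the days on which the cultures were grown, their growth state or their medium could act on this locus, but these are not given per culture and stay open.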

How the results depend on the processing

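Leaving out spots with flag 3 and leaving out both cultures of Δ*ctsR* at 40 °C were chosen only after results had been seen. All other alternatives were planned. Unless a cause is named, the cause was not tested.

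Of 47039 values of named genes under other settings, 45123 kept direction and side of the threshold, 1579 gained a call, 336 lost one and 1 reversed. Of 4309 list results, 4084 stayed, 87 gained, 136 lost and 2 reversed. Of 285 counts, 196 stayed within 1.5 times and 86 moved. With 1 culture left out, 7272 of 7672 gene values and 610 of 672 list results stayed. A lone culture is then assumed to vary like the other groups, and fewer samples lower most counts. 128 of 238 called pairs of named gene and comparison kept their call in all settings.

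Counts are given in the order heat in the wild type (625), Δ*ctsR*, Δ*hrcA*::*cat* and double mutant at 28 °C (14, 3, 22), the same at 40 °C (72, 16, 35), and a different heat response in the 3 mutants (17, 5, 0), naming only those that moved. CyberT-style test: wild type 1302, 28 °C 64, 7 and 188, Δ*hrcA*::*cat* and double mutant at 40 °C 99 and 400. Hybridisations as replicates, which counts 3 hybridisations of a culture as independent: 1232, 77, 26, 214, 1009, 302, 446, 289, 152, 43. Within-array log ratios, again with hybridisations as replicates: 1017, 31, 22, 85, 824, 144, 72, 90, 109, 3. Series matrix, with hybridisations as replicates as well: 1074, 27, 22, 80, 838, 160, 127, 65, 80, 4. Only the cultures compared: wild type 968, 40 °C 0, 39 and 135, heat response Δ*ctsR* 3 and double 2. Without both cultures of Δ*ctsR* at 40 °C: wild type 1023, Δ*hrcA*::*cat* at 28 °C 5, at 40 °C 75 and double 153, heat response double 7. No scaling: wild type 296, Δ*hrcA*::*cat* at 40 °C 5, heat response 9 and 0. Local background: 40 °C 41 and 6, heat response 7 and 0. Flag 3 left out: Δ*hrcA*::*cat* and double at 40 °C 5 and 22. Replicate block: Δ*hrcA*::*cat* at 40 °C 7, heat response 0. Slide block: Δ*hrcA*::*cat* at 40 °C 25. No dye term: heat response Δ*hrcA*::*cat* 3. No background correction: heat response double 2.

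Assignments of the open culture numbers moved Δ*hrcA*::*cat* and the double mutant at 40 °C to 26 and 66 (assignment 1), 39 and 86 (2), 32 and 86 (3), 48 and 135 (4) and 27 for Δ*hrcA*::*cat* (8). Δ*ctsR* at 40 °C moved to 135, 126 and 174 (2, 3, 4), Δ*ctsR* at 28 °C to 29 and 23 (4, 8), and the double mutant at 28 °C to 37 (4). The heat response of Δ*hrcA*::*cat* moved to 8 and 9 (2, 4), and that of the double mutant to 2, 2, 1, 1, 1, 1 and 2 (1, 2, 3, 4, 5, 6, 8).

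With 1 culture left out the counts ranged from 338 to 420, at 28 °C from 7 to 15, 2 to 2 and 14 to 18, at 40 °C from 30 to 1167, 4 to 6 and 14 to 23, and for the heat response from 7 to 787, 0 to 2 and 0 to 0. Counts within a mutant ranged from 448 to 1641, 126 to 247 and 194 to 317.

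The rank correlation of motif and change gained a call for CtsR at 28 °C with 1 gene per distinct motif score (rho 0.78 in Δ*ctsR*, 0.82 in the double mutant). That choice also merges separate loci with the same score, and in the double mutant it keeps the deleted *hrcA*. For HrcA a call was gained in the double mutant at 28 °C without *ctsR* and *hrcA* (0.73).

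Directions that reversed: *groEL* in the double mutant at 40 °C with the series matrix (1.20), chaperones in the double mutant at 40 °C with within-array ratios (0.75) and the series matrix (0.67), *fab* in Δ*hrcA*::*cat* at 28 °C without culture 2 (range -0.15 to 1.00 with 1 culture left out), regulators there without culture 1 (-0.275 to 0.228), and PTS (0.00947 to 2.54) and sugar metabolism genes (-0.0459 to 1.44) in Δ*ctsR* at 40 °C without culture 2. For the last 2 lists, the medians of the cultures show the cause, as culture 2 alone was high.

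Signal over background, with medians of 3.52 to 5.86 per group, limits what can be seen. Between 132 and 267 genes per group carried the flag read here as near background on all probes in all hybridisations. The meaning of this flag is not stated. In the double mutant at 40 °C, 37 genes were near the ceiling in all hybridisations.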

Differences from the paper's values

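Leaving out both cultures of Δ*ctsR* at 40 °C was chosen only after results had been seen, and all other settings named here were planned.

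Values that differ are given as the paper's first and then those found here, with the settings that come within range. Of 246 fold values of Table 1, 22 differ. The decreases of *ctsR* are 696 and 72.2 in Δ*ctsR* at 28 °C, 984 and 65.6 in the double mutant at 28 °C, 526 and 75.7 in Δ*ctsR* at 40 °C, and 161 and 67.7 in the double mutant at 40 °C, and those of *hrcA* 241 and 128, 176 and 90.4 in Δ*hrcA*::*cat* at 28 and 40 °C and 145 and 91.0 in the double mutant at 40 °C. No setting reached these. The decreases found here are not exact values, as the signals of the deleted genes were low and the size of the decreases depends on the background correction. All probes of these genes carried flag 2 in 1 to 5 of the 6 hybridisations. The flag also depends on the strain hybridised alongside, so unflagged spots do not show a signal above background. lp_2426 has 8.85 and 3.08 in Δ*ctsR* at 40 °C and -1.87 and -1.14 in Δ*hrcA*::*cat* at 40 °C, reached without scaling. In the double mutant at 28 °C lp_2540 has 4.11 and -1.04 (no setting) and lp_2543 1.27 and -1.39 (series matrix). In Δ*ctsR* at 40 °C *plnQ* has -2.14 and -1.32 (local background, series matrix) and *pts37A* 4.51 and 1.67 (series matrix). *pts37BC* has 2.15 and -1.03 in Δ*ctsR* and 2.5 and 1.15 in the double mutant at 28 °C (no setting for both), 2.68 and 1.46 in Δ*ctsR* at 40 °C (local background, no scaling, the 18 settled arrays, leaving out 1 culture) and -1.4 and 1.16 in Δ*hrcA*::*cat* at 40 °C (local background, no scaling, Aquantile scaling, within-array ratios). *srlM1* has 2.22 and 1.17 in Δ*ctsR* at 40 °C (no scaling, series matrix, leaving out 1 culture) and 1.4 and -1.13 in the double mutant at 40 °C (no scaling, mean over probes, slide block, leaving out 1 culture). *srlR1* has 2.17 and 1.36 in Δ*ctsR* at 40 °C (local background, no scaling, series matrix, leaving out 1 culture). *srlD1* has -1.43 and 1.18 at 28 °C (leaving out 1 culture) and 1.88 and -1.00 at 40 °C (no scaling) in the double mutant.

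Over all 488 genes of Table S1, measured on the same arrays, the log2 values correlated across genes with r = 0.94. Of these genes, 98.4% had the same sign and 327 passed here in the paper's direction. Of 57 folds of Table S1 for genes the paper names, 13 differ for heat in the wild type. These are lp_2173 (2.14 and 1.14), lp_1722 (2.83 and 1.05), *pps* (-2.22 and -1.07) and *pbg6* (18.8 and 4.52), reached by no setting. Local background and the series matrix reach lp_2175 (2.71 and 1.76), *pflF* (5.00 and 3.24), *cps3F* (-7.13 and -4.15), *cps3H* (-7.92 and -4.78), *cps3J* (-9.21 and -5.07) and *cps4J* (-7.17 and -4.21), the series matrix reaches *scrB* (4.04 and 2.35) and *cps3G* (-7.81 and -4.50), and local background and no scaling reach *cps4G* (-5.14 and -3.33).

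For genes changed with temperature in the wild type the paper gives more than 1000 and 625 passed here. No background correction, the mean over probes, the slide block, hybridisations as replicates, the CyberT-style test, only the cultures compared, within-array ratios and the series matrix come within 1.5 times of 1000, as do assignments 1 to 4 and 6 to 8 of the open culture numbers (703, 749, 744, 817, 689, 689 and 743). Without both cultures of Δ*ctsR* at 40 °C, chosen after the values were seen, 1023 passed, with 59 of 488 genes of the paper's Table S1 not among them. Local background, no scaling, Aquantile scaling, the lowest 20% of intensities left out, no dye term, the replicate block, assignment 5, the 18 settled arrays and leaving out 1 culture stay outside it. For the double mutant the paper gives 513 at 28 °C and 603 at 40 °C, and 22 and 35 passed here. No setting reaches the first, and hybridisations as replicates reach the second with 446. The paper names CyberT as its test, and the CyberT-style test called more unchanged genes than limma in simulated data. The simulated cultures took the spread pooled over all groups, which is wider than that of the wild type. The rate of such calls in the real comparisons is therefore not known.

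Some statements differ in direction or call. In the wild type *groEL*, *groES*, *clpP*, *clpB*, *cfa2* and *fab* genes did not pass here. The CyberT-style test and hybridisations as replicates call *groEL* (the first only), *groES*, *clpP*, *clpB*, *cfa2* and *fabF*. *hrcA* did not pass, and passes in several settings, among them no background correction, the slide block and all 8 assignments. The *cps1* list passes without scaling. Regulator genes in Δ*hrcA*::*cat* are described as induced, without a temperature, and here 2 of 53 fell at 40 °C, with list medians of -0.48 at 40 °C and 0.01 at 28 °C. The paper describes *cps1* in the double mutant as induced in one place and repressed in another, and its values here were positive, while the *dak* genes had negative values. The metabolic genes described as induced in Δ*ctsR* at 40 °C did not pass here. *pox3* and *pflF* pass in assignments 1 to 4 of the open culture numbers, *pox3* with no scaling and the mean over probes, and *pox3* and *pox5* with the CyberT-style test, and several of these genes pass with hybridisations as replicates, within-array ratios, the series matrix or culture 1 left out.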

Other observations

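The hypotheses on the differing cultures, the heat shock genes and the *fab* locus were tested only after those results had been seen, and their values are given with the results that prompted them.

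Some gene groups of the wild type at 40 °C are not described above. Of 9 plantaricin genes, 4 rose and 3 fell, as in *plnN* (log2 fold change 1.17) and *plnK* (-1.34), with a median of 0.34 (camera adjusted p = 0.580). Of 9 pyruvate genes 2 rose and 4 fell (median -0.95, adjusted p = 0.482), with *pflE* at 1.84 and *als* at -1.26. Of 22 PTS genes 2 rose and 1 fell (median 0.41, adjusted p = 0.567), of 16 genes listed for sugar metabolism, with the aminotransferase gene *araT1* among them, 2 rose and 2 fell (0.25, adjusted p = 0.580), and of 3 oxidative stress genes 1 rose, the glutathione reductase gene *gshR3* with 1.93 (list median 0.31, adjusted p = 0.385). Of the ribosomal protein genes *rpsN2* rose with 2.51 and *rplQ* fell with -1.02. Both *glnQ1*, for glutamine transport (-2.17), and lp_0802, for polar amino acid transport (-2.40), fell, the amino acid transport list having a median of -1.33 (adjusted p = 0.0677). Lists with fewer than 3 genes were aminoacyl-tRNA ligases (-1.02 and 1.34), cell division with *murA2*, a cell wall gene (-0.96), DNA replication and repair (-0.23 and 1.26), pyrimidine synthesis (-1.32 and -0.85) and pentose phosphate with *deoP*, a deoxyribose transporter gene (0.17).

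A set of 12 genes was higher in all 4 comparisons of strains without *ctsR*, that is, *clpB*, lp_1901 and the unnamed genes lp_0487 to lp_0491, lp_0493 and lp_3676 to lp_3679. The genes lp_p3_38 and lp_p3_37 of a plasmid were higher without *hrcA* at 28 °C. Of 44 plasmid genes, 12 rose and 4 fell with temperature in the wild type. Purine and manganese genes had negative medians in the mutants at 28 °C, -0.41 and -0.39 in Δ*ctsR*, and -0.81 and -0.74 in the double mutant (camera adjusted p = 0.000866 and 0.000222, adjusted p = 0.125 with an estimated correlation for both). The paper selected the genes of both lists as higher at 28 °C in the wild type on these arrays. The wild-type cultures used in that selection are also the control here, so an error in them would lower the values of all mutants. The genes that changed with temperature numbered 868 in Δ*ctsR* (432 higher), 367 in Δ*hrcA*::*cat* (187 higher) and 470 in the double mutant (315 higher). A model of only the cultures compared gave 0 in Δ*ctsR* by limma, where 1239 genes had an unadjusted p under 0.05 over all cultures and the CyberT-style test called 1021, and without scaling 87 genes passed in Δ*hrcA*::*cat* and 396 in the double mutant, 373 of them higher. The 868 became 448 and 500 without culture 1 or 2 at 28 °C and 1641 without culture 1 at 40 °C, the 367 became 185 without culture 2 at 28 °C and 126 and 177 without culture 1 or 2 at 40 °C, and the 470 became 270 without culture 2 at 28 °C and 304 and 194 without culture 1 or 2 at 40 °C.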
